# A single-cell analysis of breast cancer cell lines to study tumour heterogeneity and drug response

**DOI:** 10.1038/s41467-022-29358-6

**Published:** 2022-03-31

**Authors:** G. Gambardella, G. Viscido, B. Tumaini, A. Isacchi, R. Bosotti, D. di Bernardo

**Keywords:** Breast cancer, Cancer genomics, Gene regulatory networks, Cancer therapy, Tumour heterogeneity

## Abstract

Cancer cells within a tumour have heterogeneous phenotypes and exhibit dynamic plasticity. How to evaluate such heterogeneity and its impact on outcome and drug response is still unclear. Here, we transcriptionally profile 35,276 individual cells from 32 breast cancer cell lines to yield a single cell atlas. We find high degree of heterogeneity in the expression of biomarkers. We then train a deconvolution algorithm on the atlas to determine cell line composition from bulk gene expression profiles of tumour biopsies, thus enabling cell line-based patient stratification. Finally, we link results from large-scale in vitro drug screening in cell lines to the single cell data to computationally predict drug responses starting from single-cell profiles. We find that transcriptional heterogeneity enables cells with differential drug sensitivity to co-exist in the same population. Our work provides a framework to determine tumour heterogeneity in terms of cell line composition and drug response.

## Abstract (web summary)

The impact of tumour heterogeneity on drug response in breast cancer is not fully understood. Here, the authors characterise cell lines from all main breast cancer subtypes using single-cell RNA-seq and train a deconvolution algorithm to predict drug responses in heterogeneous tumour cell populations.

## Introduction

One of the main roadblocks to personalized medicine of cancer is the lack of biomarkers to predict outcome and drug sensitivity from a tumour biopsy. Multigene assays such as MammaPrint^1^, Oncotype DX^2,3^ and PAM50^4^ can classify Breast Cancer (BC) tumour types and risk of relapse^5^ but with limited clinical value^5,6^. Genomic and transcriptional biomarkers of drug sensitivity are available only for a restricted number of drugs^7–9^. As a consequence, BC patient stratification is still mainly driven by receptor status and histological grading and subtyping^5^, with about twenty percent^10^ of patients for which paucity of actionable biomarkers limits personalized therapies. Moreover, even when a targeted treatment option is available, drug resistance may arise^5^ partly because of rare drug-tolerant cells characterized by distinct transcriptional or mutational states^11–17^.

Determining tumour heterogeneity and its impact on drug response is essential to better stratify patients and aid in the development of personalized therapies. Expression-based biomarkers measured from bulk RNA-sequencing of a tumour biopsy are powerful predictors of drug response in vitro^7,8,18^, but average out tumour heterogeneity. Single-cell transcriptomics yields a molecular profile of each cell^19,20^; however, it is still unclear if and how it can inform clinical decision making.

Here, we transcriptionally profile 35,276 individual cells from 32 breast cancer cell lines. We show that despite being simplistic models of tumours, cancer cell lines exhibit themselves heterogeneous phenotypes, and can serve as cell-state “primitives” to deconvolve tumour cell composition from patients’ biopsies for patient stratification and prediction of drug response. By linking results from large-scale in vitro drug screening in cell lines to the single-cell data, we devise an algorithm to computationally predict drug responses starting from single-cell profiles. We find that non-genetic transcriptional heterogeneity enables cells with differential drug sensitivity to co-exist even in the same population. Our work provides a framework to characterize intra-tumoral heterogeneity from gene expression profiles in terms of cell-line composition and differential sensitivity to drug treatment.

## Results

### Single-cell transcriptome profiling of breast cancer cell lines

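Single-cell RNA of 31 breast cancer cell lines and the non-cancer breast epithelial line MCF12A was analysed here from the deposited table of raw counts of unique molecular identifiers (UMIs), in which each captured transcript counts once. Lines were grouped by the subtype in Supplementary Table 01, and their names are written as in that table of counts. The 11 luminal lines, 9 of them Luminal A and 2 Luminal B, gave 12 libraries and 10476 cells. The UMIs summed over a line ranged from 3580668 to 18533095 (median 8611988). The 5 HER2-enriched lines gave 4347 cells and 4012517 to 20617609 UMIs (median 8208618). The 15 triple-negative lines gave 16 libraries and 18709 cells, with 3725573 to 33280572 UMIs (median 10678104). Of these 8 are of type A (TNA, median 12873742 UMIs) and 7 of type B (TNB, median 8226175 UMIs). MCF12A gave 1744 cells and 20230143 UMIs. One line is one replicate throughout: the cells of a line come from 1 culture or, in MCF7 and MDAMB436, from a pair of libraries whose cells carry the same name and were summed. Every p-value between groups therefore measures the spread between these lines, and no p-value between groups was computed from cells. Within lines, the test of zero counts draws counts for the cells of a line. In MDAMB361, lists and ERBB2 are also ranked among random lists or other genes. Such comparisons describe that culture alone. Intervals on shares of cells are Clopper-Pearson intervals at 95% and those on counts are exact Poisson intervals. They cover counting error only, not the spread between cultures, and those on counts leave out the spread between cells too. The groups, tests, gene lists and most alternatives were chosen before the data were examined, and the closing section names what was chosen later.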

We performed single-cell RNA-sequencing (scRNA-seq) of 31 breast cancer cell lines, 16 of which from metastatic sites (Supplementary Table 0^1^ and Supplementary Table 0^2^), plus one additional non-cancer cell line (MCF12A^21^) by means of the Drop-seq technology^20^. We chose this set of cell lines as they cover all the major breast cancer tumour subtypes (LuminalA/LuminalB/Her2-enriched/Basal Like) and are extensively used in cancer research and in drug development, while also being fully characterized both at the genomic and (bulk) transcriptomic level, as well as in terms of drug response^7,8,22,23^.

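The counts analysed here covered 35276 cells, with 372883637 UMIs in all. A cell held a mean of 10570.5 and a median of 8288 UMIs (3504 to 209637), on a mean of 3248 and a median of 2993 genes (at least 1544). HDQP1, a type B triple-negative line, had the fewest cells, 110, and MDAMB436, a type A triple-negative line, the most, 2821. The mean over lines was 1102 and the median 910.5. The median depth of a line ran from 6019.5 UMIs per cell in AU565 to 11597 in JIMT1, apart from HDQP1 with 25673.5. No cell fell under the filters on UMIs and genes given in the Methods. The filter on mitochondrial UMIs could not be repeated, because the table holds 0 mitochondrially encoded genes. Above the upper Tukey fence of their own line (k of 3, computed on the cells that were kept) lay 682 cells. The paper discards cells above such a fence as putative multiplets. These cells were kept here and doublets were not sought in another way, so that doublets among them are not excluded.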

Following pre-processing (Methods), we retained a total of 35,276 cells, with an average of 1069 cells per cell line and 3248 genes captured per cell (Supplementary Fig. 0^1^ and Supplementary Table 0^1^).

We next generated an atlas (http://bcatlas.tigem.it) encompassing the 32 cell lines, as shown in Fig. 1A. In the atlas, it is possible to recognize a luminal-supergroup with intermixing of cells from different luminal cell lines and Her2-enriched (Her2+) cell lines, while triple-negative breast cancer (TNBC) cell lines form distinct clusters, thus suggesting that these represent instances of different diseases. 

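Several luminal lines had many neighbours from other lines. In BT483, a Luminal A line, 40.9% of the nearest cells came from BT483 itself and 24.8% from the Luminal B line BT474; in HCC1500, 59.9% were its own and 15.4% came from CAMA1. Luminal cells also lay among HER2-enriched cells: CAMA1 had 64.6% own neighbours and 27.9% from MDAMB453, and MDAMB415 had 77.8% own and 16.0% from EVSAT. ZR751 (96.7% own), T47D (92.5%) and BT474 (89.8%) were luminal lines with few foreign neighbours, and had more of their own than the triple-negative lines BT20 (81.1%) and CAL851 (83.3%). Among triple-negative lines MDAMB436 (99.5%), HS578T (99.0%), HCC70 (98.7%) and BT549 (98.4%) kept almost wholly to themselves, while HDQP1, with the fewest cells, had 15.6% own neighbours and 30.4% from CAL851. These line values hold for 10 principal components. With 30, most of the luminal mixing was gone: own neighbours were 98.2% in CAMA1, 95.2% in MDAMB415 and 89.9% in HCC1500, but 73.2% in BT483. The mean was then 92.5% in luminal (without KPL1) and 95.1% in triple-negative lines. With 10 components the mean over lines was 74.1% in luminal lines (SD 17.4, n = 10, without KPL1, which the paper states is the same line as MCF7) and 87.8% in triple-negative lines (SD 20.9, n = 15). KPL1 was left out as a line only, and its cells stayed among the neighbours. For MCF7 (78.8% own, 19.7% from KPL1) they counted as another line, which lowers the luminal mean. The difference of -13.8 percentage points did not pass a two-sided permutation test (p = 0.0979). Without HDQP1 it was -18.9 (permutation p = 0.00068). The value depends on the space the neighbours are sought in and on HDQP1. With 30 in place of 10 principal components it was -2.57 (permutation p = 0.751) and without HDQP1 -6.39 (permutation p = 7e-05), where 13 of 15 triple-negative lines had at least 95% own neighbours. With log2(CPM + 1) of the 2000 most variable genes in place of the weighted genes it was -6.24 (permutation p = 0.302) and without HDQP1 -10.3 (permutation p = 0.00072), and with at most 110 cells per line and 10 neighbours it was -15.2 (permutation p = 0.00679). Each value is the mean, over the cells of a line, of the share of its 50 nearest cells by Manhattan distance, after the gene weighting named in the Methods (GF-ICF). From the mixing of luminal cells and the separate groups of triple-negative cells, the paper proposes that triple-negative lines are instances of different diseases.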

We investigated if genomic features could explain the formation of such clusters. To this end, we clustered cell lines according to either genomic variants or Copy Number Variations (CNV)^24^. Clustering according to genomic variants, shown in Supplementary Fig. 02A, did not yield any meaningful clustering. On the contrary, clustering according to CNVs yielded eight distinct clusters, as shown in Supplementary Fig. 02B. 

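In the clusters of cells found from RNA alone, the lines AU565, BT474 and T47D lay apart. Of the cells of AU565, a HER2-enriched line, 95.0% fell in 1 cluster, of which they made up 95.6%. BT474, a Luminal B line, had 93.2% of its cells in a cluster made up of 72.6% BT474, 13.0% MDAMB361 and 9.17% BT483, both luminal. T47D, a Luminal A line, had 92.1% of its cells in a cluster that was 94.3% T47D. The type B triple-negative lines BT549, HS578T and CAL51 also lay apart from each other: BT549 had 98.9% and HS578T 99.3% of their cells in clusters that were 98.0% BT549 and 99.9% HS578T, and CAL51 had 96.6% of its cells in a cluster of 58.3% CAL51 and 38.1% MX1. Copy number itself was not analysed here.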

We mapped these CNV-based clusters onto to atlas, as shown in Supplementary Fig. 02C, to check whether CNVs can explain some of the features of the single-cell clustering; we found no obvious pattern: for example, the CNV-based cluster 5 (cyan) contains three cell lines (AU565, BT474 and T47D) with similar CNVs; however, the Her2 + AU565 cell line forms a distinct cluster in the single-cell atlas, while the luminal BT474 and T47D cell lines belong to the luminal-supergroup; similarly the CNV-based cluster 4 (blue) contains three cell lines (CAL51, BT549 and HS578T) that, however, form distinct clusters in the single-cell atlas.

**Fig. 1:**
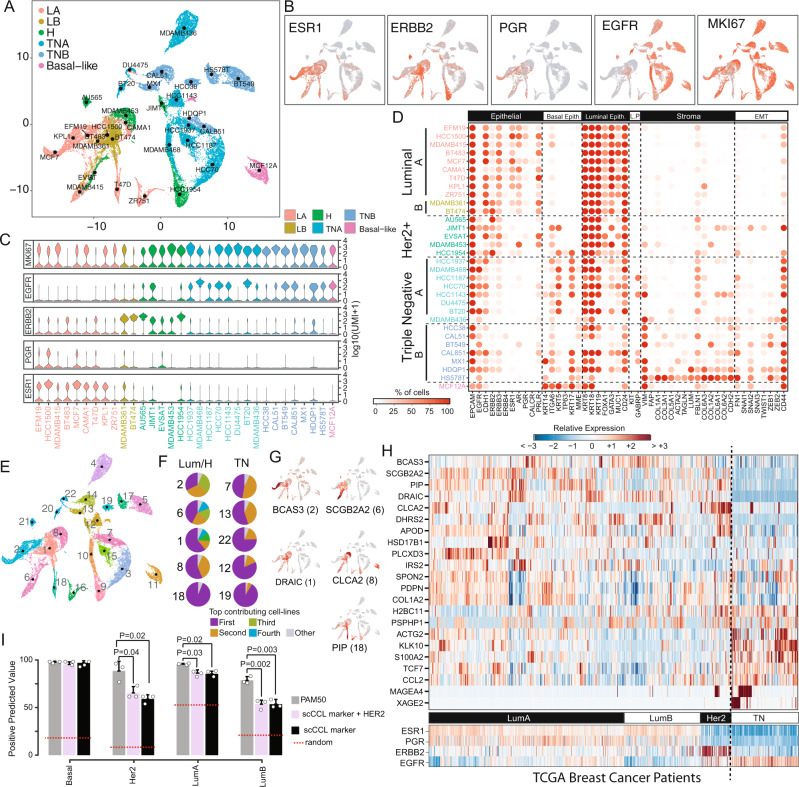
The breast cancer single-cell atlas. **A** Representation of single-cell expression profiles of 35,276 cells from 32 cell lines color-coded according to cancer subtype (LA luminal A, LB luminal B, H Her2-enriched, TNA triple-negative type A, TNB triple-negative type B). **B** Expression levels of the indicated genes in the atlas, with red indicating expression, together with their **C** distribution within the cell lines, shown as a violin plot. **D** Dotplot of literature-based biomarker genes along the columns, for each of the 32 sequenced cell lines along the rows. Biomarker genes are grouped by type (Basal Epith. basal epithelial, Luminal Epith. luminal epithelial, L.P. luminal progenitor, EMT Epithelial to Mesenchymal Transition). **E** Graphical representation of 35,276 cells color-coded according to their cluster of origin. Clusters are numbered from 1 to 22. **F** For the indicated cluster, the corresponding pie chart represents the cluster composition in terms of cell lines. Cell lines in the same pie chart are distinguished by colour. Only the top 10 most heterogenous clusters are shown. In grey cell lines in the cluster contributing less than 5%, while the other colours represent a specific cell line. For example, Cluster 2 is the most heterogeneous cluster mainly composed of 3 cell line while cluster 19 is the most homogeneous since in its mainly composed by the cells coming from one cell line. **G** Expression levels in the atlas of the five luminal biomarkers identified as the most differentially expressed in each of the five luminal clusters (1, 2, 6, 8 and 18). **H** Expression of 22 atlas-derived biomarkers in the biopsies of 937 breast cancer patient from TCGA. **I** Accuracy in classifying tumour subtype for 937 patients from TCGA by using either the PAM50 gene signature or the 22 cluster-derived biomarker genes (scCCL) alone or augmented with HER2 gene (scCCL + HER2). Two-sided *t*-test is used to compare the performance of the different signatures. Source data are provided in a Source data file.

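The 4 receptor genes were measured in CPM, the UMIs of a gene in all cells of a line scaled to the line's total UMIs, on a log2(CPM + 1) scale. ESR1 (ENSG00000091831, chromosome 6 of GRCh38, 151656691 to 152129619) encodes oestrogen receptor alpha. Its mean was 5.94 ± 1.61 (SD, n = 11) in lines reported ER positive and 1.17 ± 1.21 (n = 21) in the rest; the 11 hold both MCF7 and KPL1, and without KPL1 the positive lines had 5.91 ± 1.70 (n = 10). PGR (ENSG00000082175, chromosome 11, 101029624 to 101129813), the progesterone receptor and a target of ESR1, had 3.36 ± 1.89 (n = 11) in lines reported PR positive (4) or weak (7) and 0.14 ± 0.25 (n = 21) in the rest. ERBB2 (ENSG00000141736, chromosome 17, 39687914 to 39730426), the HER2 receptor kinase, had 7.05 ± 1.65 (n = 7) in HER2-positive and 3.21 ± 1.14 (n = 25) in other lines. EGFR (ENSG00000146648, chromosome 7, 55019017 to 55211628), the receptor of epidermal growth factor, had 5.77 ± 2.04 (n = 15) in triple-negative and 2.52 ± 2.13 (n = 17) in other lines. Single lines lay far from their group: ZR751, reported ER positive, had 5.92 CPM of ESR1, in 5.09% of its cells; DU4475, triple-negative, had an EGFR UMI in 0.241% of cells; and HCC1954, reported ER negative, had 15.0 CPM of ESR1. Of the lines reported weak for PR, ZR751 had 0.116 CPM of PGR and BT483 a PGR UMI in 0.260% of cells. Of the positive lines (with the weak ones for PGR), 9 of 11 lay above the highest negative line for ESR1, 9 of 11 for PGR, 5 of 7 for ERBB2 and 3 of 15 for EGFR. Two-sided permutation tests of these differences gave p = 1e-05, the smallest that 100000 resamples can give, for ESR1, PGR and ERBB2 (1.33e-05 adjusted over the 4 genes), and p = 0.00021 for EGFR (0.00021 adjusted). Without KPL1 the p-values were 1e-05 for ESR1, PGR and ERBB2 and 0.00031 for EGFR. The median share of cells with a UMI was 42.3% in ER-positive and 0.671% in ER-negative lines for ESR1, and 10.6% in PR-positive or weak and 0% in PR-negative lines for PGR, at median depths of 7346.5 and 8195.5 UMIs per cell; 63.9% and 8.54% for ERBB2 (8067 and 7836.5 UMIs); and 42.7% in triple-negative and 2.28% in other lines for EGFR (7836.5 and 8067 UMIs). For PGR a share of 0 is a limit: in KPL1, 0 of 942 cells had a UMI, which allows up to 0.318% of cells with a UMI at this depth. Free RNA in the droplets of a library adds UMIs to cells that lack a gene. It was not estimated here, so that low shares do not tell expression from background.

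**Figure D1:**
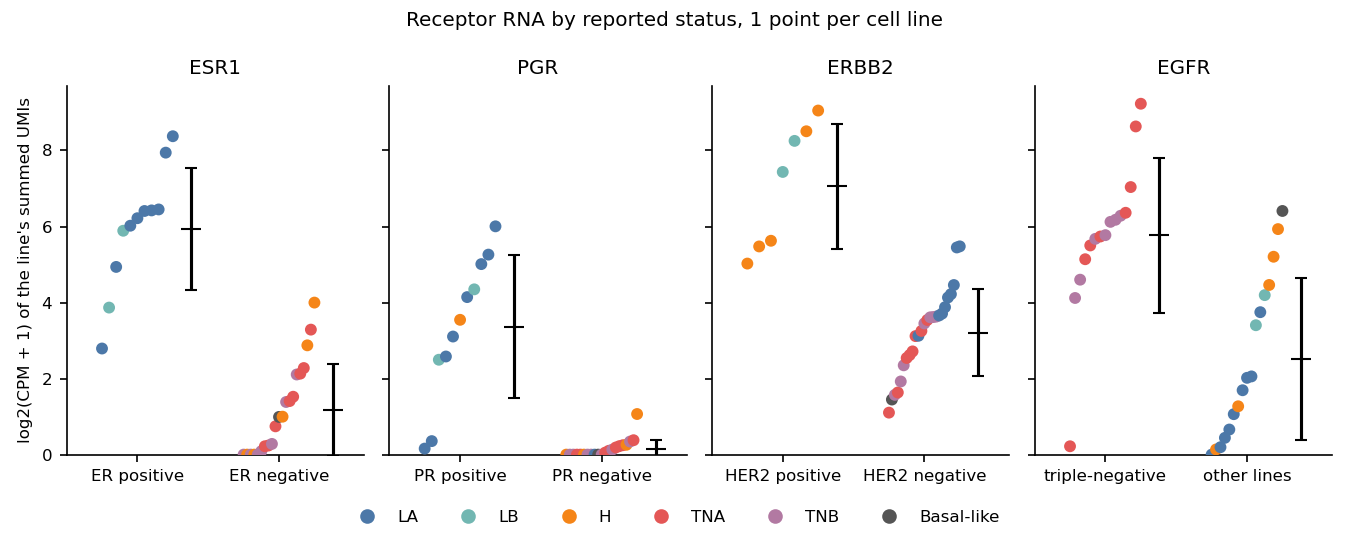
RNA level of ESR1, PGR, ERBB2 and EGFR (vertical axis, log2(CPM + 1) of the summed cells of a line) in lines with and without the reported status named under each pair (lines reported weak for PR count as positive). Each point is 1 line, coloured by subtype; black bars are the mean ± SD over lines. ESR1 means are 5.94 and 1.17, PGR 3.36 and 0.14, ERBB2 7.05 and 3.21, EGFR 5.77 and 2.52; the EGFR groups overlap most.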

Single-cell expression of clinically relevant biomarkers (Fig. 1B, C) including oestrogen receptor 1 (ESR1), progesterone receptor (PGR), Erb-B2 Receptor Tyrosine Kinase 2 (ERBB2 a.k.a. HER2) and the epithelial growth factor receptor (EGFR) across the different cell lines are in agreement with their reported status^21,25,26^.

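Biomarkers were compared between groups of lines on the UMIs of all cells of a line, summed. The 48 literature biomarkers of Fig. 1D were taken as 6 lists (epithelial, luminal epithelial, luminal progenitor, basal epithelial, stroma and EMT), beside 24 further lists of known function. Luminal lines without KPL1 (n = 10) were tested against triple-negative lines (n = 15) on 15466 genes, and TNB (n = 7) against TNA lines (n = 8) on 14937 genes, with edgeR quasi-likelihood tests, TMM scaling and adjustment by Benjamini-Hochberg at 0.05. Group means ± SD of CPM given beside these tests are TMM-scaled within the comparison, while values of single lines are plain CPM. The 2 scales differ somewhat: the highest VIM value of a TNB line was 5880 CPM scaled and 5459 CPM plain. Lists with at least 3 tested genes were compared with all other genes by camera with a preset correlation of 0.01, and again with an estimated correlation. On simulated counts of the same depth and spread, with 100 genes changed at each size, the luminal against triple-negative test found 62% of the genes at a log2 fold change of 2 and 84% at 3, and the TNB against TNA test 22% and 62%. No luminal progenitor gene had enough counts to be tested.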

To gain further insights into each cancer cell line, we analyzed the expression of 48 literature-based biomarkers of clinical relevance^27^, as reported in Fig. 1D and Supplementary Fig. 0^3^. 

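GATA3 (ENSG00000107485, chromosome 10 of GRCh38, 8045378 to 8075198), a transcription factor of luminal differentiation, had a mean of 785 ± 677 CPM (SD, n = 10) in luminal and 32.5 ± 31.2 CPM (n = 15) in triple-negative lines, a log2 fold change of 4.59 (adjusted p = 0.000187). FOXA1 (ENSG00000129514, chromosome 14, 37589552 to 37596059), which opens chromatin for hormone receptors, had 84.7 ± 24.0 against 5.58 ± 6.33 CPM (log2 fold change 3.91, adjusted p = 0.000151). XBP1 (ENSG00000100219, chromosome 22, 28794555 to 28800597), an oestrogen target that drives secretory protein folding, had 806 ± 276 against 70.7 ± 43.3 CPM (3.51, adjusted p = 3.02e-08), the smallest p of all genes, and TFF3 (ENSG00000160180, chromosome 21, 42311667 to 42315409), a secreted peptide of mucous epithelia, 1467 ± 1577 against 0.472 ± 1.02 CPM (11.90, adjusted p = 1.06e-06). The keratins of simple epithelium did not pass: KRT8 (1.80, adjusted p = 0.0828, under 0.05 without BT20 or CAL851 and then as low as 0.0323), KRT18 (1.01, 0.252) and KRT19 (2.24, 0.0995), like the surface glycoprotein CD24 (1.39, 0.0888, 0.0357 without MDAMB468) and the epithelial adhesion molecule EPCAM (0.10, 0.943). MUC1, a mucin of the cell surface, passed narrowly (2.04, 0.0457): leaving out 1 line gave 0.0109 to 0.0982, and it no longer passed without any 1 of BT483, EFM19, MCF7, MDAMB415, T47D, ZR751, BT20, DU4475, HCC1143, HCC1187, HCC1937, MDAMB468, BT549, CAL51, HCC38, HDQP1, HS578T or MX1. In edgeR 2272 of 15466 genes passed, 975 higher and 1297 lower in luminal lines (4498 at an unadjusted p under 0.05). The next smallest p among the higher genes were TOB1, DEGS2, ELAPOR1, BCAS1, SMIM14, CDH13-AS2, DRAIC and CCDC170 (log2 fold changes of 3.28, 6.83, 5.80, 7.68, 2.9, 6.78, 6.21 and 6.76). Of 7 luminal epithelial genes tested 3 were higher, and 6 when adjusted over the list alone (camera adjusted p = 2.37e-06, and adjusted p = 0.0865 with an estimated correlation). Of 8 epithelial genes 6 were higher and 1, EGFR, lower, over all genes and adjusted over the list alone (2.73e-05, 0.0397 with an estimated correlation): ERBB3, a partner kinase of ERBB2, by 2.74, the androgen receptor AR by 4.04, the prolactin receptor PRLR by 3.35, ESR1 by 5.76, ERBB2 by 3.30 (2.43 without BT474) and the cadherin of epithelial junctions CDH1 by 2.08 (adjusted p = 0.0326, 0.0186 to 0.0618 with 1 line left out, over 0.05 without MCF7 or MDAMB361). The luminal lines are all reported ER positive, and the triple-negative lines ER and HER2 negative. ESR1 and, in part, ERBB2 thus differ by the grouping itself.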

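Several genes of basal epithelium and stroma were lower in luminal lines. KRT5 (ENSG00000186081, chromosome 12, 52514575 to 52520530), a keratin of basal cells, had 0.349 ± 0.762 CPM (SD, n = 10) in luminal and 125 ± 175 CPM (n = 15) in triple-negative lines, a log2 fold change of -8.30 (SE 1.6, adjusted p = 0.00113). KRT17 (ENSG00000128422, chromosome 17, 41619442 to 41624842), a keratin of basal and stressed epithelium, had 3.24 ± 5.09 against 263 ± 256 CPM (-6.31, adjusted p = 0.00356). VIM (ENSG00000026025, chromosome 10, 17228241 to 17237593), the intermediate filament of mesenchymal cells, had 6.12 ± 8.08 against 1239 ± 1811 CPM (-7.64, SE 1.57, adjusted p = 0.00192). The collagen VI chains COL6A1 (ENSG00000142156, chromosome 21, 45981770 to 46005050) and COL6A2 (ENSG00000142173, chromosome 21, 46098112 to 46132848) had log2 fold changes of -5.93 (0.00298) and -5.74 (0.00662). COL6A3 (ENSG00000163359, chromosome 2, 237324003 to 237414328) had -4.10 with an adjusted p of 0.0334, which ran from 0.0287 to 0.451 with 1 line left out, over 0.05 without BT474, BT483, CAMA1, HCC1500, MDAMB361, T47D or HS578T, and without HS578T the log2 fold change was -0.84; the luminal line KPL1, left out of the test, had 97.55 CPM of COL6A3 in 57.1% of its cells. Of 4 basal epithelial genes tested 2 were lower in luminal lines, and 3 adjusted over the list alone (camera adjusted p = 0.00191, 0.0489 with an estimated correlation); ITGA6 and MME had -1.34 (0.0876, 0.0235 without MDAMB415) and -2.23 (0.190, 0.00571 without EFM19). Of 8 stroma genes 7 were lower and 8 adjusted over the list alone, among them N-cadherin CDH2 by -6.11 (0.00166 for the list, 0.255 with an estimated correlation), and of 5 EMT genes 3 and 4 (0.00349, 0.0981 with an estimated correlation): the transcription factor SNAI2 by -6.20, the adhesion receptor CD44 by -3.39 and fibronectin FN1 by -4.78; SNAI1 had -1.63 (0.130, 0.0330 without EFM19).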

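A basal keratin was read in at least 10% of cells in 11 of 15 triple-negative lines, 7 of type A and 4 of type B, in 0 of 11 luminal lines and in 2 of 5 HER2-enriched lines. The 4 triple-negative lines below were BT549, CAL51, HCC38 and MDAMB436, and at a threshold of 50% of cells HS578T joined them. KRT5 was in 89.1% of HCC70 cells (504 CPM), 84.9% of MDAMB468, 81.5% of BT20, 81.2% of DU4475 and 58.4% of HCC1187 cells. Among triple-negative lines the CPM of KRT17 was highest in CAL851 (86.4% of cells, 659 CPM) and HCC1143 (84.1%, 648 CPM). KRT14 (ENSG00000186847, chromosome 17, 41582279 to 41586895), the partner of KRT5 in basal filaments, was in 94.5% of MX1 cells (913 CPM), 38.3% of HS578T and 27.7% of HCC1143 cells. The highest shares in a luminal line were 1.14% for KRT5, 1.48% for KRT14 and 4.45% for KRT17, at median depths per line of 7346.5 UMIs in luminal and 7836.5 in triple-negative lines.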

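Within the triple-negative lines VIM had 2029 ± 2227 CPM (SD, n = 7) in TNB and 481 ± 825 CPM (n = 8) in TNA lines, a log2 fold change of 2.08 (SE 1.40). In plain CPM it ranged from 4.53 in CAL851, in 3.42% of cells, to 5459 in HS578T among TNB lines, and from 0.329 in DU4475 to 1895 in HCC1143 among TNA lines. COL6A1 had 65.0 ± 121 against 18.8 ± 30.1 CPM (1.79, SE 1.30) and COL6A2 36.9 ± 66.2 against 17.3 ± 35.4 CPM (1.09, SE 1.42), with all 7 TNB lines above the TNA median for both. These log2 fold changes were 0.03 and -0.53 without HS578T, and 2.78 and 2.82 without HCC1143. COL6A3 had 257 ± 640 against 11.7 ± 14.4 CPM (4.47, SE 1.5). In plain CPM HS578T alone had 1586 and BT549 0.573, and without HS578T the log2 fold change was 0.41. In edgeR none of these passed (adjusted p = 0.885 for VIM, 0.892, 0.935 and 0.856 for COL6A1, COL6A2 and COL6A3), and KRT5, with 10.2 ± 14.3 against 219 ± 184 CPM, did not either (-4.44, SE 1.47, adjusted p = 0.856). The test found 0 of 14937 genes, with 856 at an unadjusted p under 0.05, and 0 with every single line left out; DESeq2 found 38, 25 of them higher in TNB lines, among them the fibrillar collagens COL1A2 (log2 fold change 10.83 and adjusted p = 0.779 in edgeR, 0.00492 in DESeq2) and COL1A1 (6.85, 0.779 and 0.0143). HS578T held 94.6% and 88.4% of their CPM summed over all lines, and without it the edgeR log2 fold changes were 6.45 and 2.78. Of 9 stroma genes tested 0 passed over all genes and 3 adjusted over the list alone, and the list as a whole was called higher in TNB lines with the preset correlation only (camera adjusted p = 1.01e-06, 0.206 with an estimated correlation), as was the EMT list, 0 of 7 over all genes and 0 adjusted over the list alone (0.00440, 0.315). Of 100 random splits of these lines, 28 called at least as many lists as the 10 called here, so that chance is not excluded for these list calls. A VIM UMI was in at least 10% of cells in 6 of 7 TNB and 5 of 8 TNA lines.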

Luminal cell lines highly express luminal epithelium genes, but neither basal epithelial nor stromal markers; on the contrary, triple-negative BC cell lines show a basal-like phenotype (9 out of 15 as quantified in Supplementary Table 0^3^) with the expression of at least one of keratin 5, 14 or 17^28,29^, with triple-negative subtype B cell lines also expressing vimentin (VIM) and Collagen Type VI Alpha Chains (COL6A1, COL6A2, COL6A3)^21^. 

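KRT5 was in 75.0% of JIMT1 cells (71.2 to 78.5%, 272 CPM) and 65.6% of HCC1954 cells (63.2 to 67.9%, 175 CPM). The lines differed in their other basal genes: KRT17 was in 77.0% of HCC1954 but 0.352% of JIMT1 cells, and TP63 (ENSG00000073282, chromosome 3, 189631389 to 189897276), the master regulator of basal epithelium, in 18.9% of HCC1954 and 0 of 568 JIMT1 cells, which allows up to 0.528% of cells with a UMI. The median depths were 11597 UMIs per cell in JIMT1 and 10684 in HCC1954. In principal component space 90.0% of the nearest cells of JIMT1 were its own and 3.83% came from the triple-negative line HCC1143. For HCC1954 95.2% were its own and 3.43% came from the triple-negative line MDAMB468. HCC1954 shared a cluster with MDAMB468 (50.1% and 48.1% of its cells), and JIMT1 one with HCC1143 and MCF12A (26.1%, 57.5% and 10.3%).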

Interestingly, two out of five HER2^+^ cell lines (JIMT1 and HCC1954) are close to triple-negative cell lines in the atlas and express keratin 5 (KRT5) (Fig. 1A, D), which has been linked to poor prognosis and trastuzumab resistance^30^. Indeed, both cell lines are resistant to anti-HER2 treatments^31^. 

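MCF12A had the highest CPM of all 32 lines for each of 4 basal genes: KRT5 797 CPM in 92.8% of cells (91.5 to 94.0%), KRT14 1432 CPM in 90.3%, KRT17 1603 CPM in 91.2% and TP63 51.4 CPM in 39.1%. ESR1 had 0.989 CPM in 1.09% of its cells (0.657 to 1.70%), which is near the 0.671% median of ER-negative lines, and ERBB2 1.73 CPM in 1.95% (1.35 to 2.71%), under the 8.54% median of HER2-negative lines. PGR had 0 UMIs in 1744 cells, which allows up to 0.172% of cells with a UMI at this depth. EGFR was in 54.8% of MCF12A cells (84.0 CPM), and VIM in 98.7% (1019 CPM). The median depth of MCF12A was 10010 UMIs per cell; counts this low in a single line do not tell a weak transcript from free RNA.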

Finally, the non-tumorigenic MCF12A cell line lacks expression of ESR1, PGR and HER2 and displays a basal-like phenotype characterized by the expression of all basal-like marker genes including keratin 5, 14, 17 and TP63, in agreement with the literature^32^.

Overall, these results show that single-cell transcriptomics can be successfully used to capture the overall expression of clinically relevant markers.

### The BC single-cell atlas identifies clinically relevant transcriptional signatures

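Cells were clustered here as the Methods describe, from 10812 genes with a UMI in at least 5% of cells, over 10 principal components, a graph of the 50 nearest cells of each cell weighted by shared neighbours, and Louvain communities at a resolution of 0.25. This gave 18 clusters. Triple-negative lines held the largest share of 9 and luminal lines that of 6, and the rest were held by HCC1954 with MDAMB468, MCF12A or AU565. MCF12A made up 99.9% of its own cluster, although 87.4% of its cells lay there. The number follows the settings: it was 15 and 23 at resolutions of 0.1 and 0.5, 22 with 20 neighbours and 28 with 30 principal components.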

By clustering the 35,276 single cells in the atlas, we identified 22 clusters, as shown in Fig. 1E. Within the luminal supergroup, cells did not cluster according to their cell line of origin, indeed four out of the five luminal clusters contain cells from distinct cell lines (Fig. 1F and Supplementary Fig. 0^4^). 

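Of 6 clusters in which luminal lines held the largest share, 4 drew under 90% of their cells from 1 line. One joined EFM19 (34.7%), KPL1 (30.9%) and MCF7 (27.8%); the largest part of another came from the HER2-enriched line MDAMB453 (36.1%), beside CAMA1 (26.3%), the triple-negative line BT20 (19.5%) and HCC1500 (16.2%), and another joined MDAMB415 (45.5%), the HER2-enriched line EVSAT (22.6%) and MDAMB361 (18.1%). The 2 luminal clusters of 1 line were those of T47D and ZR751; ZR751 made up 99.4% of its cluster. MDAMB361 and BT483 were spread most, with 47.8% and 66.0% of their cells in the largest cluster of each line. Mixed luminal clusters numbered 3 to 5 over the other settings.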

On the contrary, triple-negative cell lines tend to cluster according to their cell line of origin, with each cluster containing mostly cells from the same cell line (Fig. 1F and Supplementary Fig. 0^4^).

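Of the triple-negative lines 5 made up at least 90% of a cluster in which most of their cells lay: BT549, HCC1187 (95.4%), HCC70 (98.7%), HS578T and MDAMB436 (99.6%). Of 9 triple-negative clusters 4 were mixed: HCC1937 (36.0%), CAL851 (35.4%), HCC38 (23.1%) and HDQP1 (3.67%) shared one, CAL51 and MX1 another, HCC1143 and JIMT1 a further one, and DU4475 (72.6%) shared one with EFM19 (17.5%), a Luminal A line. Single triple-negative lines stayed together all the same: 99.8% of DU4475 cells, 99.0% of HCC38 and 97.8% of HCC1187 cells lay in 1 cluster. The count of triple-negative lines with a cluster of their own was 13 of 15 with 30 principal components, where 5 luminal lines also had one, and 9 at a resolution of 0.5 or with 20 neighbours.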

We identified genes differentially expressed between cells in the same cluster against all the remaining cells in the atlas. We then selected one gene for each cluster (i.e. the most differentially expressed) for a total of 22 cluster-derived biomarkers (Fig. 1G, H and Supplementary Fig. 0^5^). 

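The 22 cluster-derived biomarkers were followed over the clusters found here. In triple-negative clusters, MAGEA4, a cancer-testis antigen, had 1134 CPM in the cluster of MDAMB436 and 20.8 CPM in the next cluster; COL1A2, a chain of type I collagen, 6347 CPM in that of HS578T (next 186); CCL2, a chemokine that draws monocytes, 2963 CPM in that of HCC1187 (next 209); TCF7, a transcription factor of Wnt signalling, 816 CPM in that of DU4475 (next 17.0); SPON2, an extracellular matrix protein, 360 CPM in that of BT549 (next 13.3); and PLCXD3, a phospholipase-like protein, 282 CPM in that of HCC70 (next 23.9). In clusters of several lines the level came mostly from 1 of them. In that of CAL51 and MX1, PDPN, a membrane mucin of migrating cells, had 369 CPM (next 14.6), by line 628 CPM in CAL51 and 0.148 in MX1, and ACTG2 983 CPM (next 427), by line 65.6 CPM in CAL51 and 2376 in MX1. In that of HCC1937, CAL851 and HCC38, H2BC11, a histone gene, had 105 CPM (next 19.4), by line 7.93, 34.9 and 684 CPM, and KLK10, a secreted protease, 199 CPM (next 38.4), by line 483, 31.3 and 5.17 CPM. IRS2, an adaptor of insulin signalling, had 133 CPM in that of HCC1143 and JIMT1 (next 68.5), by line 245 and 14.9 CPM. In other clusters, PSPHP1, a pseudogene, had 99.3 CPM in that of HCC1954 and MDAMB468 (next 20.2), by line 8.63 and 237 CPM, S100A2, a calcium-binding protein of basal cells, had 26295 CPM in that of MCF12A (next 759), DHRS2, a reductase, 3008 CPM (next 367) and XAGE2, a cancer-testis antigen, 409 CPM (next 217) in that of AU565, APOD, a lipid carrier, 17220 CPM in that of ZR751 (next 628), and HSD17B1, which makes oestradiol, 46.5 CPM in that of MDAMB453, CAMA1 and BT20 (next 35.1), by line 1.68, 3.89 and 214 CPM. These are levels and carry no p-value, because the same cells defined the clusters.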

Neither *ESR1* nor *ERRB2* were part of this set. 

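SCGB2A2 (mammaglobin, ENSG00000110484, chromosome 11, 62270158 to 62273160), a secreted protein of breast epithelium, was in 99.9% of cells of the cluster of MDAMB415 and EVSAT (30950 CPM) and 4.79% of other cells; by line MDAMB415 had 50360 CPM. PIP (ENSG00000159763, chromosome 7, 143132077 to 143139739), a secreted protein under androgen control, was in 100% of cells of the cluster of T47D (14497 CPM) and 6.81% of others. BCAS3 (ENSG00000141376, chromosome 17, 60677453 to 61392838), a cytoskeletal protein of migrating cells, was in 61.9% of cells of the cluster of EFM19, KPL1 and MCF7 (1013 CPM, next 25.9) and 5.48% of others, with 1766 CPM in KPL1 and 1339 CPM in MCF7. CLCA2 (ENSG00000137975, chromosome 1, 86424171 to 86456553), a chloride channel regulator, and DRAIC (ENSG00000245750, chromosome 15, 69462921 to 69843120), a long non-coding RNA, were highest in the cluster of MDAMB453, CAMA1, BT20 and HCC1500: CLCA2 with 346 CPM in 36.2% of cells (6.76% of others) and DRAIC with 74.4 CPM in 15.8% (4.08% of others); by line MDAMB453 had 961 CPM of CLCA2 and HCC1500 254 CPM of DRAIC. Between luminal and triple-negative lines SCGB2A2, PIP, BCAS3 and DRAIC were higher in luminal lines (edgeR log2 fold changes of 13.45, 10.94, 5.38 and 6.21). Their levels rest on few lines: SCGB2A2 had 6179 ± 15683 CPM and BCAS3 167 ± 486 CPM (SD, n = 10 luminal lines). With 1 line left out the log2 fold change of BCAS3 fell to 1.73 (without MCF7), that of SCGB2A2 to 11.23 (without MDAMB415), PIP 8.31 (without T47D) and DRAIC 5.16 (without HCC1500). All passed in edgeR with any 1 line left out (adjusted p up to 0.00493, for BCAS3). The paper chose these genes from clusters of these same cells, so that their p-values are no separate evidence.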

Literature mining confirmed the significance of some of these genes: biomarkers from the luminal supergroup clusters (Fig. 1G) were associated with cancer progression (BCAS3^33,34^ cluster 2), dissemination (SCGB2A2^35,36^ cluster 6), proliferation (DRAIC^37,38^ cluster 1), migration and invasion (CLCA2^39,40^ cluster 8 and PIP^41^ cluster 18). Interestingly, whereas DRAIC is correlated with poorer survival of luminal BC patients^38^, both CLCA2 and PIP are significantly associated with a favourable prognosis^39,40,42,43^.

To examine the clinical relevance of these 22 biomarkers, we analyzed their expression across 937 breast cancer patients from the Cancer Genome Atlas (TCGA) collection encompassing all four BC types. As shown in Fig. 1H, and quantified in Supplementary Table 0^4^, there is a significant difference in the expression of the 22 cluster-derived biomarkers across Luminal A, Luminal B, Her2+ and Triple Negative patients. Moreover, it is possible to distinguish subtypes within each category, which may lead to additional diagnostic/prognostic biomarkers (Fig. 1H). For example, two of the biomarkers (MAGE4 and XAGE4) are highly expressed only in a subset of triple-negative breast cancer patients and of HER2 + /ER− patients (Fig. 1H); interestingly, one of the two (MAGE4) has been previously reported in the literature as overexpressed in such patients by proteomic profiling^44^. The second subset of triple-negative patients is characterized by actin gamma 2 expression (ACTG2), which has been previously linked in BC to cell proliferation^45^ and platinum-based chemotherapy sensitivity^46–49^. We observed that two triple-negative cell lines in the atlas (HS578T and MX1) showed considerably higher expression of ACTG2 than all the other cells in the atlas (Supplementary Fig. 06A, B). 

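ACTG2 (ENSG00000163017, chromosome 2, 73892314 to 73919865) encodes the gamma actin of smooth muscle. It had 2376 CPM (2340 to 2413) in MX1, in 97.2% of 820 cells (95.8 to 98.2%), and 425 CPM (411 to 440) in HS578T, in 72.6% of 879 cells (69.5 to 75.5%). The next line was CAL851, also triple-negative, with 91.9 CPM in 30.1% of 995 cells, so that MX1 was 25.8-fold and HS578T 4.63-fold over the highest other line. The other 30 lines had a median of 0.671 CPM, 5 of them with 0 UMIs, and CAL51 (65.6 CPM), MCF7 (59.3 CPM, 8.70% of cells) and BT20 (59.1 CPM) followed. With every cell thinned to 2500 UMIs ACTG2 was in 90.0% of MX1 and 45.7% of HS578T cells. Between luminal and triple-negative lines it did not pass in edgeR (log2 fold change -4.59, adjusted p = 0.0739, 0.0176 without MCF7). Each line is 1 culture, so that the intervals hold counting error alone.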

To confirm the link with cis-platin sensitivity, we treated both cell lines with cis-platin and measured cell viability at 72 h at different dosages, as shown in Supplementary Fig. 06C and Supplementary Table 0^5^. These results confirm cis-platin sensitivity of both cell lines, albeit higher in HS578T cells than in MX1 cells.

Finally, to further confirm the clinical relevance of these 22 cluster-derived biomarker genes, we compared their performance in correctly classifying BC subtypes from bulk RNA-seq data of TGCA patients against the clinically-approved PAM50 gene signature (50 genes)^4^. As shown in Fig. 1I, classification performances were better than random for all the four subtypes but comparable with the PAM50 only for the basal subtype, whereas HER2-overexpressing cancers had the worst performance. As expected, when adding *ERBB2* to the list of 22 cluster-based biomarkers, the classification of this subtype improved (Fig. 1I). It is important to observe that, unlike the PAM50, the 22 biomarkers were automatically derived from the single-cell atlas without using any prior knowledge of breast cancer subtypes.

Altogether, these analyses confirm that the single-cell BC cell-line atlas can be used for automatic identification of clinically relevant genes that can be useful for patient stratification and tumour type classification.

### The BC atlas as a reference for automated cancer diagnosis

The BC atlas can be used as a reference against which to compare single-cell transcriptomics data from a patient’s tissue biopsy and to perform cancer subtype classification and assessment of tumour heterogeneity. To this end, we developed an algorithm able to map single-cell transcriptional profiles from a patient onto the BC atlas and to assign a specific cell line to each of the patient’s cells (Methods and Supplementary Fig. 0^7^). 

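The test of the mapping was repeated here on 26455 training and 8821 test cells. Gene weights and principal components were computed from the training cells, test cells were projected on these components, and each was given the line most frequent among its 100 nearest training cells. The split was drawn within each line with a fixed seed.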

We tested the ability of the algorithm in correctly mapping the very cells in the atlas from their single-cell transcriptional profile by first dividing single-cell transcriptional profiles in the atlas in a training set (75% of the cells in each cell line), and a test set (25% of cells in each cell line). As shown in Supplementary Fig. 0^8^, the accuracy of the mapping algorithm on the test set was greater than 75% of correctly mapped cells for most of the cell lines (28 out of 32). 

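Of the test cells 90.5% (89.8 to 91.1%, 7980 of 8821) were given their own line and 94.0% their own subtype. Over 75% of test cells were given their line in 27 of 32 lines, with 100% in DU4475, 99.5% in HS578T and 99.4% in MDAMB436. The 5 others were BT483 with 34.4% (25.0 to 44.8%, 30 of 96 cells went to BT474), HCC1500 with 62.3% (27 cells to CAMA1), CAMA1 with 63.6% (64 cells to MDAMB453), MDAMB361 with 64.9% (31 cells to BT474) and HDQP1 with 0 of 28 cells, which allows up to 12.3% (9 cells to CAL851). MCF7 had 76.2%, with 48 cells given to KPL1, and KPL1 88.6%. With 10 neighbours the count of lines was 30, with 300 it was 24, and with at most 110 training cells per line 21; HDQP1 has fewer training cells than the 100 neighbours asked for. Test and training cells of a line come from the same culture, so that culture and line cannot be told apart.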

We then mapped onto the BC atlas the publicly available^50^ single-cell transcriptional profiles obtained from five triple-negative breast cancer patients enrolled in a clinical trial for neoadjuvant chemotherapy treatment with a pathological evaluation of haematoxylin and eosin-stained tissue sections, immunohistochemistry analysis of oestrogen receptor (<1%) and progesterone receptor (<1%) and fluorescence in situ hybridization analysis of HER2 amplification (ratio of HER2 to CEP-17 < 2.2). As shown in Fig. 2A, B, most patients’ cells mapped to the triple-negative clusters as expected, except for the TNBC5 patient’s sample, for which most cells mapped to the luminal supergroup. Interestingly, TNBC5 was the only patient highly expressing both the androgen receptor AR and the transcription factor FOXA1 (Supplementary Fig. 0^9^). Co-expression of these two genes has been reported in the literature to occur in about 15% of triple-negative breast patients, and it is considered a distinct class of basal-like tumour inducing a luminal-like gene signature^51,52^. This observation suggests that patient TNBC5 cells were mapped to luminal cell lines, as the algorithm found those cell lines to be the most similar in the atlas. To further investigate TNBC5 unusual expression profile, we applied the PAM50 signature to the pseudo-bulk expression profiles of the five TNBC patients. Pseudo-bulk refers to the use of single-cell expression profiles to compute the average gene expression and thus simulate a bulk gene expression measurement. The results of the PAM50 classification are reported in Supplementary Table 0^6^ and show that whereas patients TNBC1, 2, 3 and 4 were correctly classified as basal-like with about 99% probability, on the contrary TNBC5 has only a 4% probability of being basal-like, compared to a 47% probability of being HER2-enriched, and 48% probability of being luminal, in agreement with our mapping algorithm predictions and further confirming the peculiarity of this patient. These results demonstrate that heterogeneity varies across patients but is present in all the samples, as no patient’s biopsy mapped to a single cell line. Moreover, information on the drug sensitivity of the individual cell lines composing the tumour may prove useful in guiding therapeutic choices.

**Fig. 2:**
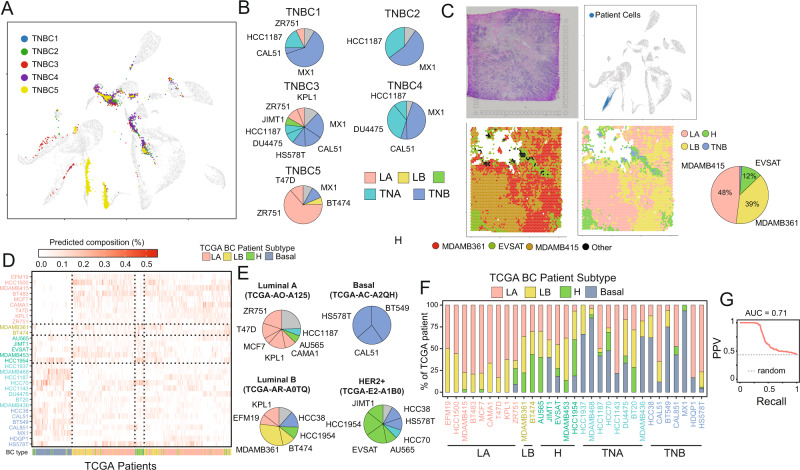
Automatic classification of patients’ tumour cells. **A** Cancer cells from triple-negative breast cancer (TNBC) biopsies of five patients were embedded in the BC atlas by means of the mapping algorithm in order to predict their tumour subtype. **B** For each patient, the pie chart shows cell-line composition obtained by mapping patient’s cells onto the atlas. **C** Tissue-slide of an oestrogen-positive breast tumour biopsy sequenced by means of the 10× Genomics Visium spatial transcriptomics (top-left) and the position of the mapped tissue tiles onto the atlas (top-left). Tiles are colour-coded according to the cell line (bottom-left) and to tumour subtype (bottom-right) as predicted by the mapping algorithm. **D** Cell-line composition of 937 BC patients from the TGCA database as estimated by the Bisque algorithm from their bulk RNA-seq data. For ease of interpretation, in the heatmap patients are clustered according to their cell-line composition. The bottom row reports the annotated cancer subtype in TGCA. **E** Predicted cell-line composition by the Bisque algorithm for four representative patients. **F** The distribution of the 937 BC patients across the 32 cell lines. For each cell line, the stacked bars report the percentage of patients of a given cancer subtype assigned by Bisque to that cell line. Since each patient is usually predicted by Bisque to be composed by multiple cell lines, the patient is associated to the cell line making up the largest fraction of the patient’s cell-line composition. **G** Performance of Bisque in classifying the tumour subtype of the 937 BC patients in TGCA from bulk gene expression profiles. Since each patient is usually predicted by Bisque to be composed by multiple cell lines, the patient is associated to the tumour type of the cell line making up the largest fraction of the cell-line composition. (PPV positive predictive value, AUC area under the curve). Source data are provided in a Source data file.

We next tested the algorithm on publicly available^53^ spatial transcriptomics dataset obtained from tissue biopsies of two patients, one diagnosed with ESR1^+^/ERBB2^+^ lobular oestrogen-positive carcinoma (Fig. 2C and Supplementary Fig. 10A) and the other with ESR1^+^/ERBB2^+^ ductal carcinoma (Supplementary Fig. 10B,C). The publicly available dataset includes 3808 transcriptional profiles for patient 1 (Fig. 2C) and 3615 profiles for patient 2 (Supplementary Fig. 10B,C), each obtained from a different tissue “tile” of size 50 × 50 × 50 um. The IHC and HER2 FISH data used for the diagnosis were not publicly available. The algorithm projected each of the spatial tiles onto the BC atlas and assigned a cell line to each tile. We coloured the tiles according either to the mapped cell line or to the BC subtype of the mapped cell line (Fig. 2C) to yield an automatic cancer subtype classification of tiles. Most of the tiles for both patients were assigned to just two cell lines and correctly classified as luminal (A or B); the remaining 13% of the tiles for patient 1 and 20% for patient 2 were instead classified either as HER2-overexpressing or triple-negative, which could be important information to guide therapeutic choice and to predict the occurrence of drug resistance. Since spatial data do not have a single-cell resolution, each spatial tile could also be itself a mixture of heterogeneous profiles. Thus an alternative approach is to use bioinformatics tools, such as Cell2Location^54^, which can be trained on the BC single-cell atlas and used to estimate the cell-line composition of each spatial tile, rather than attempting to assign the entire tile to just one cell line. The results of applying Cell2Location on the tissue biopsies of the two patients are reported in Supplementary Fig. 11 and Supplementary Fig. 12.

As bulk gene expression profiles are more clinically relevant than single-cell gene expression profiles, we next trained a recently published bioinformatics tool named Bisque^55^ (Methods) on our single-cell atlas to predict the cell-line composition of a tumour sample. Bisque was originally devised to estimate cell type proportions from bulk RNA-seq data of complex tissues. To test the effectiveness of Bisque in our settings, we first applied it to bulk RNA-seq transcriptomic data of breast cancer cell lines that are publicly available in the CCLE^24^ database and that were also present in our atlas (i.e. 29 out of 32 cell lines). We then used Bisque to predict from the bulk gene expression profile of each cell line, its composition using the single-cell transcriptional profiles in the atlas. As shown in Supplementary Fig. 13, for each of the 29 bulk gene expression profiles, Bisque correctly predicted that the largest fraction of cells composing it came from the corresponding cell line in the atlas with a range between 40% and 80%.

We then applied Bisque to 937 bulk gene expression profiles from breast cancer patients in TGCA whose BC subtypes were annotated, and then assigned to each patient the corresponding cell-line composition as shown in Fig. 2D, E. Reassuringly, patients diagnosed with a specific breast cancer subtype tend to have a tumour cell-line composition consisting of cell lines of the same subtype. We quantified this observation in Fig. 2F and observed some interesting exceptions: JIMT-1 is a HER2-overexpressing cell line with an amplified ERBB2 locus, but for no HER2^+^ patient Bisque predicted the JIMT-1 cell line as the one making up the largest fraction of the patient’s cell-line composition. Interestingly, JIMT-1 cells are resistant to anti-HER2 treatments^56^; another example is the HS578T cell line, which is reported to be triple-negative; however, the majority of patients who map to it are luminal; interestingly, this cell line has been reported to be sensitive to fulvestrant^7,8^, an anti-ESR1 drug. We finally quantified the performance of the Bisque algorithm trained on the single-cell atlas in correctly classifying the tumour subtype of the 937 TGCA patients from bulk RNA-seq. To this end, we assigned to each patient the tumour subtype of the cell line making up the largest fraction of the patient’s cell-line composition. Figure 2G reports the classification performance in terms of precision-recall curve, achieving an Area Under the Curve of 0.71. Altogether, these results show that the BC single-cell atlas can be used to automatically assign cell-line composition and cancer subtypes both from single-cell expression profiles and bulk gene expression profiles.

### Clinically relevant biomarkers exhibit heterogenous and dynamic expression in BC cell lines

Clinically relevant receptors are heterogeneously expressed across cells belonging to the same cell line, as assessed by computing the percentage of cells in a cell line expressing the receptor as in Fig. 3A. 

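The share of cells with at least 1 UMI spread widely between lines that carry the same status. ESR1 was in 5.09% (ZR751) to 87.0% (HCC1500) of cells over 11 ER-positive lines, with 78.5% in MCF7, 46.2% in KPL1, 43.7% in CAMA1 and 9.64% in BT474. PGR was in 0.106% (ZR751) to 37.6% (HCC1500) of cells over 11 lines reported PR positive or weak, with 26.0% in MCF7 and 17.9% in EFM19. EGFR was in 0.241% (DU4475) to 96.9% (MDAMB468) of cells over 15 triple-negative lines, with 88.6% in BT20 and 65.6% in HCC70. Lines of the other status reached 15.9% for ESR1 (HCC1954), 1.41% for PGR (JIMT1) and 54.8% for EGFR (MCF12A). A share depends on the UMIs sampled from a cell: thinning every cell to 2500 UMIs took the median share of the positive lines to 15.7% for ESR1 and that of triple-negative lines to 12.7% for EGFR, and asking for 2 UMIs took them to 15.7% and 14.2%.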

Consider the seven Luminal B and HER2^+^ cell lines present in the BC atlas, which by definition overexpress HER2: whereas more than 90% of cells in AU565, BT574 and HCC1954 cell lines express *ERBB2*, in the remaining four cell lines *ERBB2* expression ranged from 31% of EVSAT cells to 46% of JIMT1 cells and up to 64% of MDA-MB-361 cells. This happens despite both JIMT1 and MDA-MB-361 harbouring a copy number gain of the locus containing the *ERBB2* gene^57^. 

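ERBB2 was in 95.1% of AU565 cells (93.1 to 96.7%, 529 CPM), 94.3% of HCC1954 (93.1 to 95.4%, 362 CPM) and 86.8% of BT474 cells (85.3 to 88.2%, 304 CPM). It was in 63.9% of MDAMB361 cells (60.3 to 67.3%, 172 CPM), 46.0% of JIMT1 (41.8 to 50.1%, 48.4 CPM), 31.6% of MDAMB453 (28.9 to 34.5%, 43.5 CPM) and 31.3% of EVSAT cells (27.0 to 35.8%, 31.6 CPM). HER2-negative lines reached 30.4% (BT483), 28.2% (HDQP1) and 28.1% (T47D). With every cell thinned to 2500 UMIs the shares were 71.0% in AU565, 57.4% in HCC1954, 52.7% in BT474, 34.9% in MDAMB361, 14.1% in JIMT1, 12.2% in MDAMB453 and 7.26% in EVSAT. With at least 2 UMIs asked for they were 83.1%, 83.0%, 65.6%, 31.1%, 18.0%, 6.70% and 9.75%. In HER2-negative lines, thinned cells with and without an ERBB2 UMI numbered 43 and 342 in BT483 and 89 and 736 in T47D. Both shares lay above that of EVSAT. HDQP1, the line with the deepest cells, had 6 and 104. MDAMB361 and AU565 were of like depth, with medians of 6229 and 6019.5 UMIs per cell, so that depth does not separate these 2 lines.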

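Across the 32 lines, the share of cells with a UMI was set against the log10 of the mean UMIs per cell. ERBB2 had r = -0.110 (permutation p = 0.529) and rho = -0.124 (p = 0.497), ESR1 r = -0.0251 (0.886) and rho = 0.0555 (0.763), PGR r = 0.0352 (0.835) and rho = 0.0879 (0.630), and EGFR r = 0.218 (0.230) and rho = 0.198 (0.278). Adjusted over the 4 genes every p was 0.886 for r and 0.763 for rho. Without the lines farthest from the median depth, CAL851 and HDQP1, r was -0.178 for ERBB2, 0.0686 for ESR1, 0.145 for PGR and 0.0343 for EGFR. Within a line depth and detection moved together: the deeper part of the cells, above the line's median, had the higher ERBB2 share in 31 of 32 lines (mean difference 7.27 ± 6.01 percentage points, SD over lines), ESR1 in 26 of 27 (6.75 ± 7.07), EGFR in 29 of 31 (11.0 ± 9.97) and PGR in 18 of 21 lines (3.78 ± 6.46). Two-sided permutation tests over lines gave p = 1e-05 for ERBB2, ESR1 and EGFR, the smallest that 100000 resamples can give, and p = 0.00074 for PGR. Thinning every cell to 2500 UMIs took the shares to a median of 0.296 of their value for ERBB2, 0.295 for ESR1, 0.309 for PGR and 0.286 for EGFR.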

We first excluded the possibility that these results were artifacts of single-cell RNA-sequencing technology by showing that estimated BC receptor heterogeneity is not correlated to sequencing depth (Supplementary Fig. 14), and by a simulation approach assuming a Poisson sampling of sequencing data^58,59^ as reported in Supplementary Table 0^7^ (Methods). More specifically, we computed for each cell line, the expected proportion of zero counts across cells for each of the four clinical biomarkers in Fig. 3A. 

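The expected share of zeros was computed here for 128 pairs of a line and a gene, ESR1, PGR, ERBB2 or EGFR. Each cell was given a Poisson rate equal to its total UMIs times the share of the gene in all UMIs of the line, and the zeros of 10000 sets of such counts were drawn. A pair was counted where fewer than 0.05 of the draws had at least as many zeros as the cells. A variant counted draws with strictly more zeros. On simulated Poisson counts 0 of 56 pairs were counted, and on a simulated mixture of expressing and silent cells 66.1%. For each of the 85 pairs with at least 10 UMIs the zeros were also set against the Poisson expectation for the gene and for the 100 genes of the closest UMI total in the same line, with a normal approximation in place of draws, to learn how often genes in general exceed the Poisson draws.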

We then tested whether the actual zero proportion was higher than expected under the Poisson model, as zero inflation indicates the presence of cell heterogeneity^6^. We thus found that heterogeneity in the expression of the clinical biomarkers is significant (*p*-values < 0.05) for at least one of the four biomarkers in all the cell lines but two (ZR751 and BT549). Moreover, for the MDA-MB-361 cell lines, *ESR1*, *PGR* and *ERBB2* were all found to be significantly heterogeneously expressed (Supplementary Table 0^7^). 

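More zeros than Poisson sampling gives were found for EGFR in 11, ESR1 in 9, PGR in 5 and ERBB2 in 3 of 32 lines. MCF7 lacked an ESR1 UMI in 21.5% of cells where 10.0% were expected, and a PGR UMI in 74.0% (68.6% expected); EFM19 had 57.7% zeros of ESR1 (49.7%) and 82.1% of PGR (72.6%); BT483 had 67.5% of ESR1 (57.8%). HCC1500 had 13.0% of ESR1 (7.99%) and 62.4% of PGR (53.7%). For EGFR, BT20 had 11.4% zeros (5.98% expected) and MDAMB468 3.12% (1.52%). For ERBB2, BT474 had 13.2% (11.3%, share of draws 0.0028) and HCC1954 5.67% (4.26%, 0.0033). In all 28 of 128 pairs were counted, over 21 lines; 21 pairs stayed after adjustment over all pairs. None was counted in AU565, BT549, CAMA1, DU4475, EVSAT, HCC38, HCC70, HS578T, MDAMB453, MX1 and ZR751. Counting only draws with strictly more zeros gave 45 pairs in 29 lines; the additional 17 pairs, 11 of them PGR, have 0 UMIs in the line, where no draw can have more zeros. Other genes exceed the Poisson expectation too, by the normal approximation: of genes of like UMI total in the same line 23.7% were counted, against 28 of 85 receptor pairs (32.9%). By gene the shares of pairs were 45.0% against 23.1% of like genes for ESR1, 50.0% against 12.7% for PGR, 9.68% against 16.1% for ERBB2 and 45.8% against 38.6% for EGFR. After thinning every cell to 2500 UMIs 5 pairs were counted. Depth is already part of the Poisson rates, and thinning leaves fewer UMIs in which an excess can be seen. The lower count therefore does not tell whether the excess came from depth. From this simulation and the lack of a relation to depth the paper reasons that the spread of the receptors is not an artefact of the technique.

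**Figure D2:**
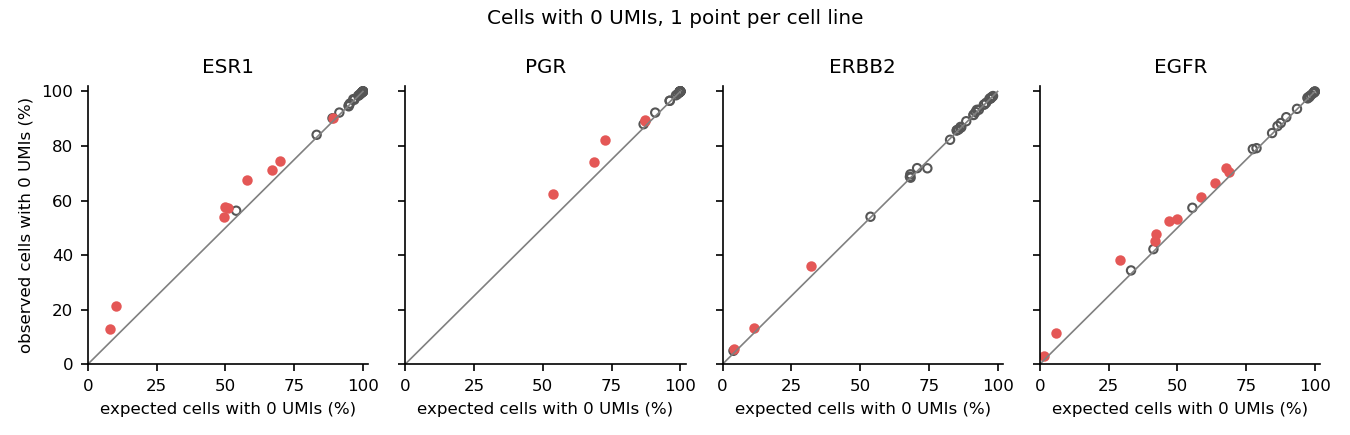
Observed share of cells without a UMI (vertical axis, percent) against the share expected from Poisson sampling (horizontal axis, percent), by gene. Each point is 1 line; red filled points are the pairs counted, open grey points the others, and the line marks equal shares. MCF7 lies farthest above the line for ESR1 (21.5% against 10.0%); ERBB2 points stay on it or close to it.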

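In MDAMB361, ESR1 lacked a UMI in 71.2% of 753 cells where 67.0% were expected, PGR in 89.4% (87.3%) and ERBB2 in 36.1% (32.0%); EGFR, in 93.6% of cells (93.5%), was not counted (share of draws 0.470). The shares of draws with at least as many zeros were 0.0071 for ESR1, 0.0454 for PGR and 0.0070 for ERBB2. Adjusted over all 128 pairs they were 0.0433, 0.208 and 0.0433, so that PGR no longer passed. Among 100 genes of like UMI total in MDAMB361 the excess of zeros stood at percentile 93 for ESR1, 100 for PGR and 71 for ERBB2. With every cell thinned to 2500 UMIs the shares of draws were 0.319, 0.464 and 0.294, and none of the 3 was counted. These values describe the cells of 1 culture.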

We also assessed HER2 protein levels by flow cytometry in three representative cell lines: AU565 (high HER2 expression), MDA-MB-361 (heterogeneous HER2 expression) and HCC38 cell lines (low HER2 expression). 

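At the RNA level ERBB2 was in 2.70% of 629 HCC38 cells (17 cells, 1.58 to 4.29%, 4.10 CPM), against the high shares of AU565 and MDAMB361. HCC38, a triple-negative line, has a median depth of 6434 UMIs per cell, like the 6019.5 of AU565 and the 6229 of MDAMB361. Free RNA in each library was not estimated. With every cell thinned to 2500 UMIs HCC38 kept 1.27%. Among MDAMB361 cells with an ERBB2 UMI, 234 of 481 had at least 2 UMIs. HER2 protein was not analysed here.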

As shown in Fig. 3B, single-cell transcriptional data agree with the cytometric analyses; however, the origin of this heterogeneity is unclear. To exclude hereditable genetic differences as a source of heterogeneity, we sorted MDA-MB-361 cells into HER2^+^ and HER2^−^ subpopulations (Methods) and checked whether these homogenous subpopulations were stable over time, or rather spontaneously gave rise to heterogeneous populations. As shown in Fig. 3C, after 18 days in culture, both subpopulations re-established the original heterogeneity, demonstrating that HER2 expression in these cells is dynamic and driven by a yet undiscovered mechanism.

**Fig. 3:**
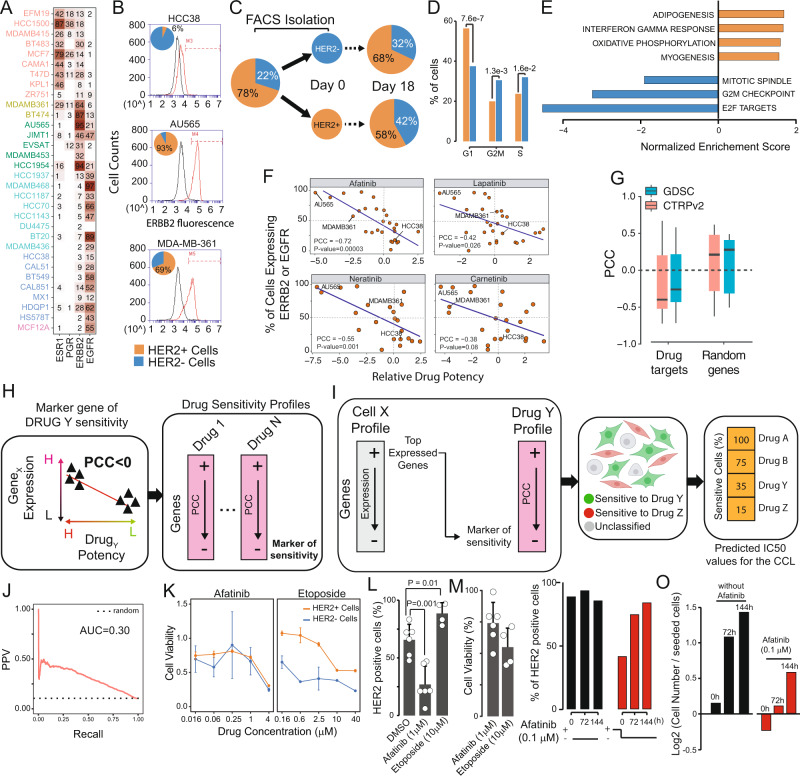
Transcriptional heterogeneity in breast cancer cell lines and its impact on drug response. **A** Percentage of cells expressing the indicated genes in each of the 32 cell lines. **B** Fluorescence cytometry of HCC38, MDA-MB-361 and AU565 cell lines stained with a fluorescent antibody against HER2. **C** Expression of HER2 protein in MDA-MB-361 cells is dynamic and re-established in less than 3 weeks. **D** Cell cycle phase for the HER2^+^ and HER2^−^ subpopulations of MDA-MB-361 cells. *p*-value refers to the Fisher’s exact test. **E** Enriched pathways (GSEA, FDR < 10%) across differentially expressed genes between the HER2^+^ (orange) and HER2^−^ (blue) MDA-MB-361 cells. **F** Gene expression versus drug potency for four anti-HER2 drugs. Each dot corresponds to a cell line with percentage of cells expressing ERBB2 or EGFR [*y*-axis] versus the experimental drug potency^8^ as Area Under the Curve (AUC) [*x*-axis]. PCC (Pearson correlation coefficient) and its *p*-value are also shown. **G** PCC values computed as in F for 66 drugs for which the cognate drug targets is known. The PCC distribution when choosing a random gene is also shown. Boxplots containing PCC distribution between a random gene and drug *n* = 1000, while *n* = 66 for boxplot containing PCC distribution between a drug and its cognate target gene. **H** Bioinformatics pipeline for the identification of drug sensitivity biomarkers for 450 drugs. **I** The top 250 most expressed genes in a single cell are used as input for a GSEA against the ranked list of genes correlated with drug potency for each one of the 450 drugs to predict its drug sensitivity. **J** Performance of DREEP in predicting drug sensitivity of 32 cell lines in the atlas to 450 drugs in terms of PPV (Positive Predicted Value) versus Recall. **K** Dose-response curve in terms of cell viability following treatment with either afatinib or etoposide at the indicated concentrations on sorted MDA-MB-361 cells (triplicate experiment). **L** Percentage of HER2^+^ cells in MDA-MB-361 after 72 h treatment with either afatinib or etoposide. (two-sided *t*-test), and **M** cell viability. **N** Percentage of HER2^+^ cells in MDA-MB-361 cell line at the indicated time-points either following 48 h of afatinib pre-treatment (red bars) or without any afatinib pre-treatment (black bars) and **O** the relative number of cells rescaled for the number of cells at the beginning of the experiment. Source data are provided in a Source data file. For **K**, **L** *n* = 3.

Interestingly, HER2^+^ circulating tumour cells (CTCs) isolated from an ER^+^/HER2^−^ breast cancer patient were previously shown to spontaneously interconvert from HER2^−^ and HER2^+^, with cells harbouring a phenotype producing daughters of the opposite one^60^. To check if the cell cycle phase could explain the observed heterogeneity in the MDA-MB-361 cell line, we computationally predicted (Methods) the cell cycle phase of each cell in both the HER2^−^ and HER2^+^ subpopulations from single-cell transcriptomics data^61^. 

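Phases were called here for each line by itself with the CellCycleScoring function of Seurat and its lists of S and G2M genes, on log-normalized counts. In MDAMB361, 481 cells with an ERBB2 UMI (median 6394 UMIs per cell) were set against 272 without one (median 6013). Because a deeper cell is more often positive, the calls were repeated with every cell thinned to 2500 UMIs, and for 200 other genes detected in a like share of cells (61.0 to 66.9%). ERBB2 is in neither list of phase genes. Phase calls also read free RNA, which stays open here, and no cycling is read from phase calls alone.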

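Of MDAMB361 cells without an ERBB2 UMI 34.2% were called G1 (28.6 to 40.2%), 36.8% S (31.0 to 42.8%) and 29.0% G2M (23.7 to 34.8%), against 53.4% G1 (48.9 to 58.0%), 26.4% S (22.5 to 30.6%) and 20.2% G2M (16.7 to 24.0%) of cells with one. Seen from the other side, ERBB2 had 227 CPM (209 to 247) in the 350 cells called G1, 127 CPM (110 to 146) in the 227 called S and 125 CPM (106 to 146) in the 176 called G2M. The G1 difference was 19.2 percentage points (11.9 to 26.2), and the S and G2M differences -10.4 and -8.88. After thinning to equal depth (263 cells with a UMI and 490 without) 59.3% and 40.4% were called G1, a difference of 18.9, and with at least 2 UMIs asked for the G1 share of positive cells was 65.4%. The same grouping by 200 other genes gave a median difference of -0.656 (5th and 95th percentiles -22.7 and 11.9), and 2 of these genes had one as large as that of ERBB2 in the same direction. Differences as large in the other direction were more frequent, down to -62.6 for UBE2T. Over the 8 lines with at least 50 cells in both groups after thinning the mean G1 difference by ERBB2 was 8.16 (SD 6.42, exact sign-flip test over lines, two-sided, p = 0.0234), above 0 in 7: AU565 10.3, BT474 9.06, EFM19 8.87, HCC1954 7.99, JIMT1 0.533, MDAMB361 18.9 and MDAMB453 11.4, with T47D at -1.76. Without MDAMB361 it was 6.63 (exact p = 0.0469). MDAMB361 itself is 1 culture, and its own difference has no replicate.

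**Figure D3:**
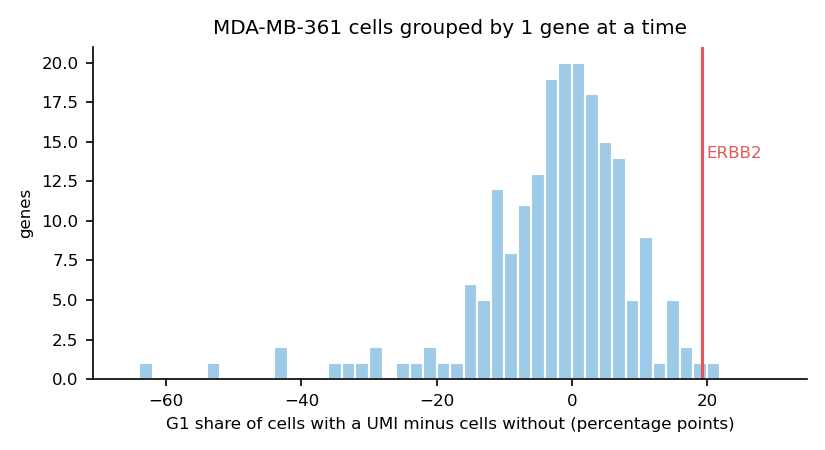
Number of control genes (vertical axis) by the share of MDAMB361 cells called G1 among cells with a UMI of the gene minus that among cells without one (horizontal axis, percentage points, in 2-point bins), for 200 genes detected in 61.0 to 66.9% of cells. The red line is ERBB2 at 19.2; 2 genes lie as far to the right, and the median gene is at -0.656.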

As shown in Fig. 3D, a higher proportion of HER2^−^ cells was predicted to be in the S and G2/M phases when compared to HER2 + cells, with a concomitant lower proportion in the G1 phase. This result is consistent with previous observations that report cell cycle arrest in the G2/M phase following HER2 inhibition^62^.

We next set to identify biological processes differing between the two subpopulations by computing differentially expressed genes (DEGs) from the single-cell transcriptional profiles of HER2^+^ cells against HER2^−^ cells (Supplementary Data 0^1^). 

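Genes of cell division had lower levels in MDAMB361 cells with an ERBB2 UMI. PRC1, which bundles the spindle midzone, had a log2 ratio of CPM of -1.14 (95% interval -1.53 to -0.76), positive over negative cells, DIAPH3, a formin of cell division, -1.10, NDC80, which ties chromosomes to the spindle, -0.90, and TOP2A, which untangles replicated DNA, -0.86 (-1.03 to -0.70). The others of the 10 lowest were AURKB -0.83, ANLN -0.82, CENPK -0.80, CEP55 -0.80, RAD51AP1 -0.76 and NCAPG -0.75; HELLS, PCLAF, ZWINT, TMPO and HMGB2, among the first 10 genes of Supplementary Data 1, had -0.74, -0.61, -0.56, -0.57 and -0.57, and the proliferation marker MKI67 -0.53 (-0.70 to -0.37). The 10 highest were the histone gene H2AC6 1.09 (0.59 to 1.63), RASD1 1.03, the steroid enzyme HSD17B2 0.81 (0.55 to 1.08), H2BC8 0.69, SLC12A2-DT 0.67, SPOPL 0.66, STT3B 0.66, ANKZF1 0.65, ATG4B 0.64 and TACC2 0.64. The keratins KRT7 and KRT19 had 0.37 (0.31 to 0.44) and 0.33, the membrane proteins CYB561 and SYNGR2 0.30 and 0.25, and CLCA2 0.55; ESR1 had 0.01 (-0.34 to 0.37) and PGR -0.42 (-1.01 to 0.18), whose intervals take in 0. The groups held 3562569 and 1759141 UMIs; named are genes with at least 200 UMIs, chosen by their ratios after these were seen, and the first 10 genes after ERBB2 in the copy of Supplementary Data 1 held here, which is not complete and was used for no enrichment. After thinning to 2500 UMIs the 10 lowest had -0.41 (CEP55) to -1.64 (DIAPH3), with PRC1 at -0.93, and the 10 highest 0.05 (STT3B) to 0.61 (SPOPL): H2AC6 had 0.56 and HSD17B2 0.40, but RASD1 0.35, ANKZF1 0.10 and H2BC8 0.08, and CLCA2 0.20. The ratios compare cells of 1 culture and carry no p-value. Their intervals take each UMI as independent and leave out the spread between cells, so that they are likely too narrow. The 10 highest and 10 lowest are the ends of 4264 genes with at least 200 UMIs. The intervals are not adjusted for this choice, and counting error alone may put genes at such an end, above all among the 10 highest.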

Gene Set Enrichment Analyses (GSEA)^63^ against the ranked list of DEGs, reported in Fig. 3E, revealed just seven significantly enriched pathways (FDR < 10%): four of which were upregulated in HER2^+^ cells, but downregulated in HER2^−^ cells, and included adipogenesis, myogenesis and OXPHOS, all indicative of epithelial-to-mesenchymal transition (EMT) engagement, which has been previously observed in HER2^+^ cells^64–66^; the remaining three pathways were upregulated in HER2^−^ cells and related to cell cycle and specifically to G2/M phase, in agreement with our previous analysis, suggesting that cell cycle may play a role in HER2 expression in this cell line.

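Of 42 S phase genes 41 had a lower level in MDAMB361 cells with an ERBB2 UMI (median log2 ratio -0.36), and of 54 G2M genes 53 (-0.45). Of 10000 random lists of the same size and expression, none had a median as low. These are the same S and G2M lists that gave the phase calls. Their lower levels thus largely restate the difference in phase calls and are no separate evidence. Of 20 adipogenesis genes 14 were higher (median 0.09, percentile 97.56 of random lists), of 73 oxidative phosphorylation genes 50 (0.03, percentile 87.33), and of 6 myogenesis genes 3 (0.02, percentile 57.15). Also above the central 95% of random lists were luminal epithelial (median 0.15, percentile 99.51), cholesterol synthesis (0.15, 99.25) and cluster biomarkers (0.25, 98.15), and below it ribosomal proteins (-0.01, 0.91). In all 4 of 21 lists lay above and 3 below. After thinning every cell to 2500 UMIs S phase (-0.46) and G2M (-0.32) stayed below all random lists and ribosomal proteins (-0.02, percentile 0.73) stayed low, while none of the 4 higher lists stayed above: adipogenesis had -0.03 (percentile 35.59), cholesterol synthesis percentile 56.67, luminal epithelial 91.44 and cluster biomarkers 95.72, with oxidative phosphorylation at 72.25 and myogenesis at 86.90; apocrine and androgen response (98.81) and tight junction and epithelial splicing (99.40) were above only then. Thinning also changes the groups, from 481 and 272 to 263 and 490 cells with and without an ERBB2 UMI, and leaves fewer UMIs. A call lost after thinning thus does not tell an effect of depth from a weaker contrast. On simulated lists of 30 genes the method called 4% with no change and 91.5% at a log2 ratio of 0.2. From its own enrichment test on the ranked genes the paper reads adipogenesis, myogenesis and OXPHOS as signs of EMT in HER2-positive cells, and proposes that the cell cycle may play a role in HER2 expression in this line.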

These results show that heterogeneity in the expression of clinically relevant biomarkers is present even in cancer cell lines and that it can also be dynamic and of a non-genetic nature.

### Heterogeneity in gene expression affects drug response

To investigate the role of heterogeneity in gene expression on drug response, we collected large-scale in vitro drug screening data^7,8^ reporting the effect of 450 drugs on 658 cancer cell lines from solid tumours. As shown in Fig. 3F, Supplementary Fig. 15 and Supplementary Table 0^8^, the sensitivity of the BC cell lines to HER2 inhibitors was significantly correlated with the percentage of cells in the cell line expressing *ERBB2*. This result holds true even when using bulk gene expression of the cell lines (available in the CTRPv2 dataset from the Cancer Cell Line Encyclopaedia—CCLE^24^), in place of the percentage of cells (Supplementary Fig. 16). Interestingly, at the single-cell level receptor expression is substantially the same across cells expressing it, irrespective of the cell line they belong to (Supplementary Fig. 17), except for cell lines harbouring CNVs of the *ERBB2* locus. Furthermore, by analyzing all the drugs in the CCLE^24^ database for which the cognate target is known, we found that the correlation between drug target expression and drug sensitivity holds true also for 66 drugs out of 302 targeted drugs across CTRPv2 and GDSC datasets (Fig. 3G and Supplementary Data 0^2^). These results suggest that variability in gene expression within cells of the same tumour caused by cellular heterogeneity may cause some cells to respond poorly to the drug treatment.

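Among cells with a UMI of the gene, ERBB2 levels ranged from 36.9 CPM in HDQP1 to 569 CPM in AU565 over 30 lines with at least 20 such cells, a 15.4-fold range, while over all their cells the levels ranged 306-fold. The low end is that of the line with the deepest cells (median 25673.5 UMIs), where 1 UMI is the fewest CPM. Without HDQP1 the range was 7.95-fold, from 71.6 CPM in BT549. The high end, AU565, is a HER2-positive line. The paper excepts lines with copy number changes of the ERBB2 locus from its statement of like levels. Copy number was not analysed here and the range was not taken without such lines. It is therefore no evidence against that statement. ESR1 ranged from 87.6 CPM (JIMT1) to 399 CPM (HCC1500) over 17 lines (4.56-fold, 200-fold over all cells), PGR from 85.5 CPM (EVSAT) to 206 CPM (EFM19) over 9 lines (2.41-fold, 13.6-fold) and EGFR from 81.4 CPM (HDQP1) to 620 CPM (MDAMB468) over 23 lines (7.61-fold, 196-fold; 6.25-fold without HDQP1). In UMIs the mean per expressing cell was highest at 4.88 for ERBB2 (HCC1954), 4.28 for ESR1 (HCC1500), 1.89 for PGR (HCC1500) and 5.46 for EGFR (MDAMB468), with medians over lines of 1.14, 1.43, 1.29 and 1.46. A cell counts here only with at least 1 UMI, which holds the level near that of 1 UMI where a gene is rare: the median share of expressing cells with exactly 1 UMI was 88.1% for ERBB2, 71.4% for ESR1, 75.5% for PGR and 68.3% for EGFR. After thinning to 2500 UMIs the highest over the lowest line was 1.89 for ERBB2, 1.70 for ESR1, 1.26 for PGR and 2.08 for EGFR in UMIs per expressing cell.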

Starting from these observations, we developed DREEP (DRug Estimation from single-cell Expression Profiles), a bioinformatics tool that, starting from single-cell transcriptional profiles, allows to predict drug response at the single-cell level. To this end, we first detected expression-based biomarkers of drug sensitivity for 450 drugs^8^, as schematized in Fig. 3H, I (Methods). Briefly, we crossed data from the CTRPv2 dataset from the CCLE^24^ on the response to 450 drugs across 658 cancer cell lines from solid tumours with the cell line gene expression profiles from bulk RNA-seq. In the CCLE, drug potency is evaluated as the inverse of the Area Under the Curve (AUC) of the dose-response graph, with low values of the AUC indicating drug sensitivity, while high values implying drug resistance (Fig. 3H). For each gene and for each drug, we computed the correlation between the expression of the gene across the 658 cell lines with the drug potency in the same cell lines. Hence, genes positively correlated with the AUC are potential markers of resistance, vice-versa, negatively correlated genes are markers of sensitivity (Fig. 3H). In this way, we generated a ranked list of expression-based biomarkers of drug sensitivity and resistance for each of the 450 drugs. We then used these biomarkers to predict drug sensitivity at the single-cell level for the 32 cell lines in the atlas, as depicted in Fig. 3I. To this end, for each cell in the atlas, we compared the 250 genes most expressed by the cell to the ranked list of biomarkers for each one of 450 drugs by means of Gene Set Enrichment Analysis (GSEA)^63^, resulting in 450 Enrichment Scores (ES) with corresponding *p*-values. Finally, the cell was deemed to be sensitive to the drug associated with the most negative ES. If no significant and negative ES score was found then the cell was annotated as unclassified. To convert predictions from the single-cell level to the cell-line level, we chose the drug that was predicted to work in the largest fraction of cells in the cell line. We tested DREEP’s performance in predicting the drug sensitivity of the 32 cell lines in the atlas starting from their single-cell transcriptomics data. We chose two independent “golden standards”, one derived from the experimental drug potency data of 450 drugs across 658 cancer cell lines in the CTRPv2 dataset, and the other derived from Genomics of Drug Sensitivity in Cancer (GDSC) study^9^, which includes drug potency data measured as Inhibitory Concentration at 50% (IC50) for about 250 small molecules (of which only 86 in common with the CTRPv2 dataset). The overall performance across the 32 cell lines in the atlas is reported for the CTRPv2 golden standard in Fig. 3J and for each of the 450 drugs separately in Supplementary Data 0^3^, while Supplementary Fig. 18 reports the performance for the GDSC golden standard. In all cases DREEP performance was better than random.

To experimentally validate DREEP, we turned to the MDA-MB-361 cell line for which we found the coexistence of two distinct and dynamic cell subpopulations (HER2^+^ and HER2^−^). We applied DREEP to each subpopulation to identify drugs able to selectively inhibit the growth of either the HER2^−^ subpopulation or the HER2^+^ subpopulation: 42 drugs (FDR < 1%, Supplementary Table 0^4^) were predicted to preferentially inhibit the growth of HER2^−^ cells; the most overrepresented class among these drugs was that of inhibitors of DNA topoisomerases (TOP1/TOP2A) (Supplementary Figs. 19, 20) such as Etoposide. Surprisingly, no drug was found to specifically inhibit the growth of HER^+^ cells, whereas 44 drugs (FDR < 1%) were predicted to be equally effective on both subpopulations and unexpectedly included HER2 inhibitors, such as afatinib (Supplementary Data 0^4^).

We selected etoposide and afatinib for further experimental validation. MDA-MB-361 cells were first sorted by FACS into HER2^+^ and HER2^−^ subpopulations and then cell viability was measured following 72 h drug treatment at five different concentrations, as shown in Fig. 3K and Supplementary Table 0^9^. In agreement with DREEP predictions, HER2^−^ cells were much more sensitive to etoposide than HER2^+^ cells, while afatinib was equally effective on both subpopulations. This counterintuitive result was similar to that observed by Jordan et al^60^ using circulating tumour cells from a BC patient sorted into HER2^−^ and HER2 + subpopulations, which were found to be equally sensitive to Lapatinib (another HER2 inhibitor), but no mechanism of action was put forward.

We hypothesize that the dynamic interconversion of MDA-MB-361 cells between the HER2^−^ and the HER2^+^ state may explain this surprising result: when the starting population consists of HER2^−^ cells only, some of these cells will nevertheless interconvert to HER2^+^ cells during afatinib treatment, and they will thus become sensitive to HER2 inhibition, explaining the observed results. We mathematically formalized this hypothesis with a simple mathematical model (Supplementary Figs. 21-23 and in the Supplementary Note 0^1^) where two species (HER2^+^ and HER2^−^ cells) can replicate and interconvert, but only one (HER2^+^) is affected by afatinib treatment. The model shows that if the interconversion time between the two cell states is comparable to that of the cell cycle, then afatinib treatment will have the same effect on both subpopulations. If instead the interconversion time is much longer than the cell cycle, then afatinib will have little effect on HER2^−^ sorted cells, but maximal effects on HER2^+^ sorted cells, and vice-versa, if the interconversion time is much shorter than the cell cycle, then afatinib’s effect would be minimal on both HER2^−^ and HER2^+^ sorted cells.

Comparison of the modelling results with the experimental results thus suggests that the interconversion rate should be of the same order of the cell cycle (about 72 h for MDAM361 cells). The model further predicts that treating the unsorted population of MDA-MB-361 cells with afatinib reduces the percentage of HER2^+^ cells, since only HER2^+^ will be affected, but that this percentage quickly recovers once Afatinib treatment is interrupted (Supplementary Figs. 22 and 23 and Supplementary Note 0^1^).

To test modelling predictions, we treated the MDAM361 cell line (without sorting) with afatinib and etoposide and then assessed by cytofluorimetry the percentage of HER2+ and HER2^−^ cells before and after the treatment. As shown in Fig. 3L, M, and Supplementary Table 10 and Supplementary Table 11, etoposide increased the percentage of HER2^+^ cells, in agreement with the increased sensitivity of HER2^−^ cells to this treatment, whereas afatinib strongly decreased the percentage of HER2^+^ cells, confirming that its effect is specific for HER2^+^ cells only. We next measured the percentage of HER2^+^ cells following removal of Afatinib from the medium; as shown in Fig. 3N, O the percentage of HER2 + cells quickly increased confirming the modelling results. We next investigated the effect of Afatinib and Etoposide in combination in MDA-MB-361 cells. Specifically, we tested 20 different combinations in triplicate experiments and measured cell viability in response to the treatments, as summarized in Supplementary Fig. 24A and Supplementary Data 0^5^. We then used this dataset to estimate whether these two drugs had an additive, synergistic or antagonistic effect (Supplementary Fig. 24B). Overall, the average synergy score across all the combinations, measured using the Excess over Bliss model^67^, is compatible with an additive effect (synergy score of −12.0 with a confidence interval of ±4.07 thus falling in the interval from −10 to +10 considered as additive^68^); however, for low concentrations of afatinib and high concentrations of etoposide, we did observe an unexpected tendency for the drugs to be antagonistic (indicated as yellow/red squares in Supplementary Fig. 22B). This inhibitory effect may be partly explained by the fact that anti-HER2 treatment in HER2^+^ cancer cells has been shown to downregulate the expression of *TOP2A* as well as of other genes involved in the G2-M cell cycle phase^69^. This may cause desensitization to Etoposide treatment, as it acts primarily on *TOP2A* during the S and G2 phases of the cell cycle^70^.

Altogether our results show that DREEP can predict drug sensitivity from single-cell transcriptional profiles and that dynamic heterogeneity in gene expression does play a significant role in how the cell population will respond to the drug treatment.

## Discussion

In this study we provide a transcriptional characterization at single-cell level of a panel of 32 breast cell lines. We show that single-cell transcriptomics can be used to capture the expression of clinically relevant markers. Our approach could be very useful for automatically identifying gene signatures for less studied tumours for which no signature is currently available, and no clear clinical subtypes have been identified. We also show that breast cancer cell lines express clinically relevant BC receptors heterogeneously among cells within the same cell line. Moreover, we observed dynamic plasticity in the regulation of HER2 expression in the MDA-MB-361 cell line with striking consequences on drug response. This phenomenon has been recently observed also in circulating tumour cells of a BC patient^60^ and in other cell lines^17,71^.

We determined the cell line composition of patients’ biopsies both from both single-cell and bulk gene expression profiles. Estimation of cancer cell-line composition provides an alternative and more information-rich framework to link bulk gene expression measurement of patient’s biopsies to preclinical cancer models. Knowledge of drugs to which cancer cell lines are sensitive may also inform drug treatment for patients for which bulk gene expression profiles have been measured. However, further work is needed to assess the clinical relevance of these findings.

Single-cell transcriptomics is still not clinically ready because of the costs and time required. This work, however, shows the importance of performing single-cell sequencing on the available cancer models, including cell lines and organoids, to build a set of cell cancer states with a known phenotype and drug response to which patients’ tumour can be mapped to make a leap in personalized diagnosis, prognosis and treatment of cancer patients.

## Methods

### Cell culture

The 32 cell lines used in this study were obtained from commercial providers and cultured in ATCC recommended complete media at 37 °C and 5% CO_2_. Cell-line identity was assessed through STR profiling by means of the AmpFISTR Identifier Plus PCR Amplification kit (Applied Biosystems) with purified genomic DNA (1 ng) following the manufacturer protocol. KPL-1 cell line used in this study is indeed the same as the MCF7 cell line as previously reported (https://iclac.org/databases/cross-contaminations/).

### DROP-seq platform set-up

Single-cell transcriptomic of the 32 cell lines was performed by implementing in-house the DROP-seq technology^20^. The microfluidics device for the generation of the droplet was fabricated using a bio-compatible, silicon-based polymer, polydimethylsiloxane (PDMS) that was rendered hydrophobic with Aquapel**®** treatment as per protocol^20^. In each sequencing experiment, cell suspension, bead suspension and carrier oil (QX200 droplet generation oil, Bio-Rad) were first loaded in syringes and then placed in syringe pumps (Leafluid). Flow rates of syringe pumps were set at 4,000 μL/h for both cell and barcoded bead suspensions while carrier oil syringe pump was set at 15,000 μL/h. In each sequencing experiment, cells and barcoded beads were, respectively, diluted at the concentration of 200 cell/μL in PBS with BSA 0.01% (Merck) and 120 bead/μL in lysis buffer. A self-built magnetic stirrer system was used to keep in suspension barcoded beads. To count the occurrence of a single cell together with a barcoded bead several tests were performed without lyses buffer in the bead suspension. In these tests, we observed about 5% of generated droplets filled with just one bead and one cell.

### Single-cell RNA library preparation and sequencing

For each sequencing experiment, the targeted number of cells to sequence was set to 2000. Droplets were collected in a 50 mL falcon and broke by adding 1 mL of Perfluoro-1-octanol. Captured RNA was reverse transcribed in a single reaction following the original protocol^20^ and then digested with exonuclease 1 to degrade unbound primers. Next, cDNA was first amplified with a total of 12 PCR cycles and then purified using AMPure XP beads at 0.6× ratio. Finally, the quality of the resulting cDNA library was quantified with the BioAnalyzer High Sensitivity DNA Chip and its concentration measured using the Qubit Fluorometer. The Illumina Nextera XT v2 kit was used to produce the next-generation sequencing (NGS) libraries using four aliquots of 600 pg of each cDNA library. Quality and concentration of NGS libraries were respectively quantified on the BioAnalyzer High Sensitivity DNA Chip and Qubit Fluorometer. Finally, either Illumina NextSeq 500/550 or NovaSeq 6000 machines were used to sequence the produced NGS libraries (Supplementary Table 0^1^). Samples processed with NextSeq500/550 NGS library were diluted at the final concentration of 3 nM and sequenced using the 75-cycle high output flow cell while samples processed with NovaSeq 6000 machine were diluted at the final concentration of 250 pM and sequenced using the S1 100 cycles flow cell.

### Read alignment and gene expression quantification

Raw data processing was performed using the Drop-seq tools package version 1.13 and following the Drop­seq Core Computational Protocol (http://mccarrolllab.org/dropseq). Briefly, raw sequence data were filtered to remove all read pairs with at least one base in their cell barcode or UMI with a quality score less than 10. Then read 2 was trimmed at the 5’ end to remove any TSO adapter sequence, and at the 3’ end to remove polyA tails. Reads were then aligned using STAR^72^ on hg38 human genome (primary assembly, version 28) downloaded from GENCODE^73^. After reads alignment, UMI tool^74^ was used to perform UMI deduplication and quantify the number of gene transcripts in each cell. The initial number of sequenced cells was identified using a simple (knee-like) filtering rule as implemented by CellRanger 2.2.x. After this, only high depth cells with at least 2500 UMI, more than 1000 captured genes and with less than 50% of reads aligned on mitochondrial gene were retained. Putative multiples among the sequenced cells of each BC cell line were simply discarded identifying outliers in the count depth distribution by using Tukey’s method based on lower and upper quartiles with k equal to 3. To check for the possibility of batch effects in the sequencing data, the counts of each gene in every single cell were summed overall the cells in the same cell line to obtain one pseudo-bulk sample per cell line, for a total of 32 pseudo-bulk samples. These samples were then normalized with *EdgeR* normalization^75^ and a Principal Component Analysis (PCA) plot was performed and reported in Supplementary Fig. 1B. Visual inspection of the PCA plot confirmed the absence of major batch effects in the data.

### BC atlas construction

Single-cells expression profiles were normalized using GF-ICF (Gene Frequency—Inverse Cell Frequency) normalization using the *gficf* package^76,77^ for R statistical environment (https://github.com/dibbelab/gficf). GF-ICF is based on a data transformation model called the term frequency-inverse document frequency (TF-IDF) that has been extensively used in the field of text mining. GF-ICF transformation was applied on CPM (count per million) after *EdgeR* normalization^75^ and discarding genes expressed in less than 5% of the total number of sequenced cells. Finally, each cell was summarized with its first 10 Principal Components (PCs) and projected with UMAP^78^ into a two-dimensional embedded space. The number of principal components was chosen as the “elbow” point on the plot of the first 50 PCs. UMAP projection was performed by using the *uwot* package in the R statistical environment 3.6.

### Quantification of basal-like transcriptional profiles of triple-negative BC cell lines

Genes known to be specifically expressed in basal epithelial cells were retrieved from the literature^21,79–84^ and used to perform Gene Set Enrichment Analysis (GSEA) against the pseudo-bulk profiles of the 15 triple-negative BC cell lines in the atlas. Pseudo-bulk profiles for each cell line were obtained by summing the counts of each gene in every single cell overall the cells in the same cell line. The Enrichment Score from GSEA and its associated *p*-value are then used to assess the extent to which each cell line expresses basal-like biomarkers. The results of this analysis are reported in Supplementary Table 0^3^ and show that 11 out 15 triple-negative cell lines significantly (*p* < 0.05) express the basal biomarkers.

### Cell clustering and identification of marker genes

Transcriptionally similar subpopulations of cells were found using a Phenograph like approach^85^ as implemented in the *clustcells* function of *gficf* package^76^. Briefly, we initially built a graph of cells by using the K-Nearest Neighbours (KNN) algorithm applied to the PC-reduced space where each cell was connected to its 50 most similar cells using the manhattan distance. Then, to build the final graph of cells, the edge weight between any two cells was computed as the Jaccard similarity, i.e. the proportion of neighbours they share. The Louvain algorithm with a resolution parameter equal to 0.25 was used to find communities of cells in this graph. Differentially expressed genes in each cluster were identified by the *findClusterMarkers* function of *gficf* package, which compares the expression of a gene in each cluster versus all the other by using the Wilcoxon rank-sum test^76^.

### TGCA bulk expression dataset and cell-line deconvolution

Raw bulk expression data and relative patient clinical information were collected from the Genomic Data Commons (GDC) portal^86^ by using the *TCGAbiolinks* package^87^. Then, raw counts were normalized using the *EdgeR* package^75^ into R statistical environment 3.6. Bisque tool^55^ (available at https://github.com/cozygene/bisque) was used to estimate the cell-line composition from the patient’s bulk gene expression profile. Specifically, we applied the *ReferenceBasedDecomposition* function with parameters: *bulk.eset* set to the bulk gene expression dataset in log2 scale; *sc.eset* set to our single-cell BC atlas with normalized raw counts rescaled in log2; *use.overlap* set to FALSE and *markers* set to the marker genes across the 32 BC cell lines estimated by using the function *findClusterMarkers* of *gficf* package. As in the original manuscript describing the Bisque tool^55^, only marker genes with an FDR < 0.5 and Log2 fold change greaten then 0.25 were used for deconvolution purpose.

### Spatial sequencing data

Spatial transcriptomic data of two BC patients were download from 10× Genomic website (https://www.10xgenomics.com/resources/datasets). Only tiles reported to be “in tissue” according to the related metadata of each patient slide were used.

### Single-cell data of TNBC patients

Pre-treatment single-cell data of the five TNBC patients^50^ described in Fig. 02A, B were downloaded from GEO repository (accession number GSE148673). Then genes expressed in less than 5% of total cells across the five patients were filtered out. Finally, the raw UMI count matrix was normalized with edgeR package in R environment.

### Mapping new cells into the BC atlas and estimation of the cancer subtype

New points were mapped to the UMAP space via *embedNewCells* function of *gficf* package^76^ as depicted in Supplementary Fig. 0^7^. Briefly, scRNA-seq profiles (or tiles from 10× spatial transcriptomics dataset) were normalized with *gficf* package using the ICF weight estimated on the BC atlas. Then scRNA-seq profiles were projected to the existing PC space using gene loadings from the BC atlas, via the *umap_transform* function of *uwot* package, which uses the UMAP estimated model to map the new cells into the existing UMAP space. Finally, the cancer subtype of each mapped cell was predicted with the function *classify.cells* of the package *gficf* with the k-nearest-neighbour parameter set to 100. The number of k-nearest-neighbours to use was chosen by computing the average classification of the method accuracy as a function of the number of neighbourhoods used using the cells of our breast cancer atlas. Specifically, 75% of cells in each cell line were collected and used as the training set (i.e. 26,455 cells) while the remaining 25% was used as test set (i.e. 8821 cells). Then, the 26,455 cells of the training set were used to reconstruct the breast cancer atlas from scratch. While the 8821 cells of the test set were mapped into the atlas as “new cells” with our mapping algorithm. Finally, the cell line type of each cell in the test set was predicted by using k-nearest-neighbours ranging from 1 to 300 (Supplementary Fig. 09B). Visual inspection of the plot shows the best performance of the method is obtained around k equal to 100.

### Estimation of heterogeneity in biomarker expression

When determining whether a gene is truly heterogeneously expressed in single-cell RNA-seq data it is necessary to account for the probability of detection given the Poisson sampling of sequencing data^58^. To this end, for each cell line, we first calculated the expected proportion of zeros across cells for each of the four clinical biomarkers assuming a Poisson distribution of counts, by considering the heterogeneity in sequencing depth, according to this equation:

1 $${P}_{x,i}^{0}={{{{{{\mathrm{Poisson}}}}}}}\left(0,{\lambda }_{i}\right)$$

where: $${P}_{x,i}^{0}$$ is the probability for gene $$x$$ of not being detected in cell $$i$$, i.e. to have a zero UMI count; $${\lambda }_{i}$$is the expected number of counts for gene $$x$$ in cell $$i$$. To compute $${\lambda }_{i}$$ in each cell we used the following equation:

2 $${\lambda }_{i}=\left\langle {{UMI}}_{x}\right\rangle \cdot {{UMI}}^{i}/\left\langle {UMI}\right\rangle$$

where $$\left\langle {{UMI}}_{x}\right\rangle$$ the average UMI count of gene $$x$$ across the single cells, $${{UMI}}^{i}$$ is the total UMI counts in cell $$i$$ and $$\left\langle {UMI}\right\rangle$$ is the average number of total UMI across cells. Using this model, we tested whether the measured zero proportion was higher than the expected rate under the Poisson model, as zero inflation indicates the presence of cell heterogeneity^59^. For each cell line, we computed an empirical p-value for each of the four biomarkers, by randomly sampling from N (number of cells in the cell line) Poisson distributions using the estimated $${\lambda }_{i}$$. We thus obtained a “simulated” vector of counts, from which we computed the proportion of zero counts. This process was repeated 10,000 times to obtain an empirical distribution of the proportion of zero counts, which we then used to compute the empirical p-value. The results are reported in Supplementary Table 0^4^.

### Correlation between drug targets expression and drug potency

By using CTRPv2 and GDSC dataset we built a list of 302 drugs for which the target genes are known. Then, for each drug we correlated its reported potency with the percentage of cells expressing its target genes across our 32 cell lines (Supplementary Data 0^2^). A gene was considered expressed if and only if at least one UMI was detected. In Fig. 3G only significant correlation values (*P* < 0.05) are plotted.

### Description and validation of the DREEP method for single-cell drug sensitivity prediction

The naïve gene expression profiles (RNA-seq) of about 1000 cancer cell lines and the drug potency of each drug in each cell line, quantified by the Area Under the Curve (AUC) of the dose-response curve, are part of the CTRPv2 dataset publicly available from the Cancer Cell Line Encyclopaedia (CCLE) portal^24^. One hundred sixty-six cell lines belonging to liquid tumours were discarded and only 658 cell lines belonging to solid tumours were retained and used for further analysis. The raw counts of each gene were normalized with edgeR package^75^ and transformed in log10(CPM + 1). Poorly expressed genes and genes whose entropy was in the fifth percentile were excluded from the analysis. Expression profiles of the 658 CCLs were then crossed with drug sensitivity data^8^. This dataset was originally composed of 481 small molecules, but, after removing drugs for which the in vitro response was available for less than 25 CCLs, only 450 small molecules were retained for further analysis. As schematized in Fig. 3H, for each gene and for each of the 450 drugs, we computed the Pearson correlation coefficient (PCC) between the expression of the gene across the 658 cell lines and the effect of the drug expressed in terms of AUC. Since the AUC reflects the in vitro response of a cell line to different concertation of a drug in a timeframe of 72 h, lower values of AUC are associated with sensitivity whereas higher values with resistance to the drug. Hence, genes positively correlated with the AUC are potential markers of resistance (the more expressed the gene, the higher the concentration needed to inhibit growth), vice-versa, negatively correlated genes are markers of sensitivity. We this approach, we generated a ranked list of expression-based biomarkers of drug sensitivity and resistance for each of the 450 drugs where genes positively correlated with the AUC are at the top, and those negatively correlated at the bottom. Finally, to predict drug sensitivity at the single-cell level, we used the top 250 expressed genes of each cell as input of Gene Set Enrichment Analysis (GSEA)^63^ against the ranked list of biomarkers for each one of 450 drugs built as described above (Fig. 3I). Hence, while a negative enrichment score implies that genes associated with drug sensitivity are highly expressed by the cell, a positive one indicates the cell express genes conferring drug resistance. GSEA and associated *p*-values were estimating using the *fgsea* package in the R statistical environment version 3.6. To assess the precision and sensitivity of DREEP in predicting drug response from single-cell transcriptional profiles, we evaluated its performance on two publicly available drug screening dataset: one derived from the CTRPv2 dataset^24^ and the other derived from Genomics of Drug Sensitivity in Cancer (GDSC) study by the Sanger Institute^9^, which includes drug potency data measured as IC50 for about 250 small molecules (of which only 86 in common with the CTRPv2 dataset). To build the “CTRPv2 golden standard” for 450 drugs, we first computed the z-score percentiles from the AUC of each drug across all the 824 cancer cell lines. We then defined a cell line sensitive to the drug if and only if its Z-score was in the 5% percentile. The “CTRPv2 golden standard” for the 32 cell lines in the atlas was built by assigning to each of 32 × 450 (=14,400) cell line/drug pair the value 1 if the cell line was sensitive to the drug and 0 otherwise. To build the “GDSC golden standard” of 32 × 86 drugs (=2752), we set a specific threshold for IC50 to call a cell line sensitive to a drug as previously described^7^ and assigned to each cell line/drug pair the value 1 if the cell line was sensitive to the drug and 0 otherwise. We then applied DREEP to the single-cell profiles of the 32 BC cell lines to predict the percentage of sensitive cells in each cell line for the 450 drugs. Finally, Positive Predicted Values (PPV) were defined as TP/(TP + FP) where TP represents the number of true positives and FP the number of false positives predicted cell lines/drug pairs.

### Estimation of classification accuracy of PAM50, scCCL or scCCL + HER2 signatures on TCGA patients

We divided the set of 937 patients from TGCA, for whom cancer subtype was annotated, into a training set of 625 patients (two-thirds of the patients) and a test set of 312 patients (one third of the patients). The training set was used to train the classifier algorithm (XGBoost) with the chosen gene signature (PAM50, scCCL or scCCL+HER2) while the test set was used to compute the classification accuracy (the percentage of patients correctly classified) for each tumour subtype. We repeated this process three times (i.e., 3-fold cross-validation), each time randomly assigning patients to the training set and to the test set and then computing the classification accuracy. PAM50 signature was downloaded from the original publication and converted in ensemble id before being used. While XGBoost model was trained by using xgboost function of xgboost R library.

### Cell2location analysis

Cell to location tool was run with default parameters and following the tutorial at https://cell2location.readthedocs.io/en/latest.

### Drug sensitivity of the HER2+ and HER2− subpopulations in the MDA-MB-361 cell line

For each sequenced cell of the MDA-MB-361 cell line, the enrichment score of 450 anticancer drugs was predicted as described above. Then, to identify drugs exhibiting differential sensitivity for the two subpopulations, we used the Mann-Whitney test was to assess if there was a difference between the enrichment scores of HER2+ and HER2− subpopulations. *P*-values were corrected for false discovery rate using Benjamini-Hochberg correction. A drug was considered specific for HER2− cell population if and only if its FDR was less than 0.05 and the median enrichment score across HER2− cells less than zero while its median enrichment score across HER2 + cells greater than zero. Conversely, a drug was considered specific for the HER2+ cell population if and only if FDR was less than 0.05 and the median enrichment score across HER2+ cells less than zero while its median enrichment score across HER2− cells greater than zero.

### Prediction of cell cycle phase from scRNA-seq

The cell cycle phase of each sequenced cell was predicted using the function *CellCycleScoring* of the *Seurat* tool with default parameter and following what was suggested in the corresponding vignette (https://satijalab.org/seurat).

### HER2 antibody staining procedure for flow cytometry analysis

Cells were first washed with phosphate-buffered saline (PBS) 1×, detached with 0.05% trypsin-EDTA, resuspended and harvested with the appropriate medium in single-cell suspension. Then, cells were counted, washed with PBS-FBS 1%, and finally incubated for 15 min at 4° in the dark at the concentration of 1.0 × 10^6^ cell/μL with staining buffer. The staining buffer was prepared to dilute the mouse anti-human HER2 antibody (BD BB700) at the final concentration of 0.00114 ng/μL. Then, to remove the unbound antibodies, cells were washed three times with PBS-FBS 1%. Flow cytometry measurements were performed on either BD Accuri C6 or BD FACSAria III instruments. To define antibody positive and negative cells, the unstained samples were used to set the gate. To record data, at least 1.0 × 10^4^ events were collected for each sample. Data analysis was performed using either BD FACSDiva 8.0.1 or BD Accuri C6 software.

### HER2 expression dynamics experiment

Sorting of MDA-MB-361 HER2-positive and HER2-negative cells was performed following the antibody staining procedure described above with the only exception that before sorting, each sample was resuspended in sorting buffer (PBS 1×, FBS 1%, trypsin 0.1%, EDTA 2 mM). Then, 4.0 × 10^5^ cells were collected for each cell subpopulation (i.e. HER2-positive and HER2-negative), plated in their appropriate medium, and incubated at 37 °C. After 18 days, the percentage of cells expressing HER2 protein was checked by performing the antibody staining procedure described above.

### Drug sensitivity assay

Cells were seeded in 96-well microplates (PerkinElmer); the seeding cell confluency was specifically optimized for each cancer cell line to have cells in a growth phase at the end of the assay. After overnight incubation at 37 °C, cells were treated with DMSO (Merck) for the negative control and with five concentrations of selected drugs in triplicate. Cells were then incubated at 37 °C for 72 h. Cell viability was assessed by measuring either luminescence with GloMax**®** Discover instrument from Promega or by nuclei count using the Operetta instrument from PerkinElmer. Luminescence measurements were normalized using background wells as manufacturer protocol. For luminescence measurement, cells were treated with Promega CellTiter-Glo**®** Luminescent Cell Viability Assay according to the manufacturer protocol. For nuclei count, cells were washed with PBS 1×, fixed with paraformaldehyde (PFA) 4% for 10 min at room temperature, washed with PBS 1×, incubated at room temperature in the dark with HOECHST 33342 (Thermo Fisher Scientific) diluted 1:1000 in PBS 1× for 10 min and finally washed with PBS 1×. Nuclei count was performed using Columbus image analysis software (PerkinElmer). All drugs used in this study were purchased from Selleckchem.

### Drug combination assay

To perform the drug combination assay, afatinib and etoposide were first prepared in five dilutions as a single agent. Then, from the single-agent dilutions, afatinib and etoposide were combined in all possible dose combinations, generating a 4 × 5 (i.e. afatinib × etoposide) drug pair matrix. MDA-MB-361 cells were seeded in 96-well plate and incubated as described above. Then, cells were treated in triplicate with single-agent afatinib and etoposide and with the drug pairs of the 4 × 5 matrix. In addition, DMSO was used in triplicate as a negative control of the drug treatment. Following 72 h of drug incubation, cell viability was measured with the Promega CellTiter-Glo®Luminescent Cell Viability Assay, as described above. A total of three independent drug combination assays were performed, and in each assay the luminescence data of replicates were averaged. The expected drug combination responses were calculated using SynergyFinder version 2.0^68^, based on the Bliss model. The input file for SynergyFinder was generated including the viability data of each independent assay.

## Supplementary information

Supplementary Information

Peer review file

Supplementary Dataset 01

Supplementary Dataset 02

Supplementary Dataset 03

Supplementary Dataset 04

Supplementary Dataset 05

## Data Availability

The single-cell BC data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE173634. Raw counts matrix stored as R object or matrix market format of the 35,276 cells from which the BC atlas was built are also available on figshare at following 10.6084/m9.figshare.15022698 [https://figshare.com/articles/dataset/Single_Cell_Breast_Cancer_cell-line_Atlas/15022698]. Bulk cancer cell line gene expression, mutation and copy number alteration dataset used in this study are publicly available through depmap portal at [https://depmap.org/portal]. Breast spatial transcriptomic data are available from 10× data portal at [https://www.10xgenomics.com/resources/datasets]. Cell-line drug screening datasets used in this study are publicly available from cancerrxgene portal at [https://www.cancerrxgene.org/] and the cancer therapeutics response portal at [https://portals.broadinstitute.org/ctrp.v2.1/]. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files. Source data are provided with this paper.

## Source data

Source Data

## Code availability

The code^88^ to reproduce the BC atlas from raw counts is available on GitHub dibbelab/singlecell_bcatlas [https://github.com/dibbelab/singlecell_bcatlas]. Moreover, the single-cell atlas can be explored at http://bcatlas.tigem.it.

## References

[1] Cardoso F (2016). 70-gene signature as an aid to treatment decisions in early-stage breast cancer. N. Engl. J. Med..

[2] Sparano JA (2015). Prospective validation of a 21-gene expression assay in breast cancer. N. Engl. J. Med..

[3] Sparano JA (2018). Adjuvant chemotherapy guided by a 21-gene expression assay in breast cancer. N. Engl. J. Med..

[4] Cheang MCU (2015). Defining breast cancer intrinsic subtypes by quantitative receptor expression. Oncologist.

[5] Harbeck N (2019). Breast cancer. Nat. Rev. Dis. Prim..

[6] Andre F (2019). Use of biomarkers to guide decisions on adjuvant systemic therapy for women with early-stage invasive breast cancer: ASCO Clinical Practice Guideline Update—Integration of Results From TAILORx. J. Clin. Oncol..

[7] Iorio F (2016). A landscape of pharmacogenomic interactions in cancer. Cell.

[8] Rees MG (2016). Correlating chemical sensitivity and basal gene expression reveals mechanism of action. Nat. Chem. Biol..

[9] Garnett MJ (2012). Systematic identification of genomic markers of drug sensitivity in cancer cells. Nature.

[10] Foulkes WD, Smith IE, Reis-Filho JS (2010). Triple-negative breast cancer. N. Engl. J. Med..

[11] Sharma SV (2010). A chromatin-mediated reversible drug-tolerant state in cancer. Cell Subpopul. Cell.

[12] Shaffer SM (2017). Rare cell variability and drug-induced reprogramming as a mode of cancer drug resistance. Nature.

[13] Ebinger S (2016). Characterization of rare, dormant, and therapy-resistant cells in acute lymphoblastic leukemia. Cancer Cell.

[14] Meyer AS, Heiser LM (2019). Systems biology approaches to measure and model phenotypic heterogeneity in cancer. Curr. Opin. Syst. Biol..

[15] Marusyk A, Janiszewska M, Polyak K (2020). Intratumor heterogeneity: the Rosetta stone of therapy resistance. Cancer Cell.

[16] Shaffer SM (2020). Memory sequencing reveals heritable single-cell gene expression programs associated with distinct cellular behaviors. Cell.

[17] Schuh L (2020). Gene networks with transcriptional bursting recapitulate rare transient coordinated high expression states in cancer. Cell Syst..

[18] Costello JC (2014). A community effort to assess and improve drug sensitivity prediction algorithms. Nat. Biotechnol..

[19] Zheng GXY (2017). Massively parallel digital transcriptional profiling of single cells. Nat. Commun..

[20] Macosko EZ (2015). Highly parallel genome-wide expression profiling of individual cells using nanoliter droplets. Cell.

[21] Dai X, Cheng H, Bai Z, Li J (2017). Breast cancer cell line classification and Its relevance with breast tumor subtyping. J. Cancer.

[22] Jiang G (2016). Comprehensive comparison of molecular portraits between cell lines and tumors in breast cancer. BMC Genomics.

[23] Liu K (2019). Evaluating cell lines as models for metastatic breast cancer through integrative analysis of genomic data. Nat. Commun..

[24] Barretina J (2012). The Cancer Cell Line Encyclopedia enables predictive modelling of anticancer drug sensitivity. Nature.

[25] Soliman NA, Yussif SM (2016). Ki-67 as a prognostic marker according to breast cancer molecular subtype. Cancer Biol. Med..

[26] Tajadura-Ortega, V. et al. O-linked mucin-type glycosylation regulates the transcriptional programme downstream of EGFR. *Glycobiology*10.1093/glycob/cwaa075 (2020).10.1093/glycob/cwaa07532776095

[27] Karaayvaz M (2018). Unravelling subclonal heterogeneity and aggressive disease states in TNBC through single-cell RNA-seq. Nat. Commun.

[28] Badve S (2011). Basal-like and triple-negative breast cancers: a critical review with an emphasis on the implications for pathologists and oncologists. Mod. Pathol..

[29] Gusterson B (2009). Do ‘basal-like’ breast cancers really exist?. Nat. Rev. Cancer.

[30] Martin-Castillo B (2015). Cytokeratin 5/6 fingerprinting in HER2-positive tumors identifies a poor prognosis and trastuzumab-resistant Basal-HER2 subtype of breast cancer. Oncotarget.

[31] Jernström S (2017). Drug-screening and genomic analyses of HER2‑positive breast cancer cell lines reveal predictors for treatment response. Breast Cancer Targets Ther..

[32] Sweeney MF, Sonnenschein C, Soto AM (2018). Characterization of MCF-12A cell phenotype, response to estrogens, and growth in 3D. Cancer Cell Int..

[33] Gururaj AE (2006). MTA1, a transcriptional activator of breast cancer amplified sequence 3. Proc. Natl Acad. Sci. USA.

[34] Bärlund M (2002). Cloning of BCAS3 (17q23) and BCAS4 (20q13) genes that undergo amplification, overexpression, and fusion in breast cancer. *Genes Chromosom*. Cancer.

[35] Zehentner BK, Carter D (2004). Mammaglobin: a candidate diagnostic marker for breast cancer. Clin. Biochem..

[36] Al Joudi FS (2014). Human mammaglobin in breast cancer: a brief review of its clinical utility. Indian J. Med. Res..

[37] Sun M, Gadad SS, Kim DS, Kraus WL (2015). Discovery, annotation, and functional analysis of long noncoding RNAs controlling cell-cycle gene expression and proliferation in breast cancer cells. Mol. Cell.

[38] Zhao D, Dong JT (2018). Upregulation of long non-coding RNA DRAIC correlates with adverse features of breast cancer. Non Coding RNA.

[39] Qiang YY (2018). Along with its favorable prognostic role, CLCA2 inhibits growth and metastasis of nasopharyngeal carcinoma cells via inhibition of FAK/ERK signaling. J. Exp. Clin. Cancer Res..

[40] Li X, Cowell JK, Sossey-Alaoui K (2004). CLCA2 tumour suppressor gene in 1p31 is epigenetically regulated in breast cancer. Oncogene.

[41] Urbaniak A, Jablonska K, Podhorska-Okolow M, Ugorski M, Dziegiel P (2018). Prolactin-induced protein (PIP)-characterization and role in breast cancer progression. Am. J. Cancer Res..

[42] Debily MA (2009). A functional and regulatory network associated with PIP expression in human breast cancer. PLoS ONE.

[43] Gruber AD, Pauli BU (1999). Tumorigenicity of Human breast cancer is associated with loss of the Ca^2+^-activated Chloride Channel CLCA2. Cancer Res..

[44] Cabezón T (2013). Proteomic profiling of triple-negative breast carcinomas in combination with a three-tier orthogonal technology approach identifies Mage-A4 as potential therapeutic target in estrogen receptor negative breast cancer*. Mol. Cell. Proteomics.

[45] Dugina V, Shagieva G, Khromova N, Kopnin P (2018). Divergent impact of actin isoforms on cell cycle regulation. Cell Cycle.

[46] Lu X (2013). Establishment of a predictive genetic model for estimating chemotherapy sensitivity of colorectal cancer with synchronous liver metastasis. Cancer Biother. Radiopharm..

[47] Edfeldt K, Hellman P, Westin G, Stalberg P (2016). A plausible role for actin gamma smooth muscle 2 (ACTG2) in small intestinal neuroendocrine tumorigenesis. BMC Endocr. Disord..

[48] Xu C-Z (2013). Gene and microRNA expression reveals sensitivity to paclitaxel in laryngeal cancer cell line. Int. J. Clin. Exp. Pathol..

[49] Verrills NM (2006). Alterations in γ-actin and tubulin-targeted drug resistance in childhood leukemia. J. Natl Cancer Inst..

[50] Gao, R. et al. Delineating copy number and clonal substructure in human tumors from single-cell transcriptomes. *Nat. Biotechnol*. 10.1038/s41587-020-00795-2 (2021).10.1038/s41587-020-00795-2PMC812201933462507

[51] Guiu S (2018). Prognostic value of androgen receptor and FOXA1 co-expression in non-metastatic triple negative breast cancer and correlation with other biomarkers. Br. J. Cancer.

[52] Jiang YZ (2019). Genomic and transcriptomic landscape of triple-negative breast cancers: subtypes and treatment strategies. Cancer Cell.

[53] Genomics, 10x. *10X Genomics datasets*. https://www.10xgenomics.com/resources/datasets (2020).

[54] Kleshchevnikov, V. et al. Comprehensive mapping of tissue cell architecture via integrated single cell and spatial transcriptomics. *bioRxiv*10.1101/2020.11.15.378125 (2020).

[55] Jew B (2020). Accurate estimation of cell composition in bulk expression through robust integration of single-cell information. Nat. Commun..

[56] Tanner M (2004). Characterization of a novel cell line established from a patient with Herceptin-resistant breast cancer. Mol. Cancer Ther..

[57] Ghandi M (2019). Next-generation characterization of the Cancer Cell Line Encyclopedia. Nature.

[58] Sarkar A, Stephens M (2021). Separating measurement and expression models clarifies confusion in single-cell RNA sequencing analysis. Nat. Genet..

[59] Kim TH, Zhou X, Chen M (2020). Demystifying “drop-outs” in single-cell UMI data. Genome Biol..

[60] Jordan NV (2016). HER2 expression identifies dynamic functional states within circulating breast cancer cells. Nature.

[61] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol..

[62] Yan Y (2015). A novel function of HER2/Neu in the activation of G2/M checkpoint in response to γ-irradiation. Oncogene.

[63] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[64] Ishay-Ronen D (2019). Gain fat—lose metastasis: converting invasive breast cancer cells into adipocytes inhibits cancer metastasis. Cancer Cell.

[65] Ingthorsson S (2016). HER2 induced EMT and tumorigenicity in breast epithelial progenitor cells is inhibited by coexpression of EGFR. Oncogene.

[66] Savci-Heijink CD (2019). Epithelial-to-mesenchymal transition status of primary breast carcinomas and its correlation with metastatic behavior. Breast Cancer Res. Treat..

[67] BLISS CI (1939). The toxicity of poisons applied jointly1. Ann. Appl. Biol..

[68] Ianevski A, Giri AK, Aittokallio T (2020). SynergyFinder 2.0: visual analytics of multi-drug combination synergies. Nucleic Acids Res..

[69] Le X-F (2005). Genes affecting the cell cycle, growth, maintenance, and drug sensitivity are preferentially regulated by Anti-HER2 antibody through phosphatidylinositol 3-kinase-AKT signaling*. J. Biol. Chem..

[70] Henwood JM, Brogden RN (1990). Etoposide. Drugs.

[71] Gupta PB (2011). Stochastic state transitions give rise to phenotypic equilibrium in populations of cancer. Cells Cell.

[72] Dobin A (2012). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[73] Harrow J (2012). GENCODE: The reference human genome annotation for The ENCODE Project. Genome Res..

[74] Smith T, Heger A, Sudbery I (2017). UMI-tools: modeling sequencing errors in Unique Molecular Identifiers to improve quantification accuracy. Genome Res..

[75] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[76] Gambardella G, di Bernardo D (2019). A tool for visualization and analysis of single-cell RNA-seq data based on text mining. Front. Genet.

[77] Slovin S (2021). in RNA Bioinformatics. Methods Mol. Biol..

[78] McInnes, L., Healy, J. & Melville, J. UMAP: Uniform Manifold Approximation and Projection for Dimension Reduction. *Prepr*. https://arxiv.org/abs/1802.03426 (2018).

[79] Sawayama AM, Tanaka H, Wandless TJ (2004). Total synthesis of ustiloxin D and considerations on the origin of selectivity of the asymmetric allylic alkylation. J. Org. Chem..

[80] Neve RM (2006). A collection of breast cancer cell lines for the study of functionally distinct cancer subtypes. Cancer Cell.

[81] Perou CM (2000). Molecular portraits of human breast tumours. Nature.

[82] Bertucci F (2004). Gene expression profiling for molecular characterization of inflammatory breast cancer and prediction of response to chemotherapy. Cancer Res..

[83] Hashmi Dairkee S, Mayall B, Smith H, Hackett A (1987). Monoclonal marker that predicts early recurrence of breast cancer. Lancet.

[84] Riaz M (2013). miRNA expression profiling of 51 human breast cancer cell lines reveals subtype and driver mutation-specific miRNAs. Breast Cancer Res..

[85] Levine JH (2015). Data-driven phenotypic dissection of AML reveals progenitor-like cells that correlate with prognosis. Cell.

[86] Grossman RL (2016). Toward a shared vision for cancer genomic data. N. Engl. J. Med..

[87] Colaprico A (2015). TCGAbiolinks: an R/Bioconductor package for integrative analysis of TCGA data. Nucleic Acids Res..

[88] Source Code 10.5281/zenodo.5939376.

# Supplementary material for: A single-cell analysis of breast cancer cell lines to study tumour heterogeneity and drug response
**Source:** Nat Commun. 2022 Mar 31;13:1714. doi: 10.1038/s41467-022-29358-6
**Supplement:** Supplementary file 1 — Supplementary Information

A single-cell atlas of breast cancer cell lines to study tumour heterogeneity and drug response.

AUTHORS

Gambardella G^{1,2,*}, Viscido G^{1,2,*}, Tomaini B¹, Isacchi A³, Bosotti R³, di Bernardo D.

*These authors contributed equally to this work.

Table Contents

Supplementary Note 1.	2
Supplementary Figures.	3
Supplementary Tables.....	27

Supplementary Note 1.

The model is depicted in Supplementary Figure 13 and it assumes that each cell can be in either one of two states (Her2⁻ and Her2⁺) and can switch dynamically between the two with rates λ, δ . Moreover, independently of the state, the cell can replicate with rates k_1 and k_2 . Finally, the effect of anti-Her2 drugs is present as an additional degradation term on Her2⁺ cells.

Using standard mass action kinetics, the following equations describing the model in Supplementary Figure 13 can be derived:

$$\begin{cases} \dot{h}^- = (k_1 - \lambda)h^- + \delta h^+ \\ \dot{h}^+ = (k_2 - \delta)h^+ + \lambda h^- - u h^+ \end{cases}$$

Where h^- stands for Her2⁻ cells, and h^+ for Her2⁺ cells, whereas u quantifies the effect of anti-Her2 drugs (e.g., Afatinib). To simplify the model, the replication rates k_1 and k_2 are assumed to be the same. The parameters values for λ, δ determine the percentage of Her2⁺ cells in the cell population, which can be shown to be equal to $\frac{\lambda}{\lambda + \delta}$ after a transient, when no drug is present ($u=0$). The parameters' values, reported in Supplementary Figure 13, were set to yield a doubling rate of the total cell population ($h^- + h^+$) of approx. 3.5 days, like the observed cell cycle rate of the MDAMB361 cell line, and a percentage of Her⁺ cells of 60%, close to the experimentally measured value reported in Figure 3B of the main manuscript. With these nominal values, the replication rates and the interconversion rates are of the same order of magnitude.

Numerical simulations of the model behaviour following treatment with Afatinib are reported in Supplementary Figure 23 with a starting population of 1×10^6 cells, of which 0.9×10^6 are Her2⁺ cells and 0.1×10^6 Her2⁻ cells (i.e. 90% Her2⁺ cells): for nominal values of the parameters, in the absence of Afatinib, both Her2⁻ and Her2⁺ cells grow exponentially, while the percentage of Her2⁺ cells quickly stabilises at 60%; upon Afatinib treatment for 3 days, both the number of Her2⁺ and Her2⁻ cells decrease, while the percentage of Her2⁺ cells settles at 30%. Finally, upon removal of Afatinib, the number of cells increases while the percentage of Her2⁺ cells recover to 60%. When the interconversion rates (λ, δ) are much slower than the growth rate (k), then in the absence of Afatinib the percentage of Her2⁺ cells take longer to stabilise at 60%, whereas the effect of a 3 days Afatinib is much more pronounced, causing the percentage of Her2 cells to quickly drop to approx. 10%. This can be explained by the fact that Her2⁻ cells keep increasing in number during Afatinib treatment as their growth rate is much faster than their interconversion rate, while Her2⁺ are removed by Afatinib treatment and cannot escape its effect as they convert to Her2⁻ cells too slowly. Upon Afatinib removal, both the number of cells and the percentage of Her2⁺ cells start increasing. For fast interconversion rates, the situation is reversed, that is cells increase in number in the absence of Afatinib with the percentage of Her2⁺ cells quickly reaching 60%. Interestingly, while the effect of Afatinib is almost absent in terms of changes in the percentage of Her2⁺ cells, the total number of cells drops substantially, as Her2⁻ are much more affected by Afatinib treatment because of their fast interconversion to Her2⁺ cells.

We also simulated dose response curves at increasing concentrations of drugs (i.e., the value of u in the model) for the model for each set of parameters' values (slow, nominal and fast), as reported in Supplementary Figure 24. As expected, only in the case of slow interconversion, it is possible to appreciate a difference in the response of Her2⁻ cells versus Her2⁺ cells following treatment with Afatinib.

The experimental data presented in Figure 3B of the main manuscript are all compatible with the modelling results when using the nominal parameters, that is the interconversion rate is of the same order of magnitude as the growth rate (i.e., cell cycle).

Supplementary Figures.

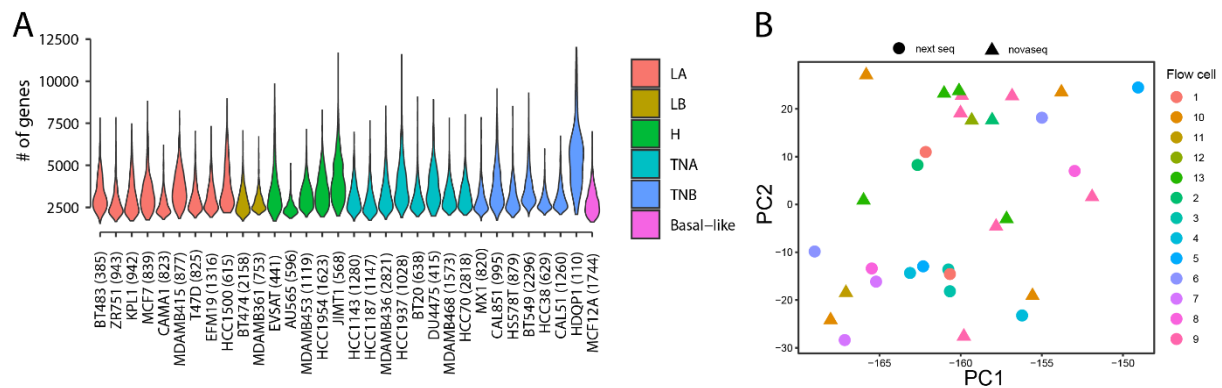

Supplementary Figure 01 – Distribution of the number of captured genes per cell across cell-lines and batch effect estimation. (A) Each violin plot represents the distribution of the number of captured genes per cell in the indicated cell-line on the x-axis, where the number between parenthesis indicates the number of sequenced cells. (B) In the PCA plot each cell line is represented by a dot after conversion in pseudo-bulk (Methods), whose colour represents the batch (i.e. the cell lines sequenced in the same flow cell) and whose shape, the sequencing platform (i.e. Illumina NovaSeq 6000 or NextSeq500). Source data are provided in a Source data file.

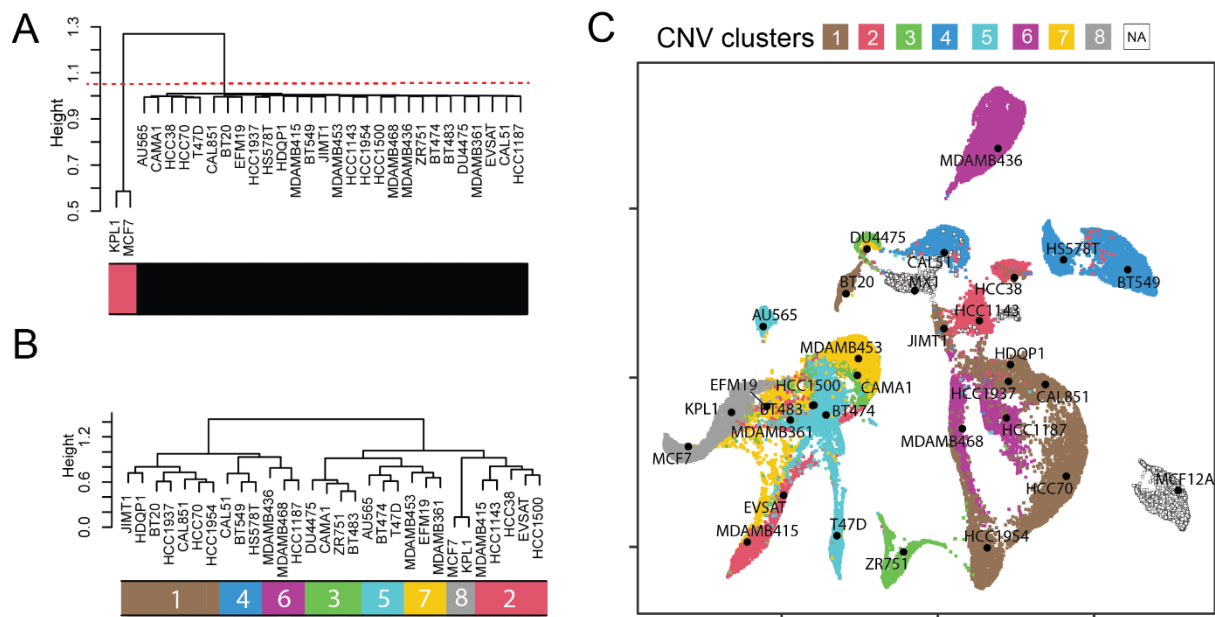

Supplementary Figure 02 – Relationship between genomic features of cell lines and single-cell clusters. (A) Hierarchical clustering of 30 out of 32 BC cell lines according to the number of genomic variants they share. (B) Hierarchical clustering of 30 out of 32 BC cell lines according to their Copy Number Alteration (CNV) profiles. (C) The clusters identified in panel B are superimposed onto the single cell BC atlas. Cell line genomic variants and CNV profiles of 30 (out of 32) BC cell lines were available in the COSMIC repository.

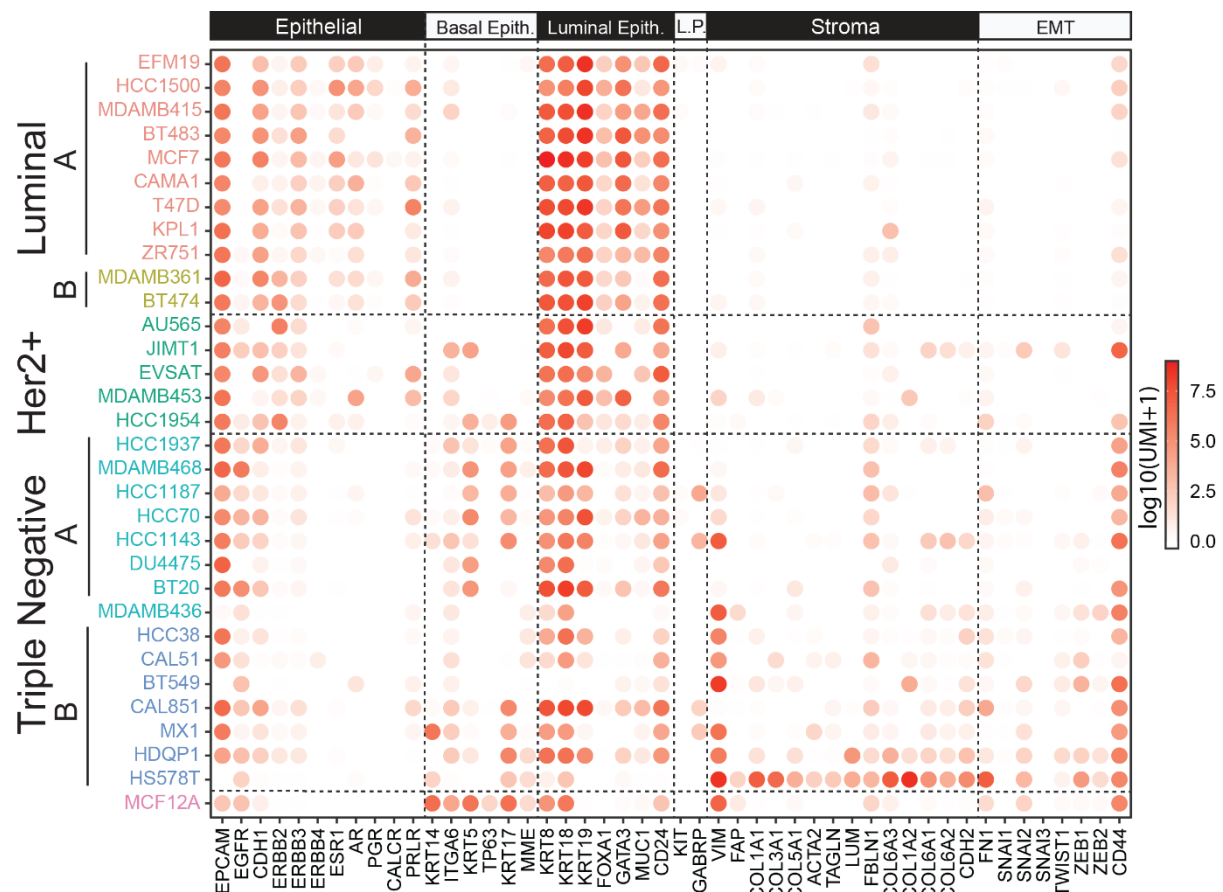

Supplementary Figure 03 – Average expression of literature-based biomarker genes across the 32 sequenced BC cell lines. Dotplot of literature-based biomarker genes along the columns for each of the 32 sequenced cell lines along the rows. Biomarker genes are grouped by type (Basal Epith. = Basal Epithelial, Luminal Epith. = Luminal Epithelial, L.P. = Luminal Progenitor, EMT = Epithelial to Mesenchymal Transition). Source data are provided in a Source data file.

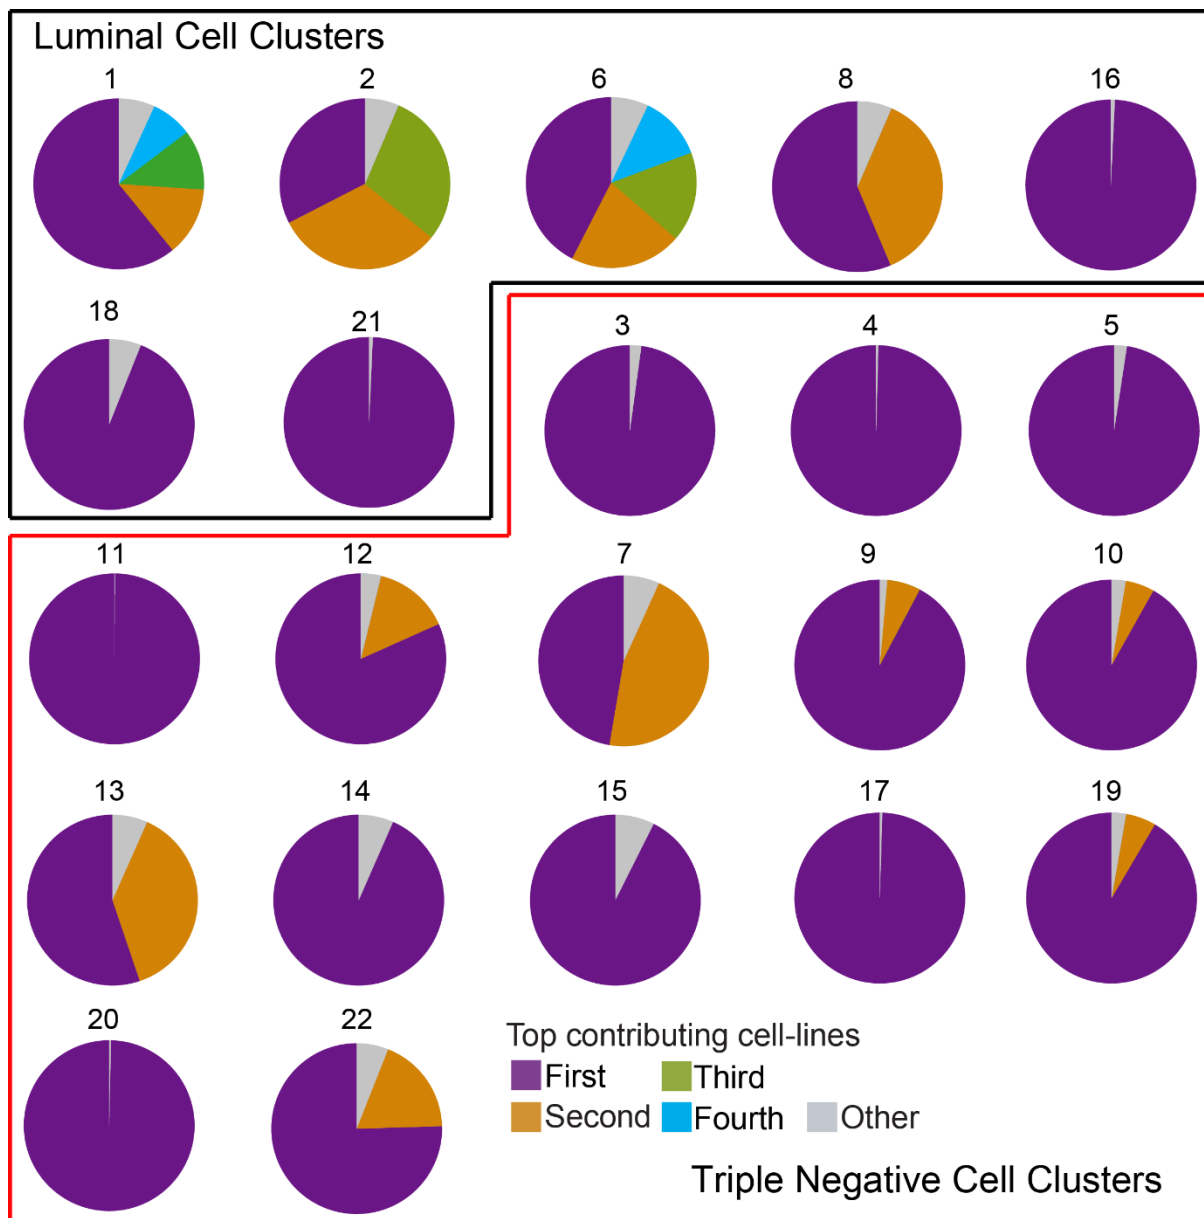

Supplementary Figure 04: Composition of the clusters in the atlas. For the indicated cluster, the corresponding pie-chart represents the cluster composition in terms of cell lines. Cell-lines in the same pie-chart are distinguished by colour. Gray represents the cell-lines in the cluster contributing with less than 5% of total cells in the cluster, while the other colours represent distinct cell lines. Source data are provided in a Source data file.

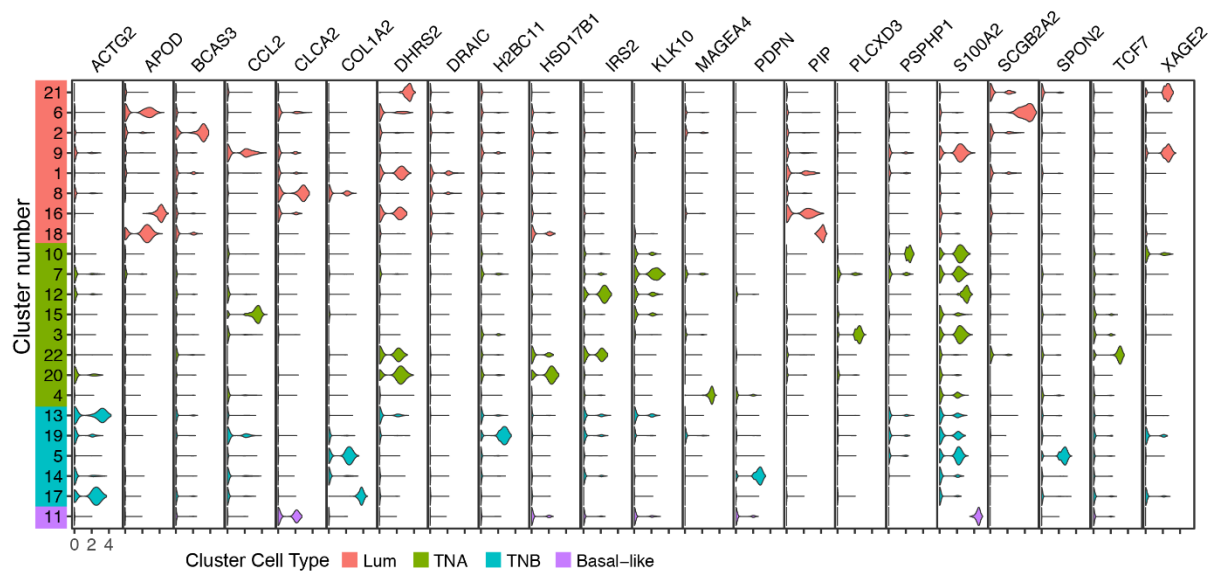

Supplementary Figure 05 – Expression distribution across the 22 clusters of the 22 biomarker genes. Biomarker genes, one for each cluster, were identified by selecting the most differentially expressed gene in each cluster. Clusters on the y-axis are color-coded according to the breast cancer subtype of majority of cells they are composed of (Lum: Luminal A and B; TNA: Triple-Negative A; TNB: Triple Negative B).

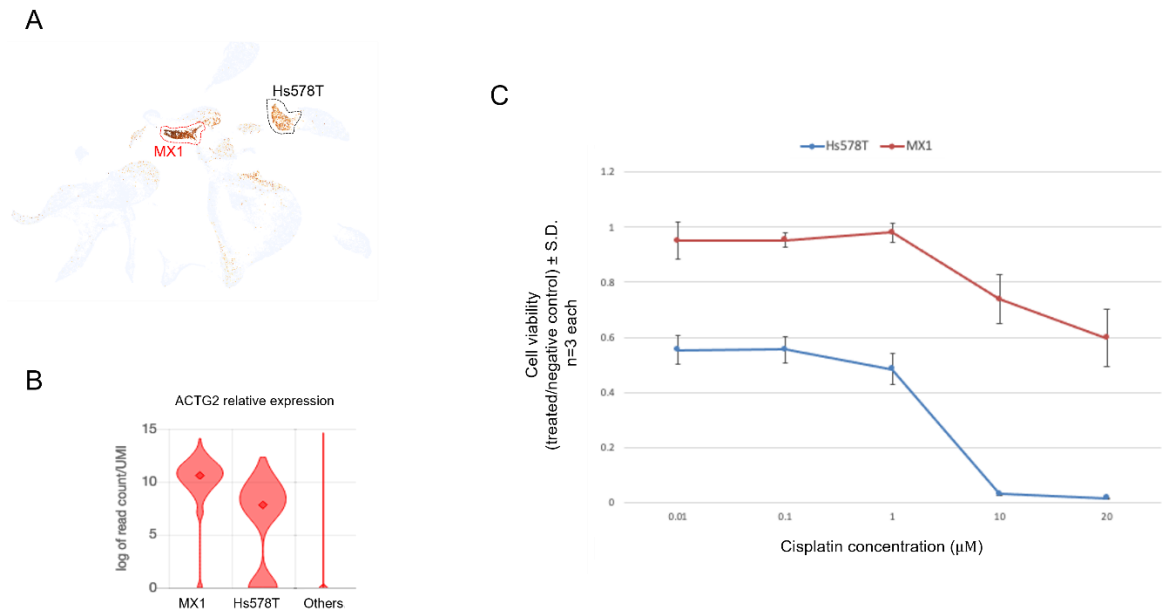

Supplementary Figure 06 – Correlation between ACTG2 expression and response to cis-platin. (A) Expression of ACTG2 gene across the 35,276 sequenced cells. (B) Violin plot showing the expression distribution of ACTG2 in MX1 and Hs578t cell lines against the other sequenced cell lines in the single-cell BC atlas. Median value is indicated as a point in the violin plot. Source data are provided in a Source data file. (C) Dose response curve measuring cell viability (y-axis) following treatment with Cisplatin for 72h at the indicated concentrations in the MX1 cell line (red line) and the Hs578t cell line (blue line). For each point in C, n=3. Source data are provided in a Source data file.

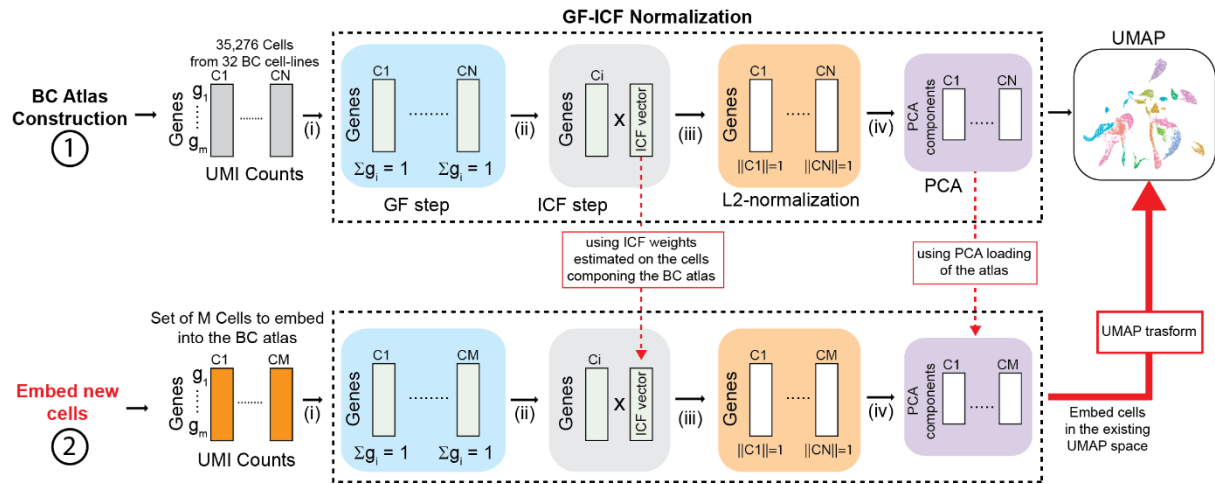

Supplementary Figure 07- Description of the single-cell mapping algorithm to add new single cell transcriptional profiles to the BC atlas. Following BC atlas construction (step 1), additional scRNA-seq profiles (or tiles from 10x spatial transcriptomics dataset) can be added to the atlas (step 2) by first normalizing scRNA-seq data with the *gfish* package using the ICF weights estimated during the BC atlas construction and then by projecting the normalised scRNA-seq to the Principal Component space using gene loadings from the BC atlas. Finally, the *umap_transform* function of *uwot* package in R, which uses the UMAP estimated model, is used to embed the new cells into the existing UMAP space.

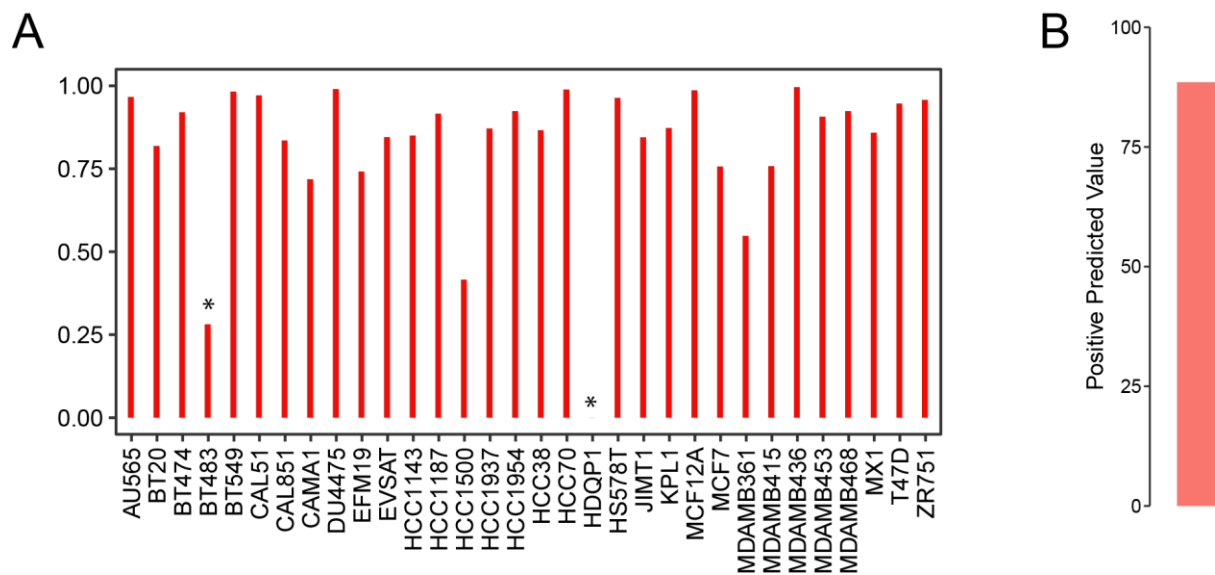

Supplementary Figure 08 – Validation of the single-cell mapping algorithm. (A) Positive Predictive Value (PPV) of the mapping algorithm in correctly mapping the cell line of origin from single cell transcriptional profiles divided by cell-lines. The algorithm was first trained on the single-cell transcriptional profiles of 75% of the cells in each cell-line and then its performance was tested on the remaining 25% of the cells. Details can be found in the Methods section of the main text. The asterisk indicates cell lines with the lowest number of sequenced cells in the dataset, i.e., HDQP1 with 110 cells and BT483 with 385 cell. (B) Overall performance of the mapping algorithm in correctly classifying the cell line of origin from single cell transcriptional profiles. In this case the PPV is estimated considering all the cells of the test set. Source data are provided in a Source data file.

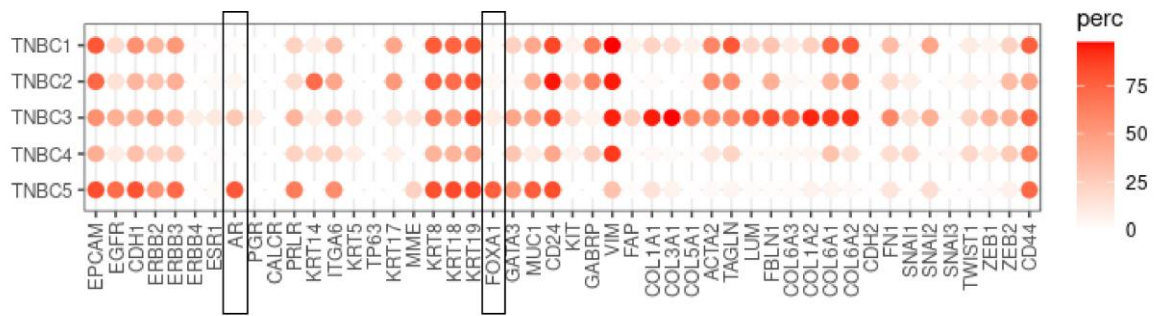

Supplementary Figure 09 – Percentage of cells expressing literature-based biomarker genes across the 5 TNBC patients. Dotplot of literature-based biomarker genes along the columns for each of the TNBC patients whose data are available from Gao et al, Nature Biotechnology, 2021 (reference 50 in the main text). Source data are provided in a Source data file.

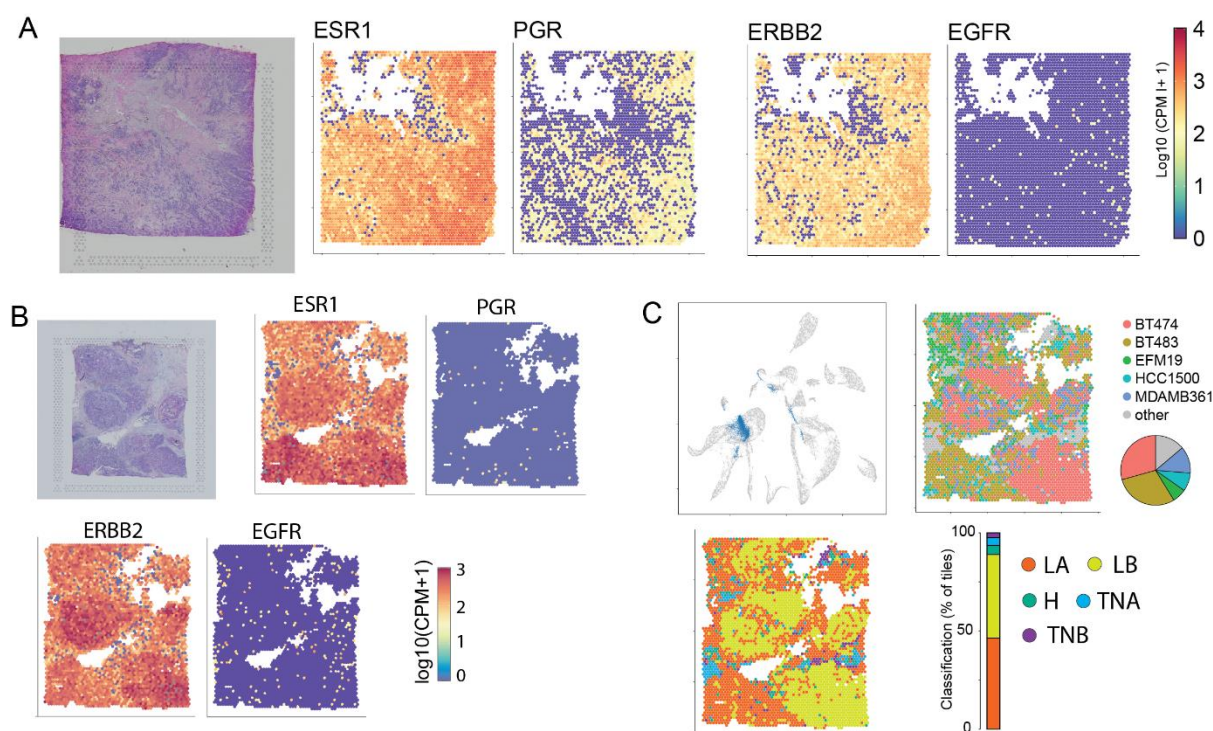

Supplementary Figure 10 – Automatic detection of cell line composition of spatial transcriptomics profiles . (A) Tissue-slide of the lobular BC tumour biopsy (presented in Figure 2C) analysed by means of 10x Genomics Visium spatial transcriptomics with spatial expression of ESR1, PGR, ERBB2 and EGFR genes. (B) Tissue-slide of a ductal BC tumour biopsy analysed by means of 10x Genomics Visium spatial transcriptomics with the spatial expression of ESR1, PGR, ERBB2 and EGFR genes. (C) Top-left: The RNA-seq of spatial tiles of the patient in panel B were embedded in the BC atlas to predict which cell-line they are most similar to with the mapping algorithm described in the main text. Top-right: Classification of each spatial tile in terms of cell-lines in the spatial context with the pie-chart reporting the percentage of spatial tiles predicted to be similar a specific cell-line. Bottom: Classification of each spatial tile in terms of tumour type in the spatial context. Bottom-right: The stacked bar plot reports the percentage of spatial tiles according to the predicted tumour type. All spatial transcriptomics data were downloaded from the 10X Genomics website.

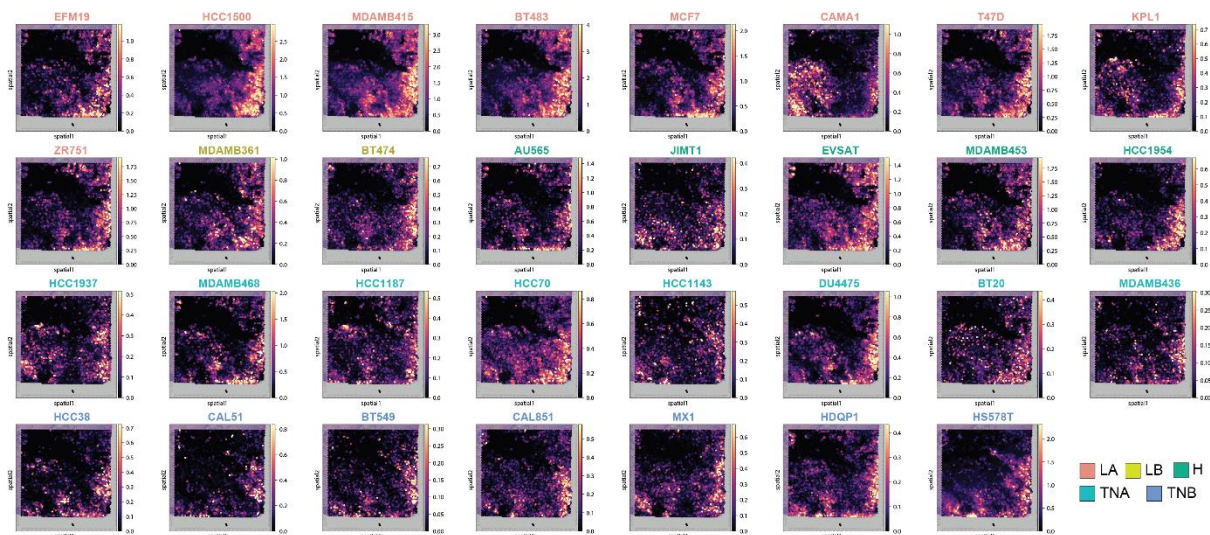

Supplementary Figure 11 – Cell line composition from spatial transcriptomic data of the lobular BC patient shown in Figure 2C using the Cell2Location algorithm to deconvolve each spatial tile to multiple cell lines. Cell2Location cell-line is applied to the transcriptomic data of each spatial tile to estimate its cell line composition using the BC single cell atlas. The relative abundance of each of the 31 BC cell lines estimated from Cell2Location across the tissue biopsy is represented on a colour scale with brighter spots reporting highest abundance. for the lobular BC patient for which spatial transcriptomic data was available from 10x Genomics repository. The name of each cell-line is coloured according to its BC type.

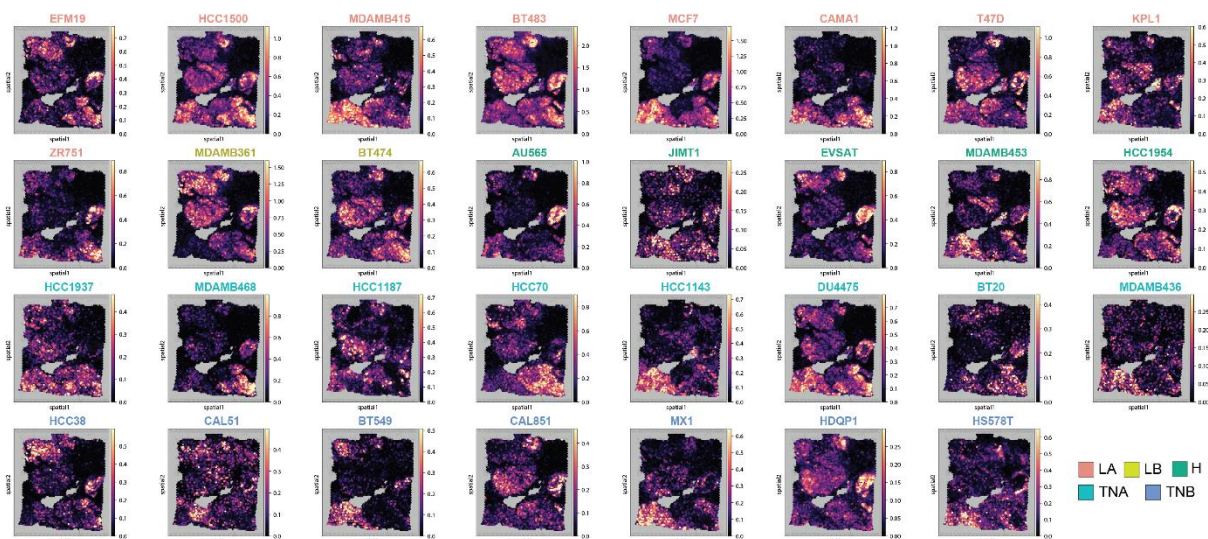

Supplementary Figure 12 - Cell line composition from spatial transcriptomic data of the lobular BC patient shown in Supplementary Figure 10B using the Cell2Location algorithm to deconvolve each spatial tile to multiple cell lines. Cell2Location cell-line is applied to the transcriptomic data of each spatial tile to estimate its cell line composition using the BC single cell atlas. The relative abundance of each of the 31 BC cell lines estimated from Cell2Location across the tissue biopsy is represented on a colour scale with brighter spots reporting highest abundance. for the lobular BC patient for which spatial transcriptomic data was available from 10x Genomics repository. The name of each cell-line is coloured according to its BC type.

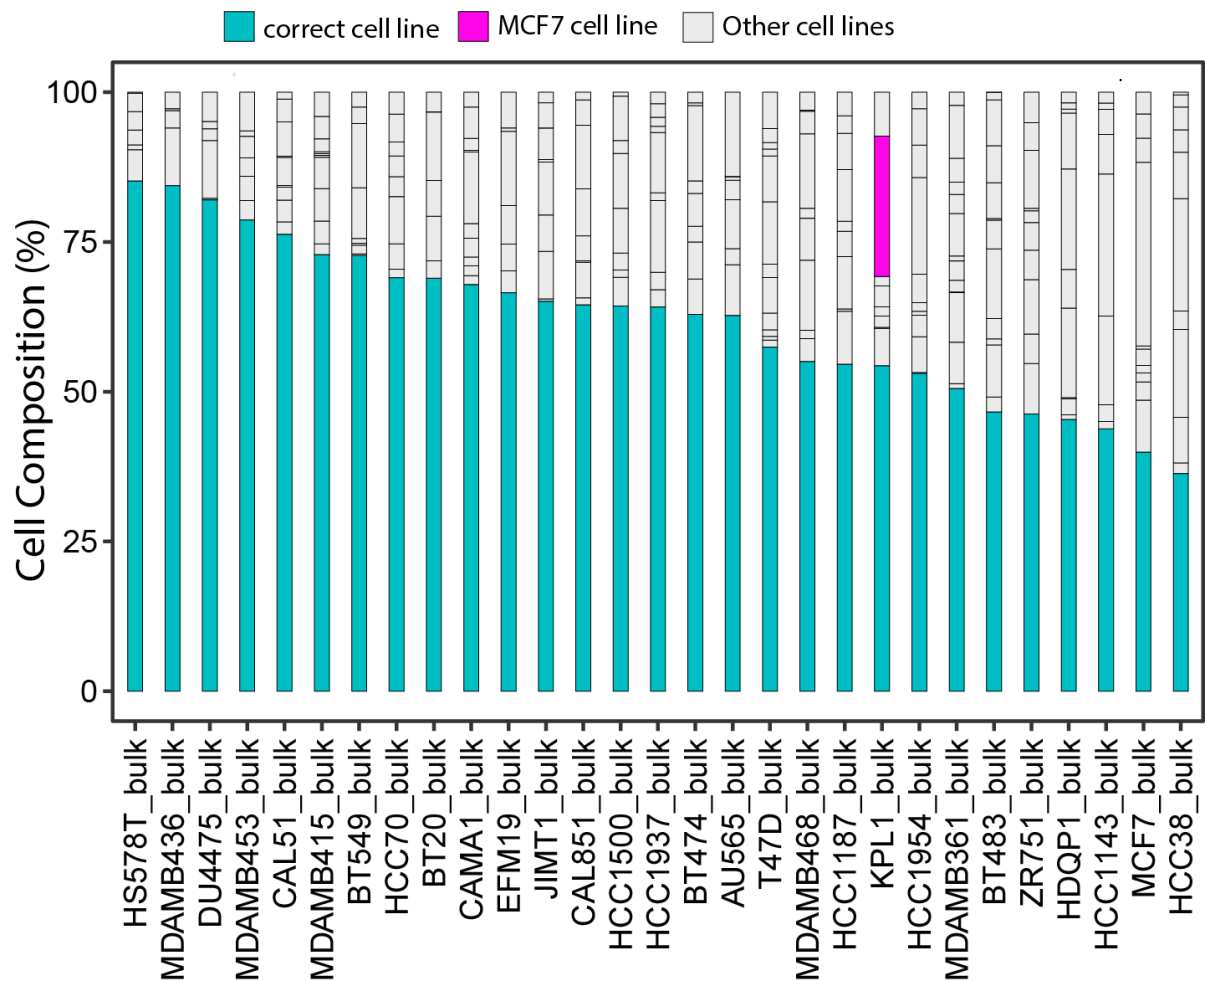

Supplementary Figure 13 – Performance in predicting cell line composition from bulk RNA-seq using the Bisque algorithm. The Bisque deconvolution algorithm was first trained on the BC single-cell atlas and then its performance estimated by predicting cell-line composition from the bulk RNA-seq of each of the 29 (out of 32) BC cell lines for which bulk data were available in the Cancer Cell Line Encyclopedia (CCLE). The stacked bar plot reports the cell line composition predicted by Bisque from the bulk RNA-seq of each indicated cell line. Gray colour in the same stacked bar correspond to distinct cell lines with cyan corresponding to the indicated cell line on the x-axis. Interestingly, Bisque predicted that the KPL1 cell line contains a large fraction of MCF7 cell-line (purple). Indeed, the KPL1 cell line is known to be cross-contaminated with MCF7 cells in the original biobank (PMID:18304946 and PMID:20143388). Source data are provided in a Source data file.

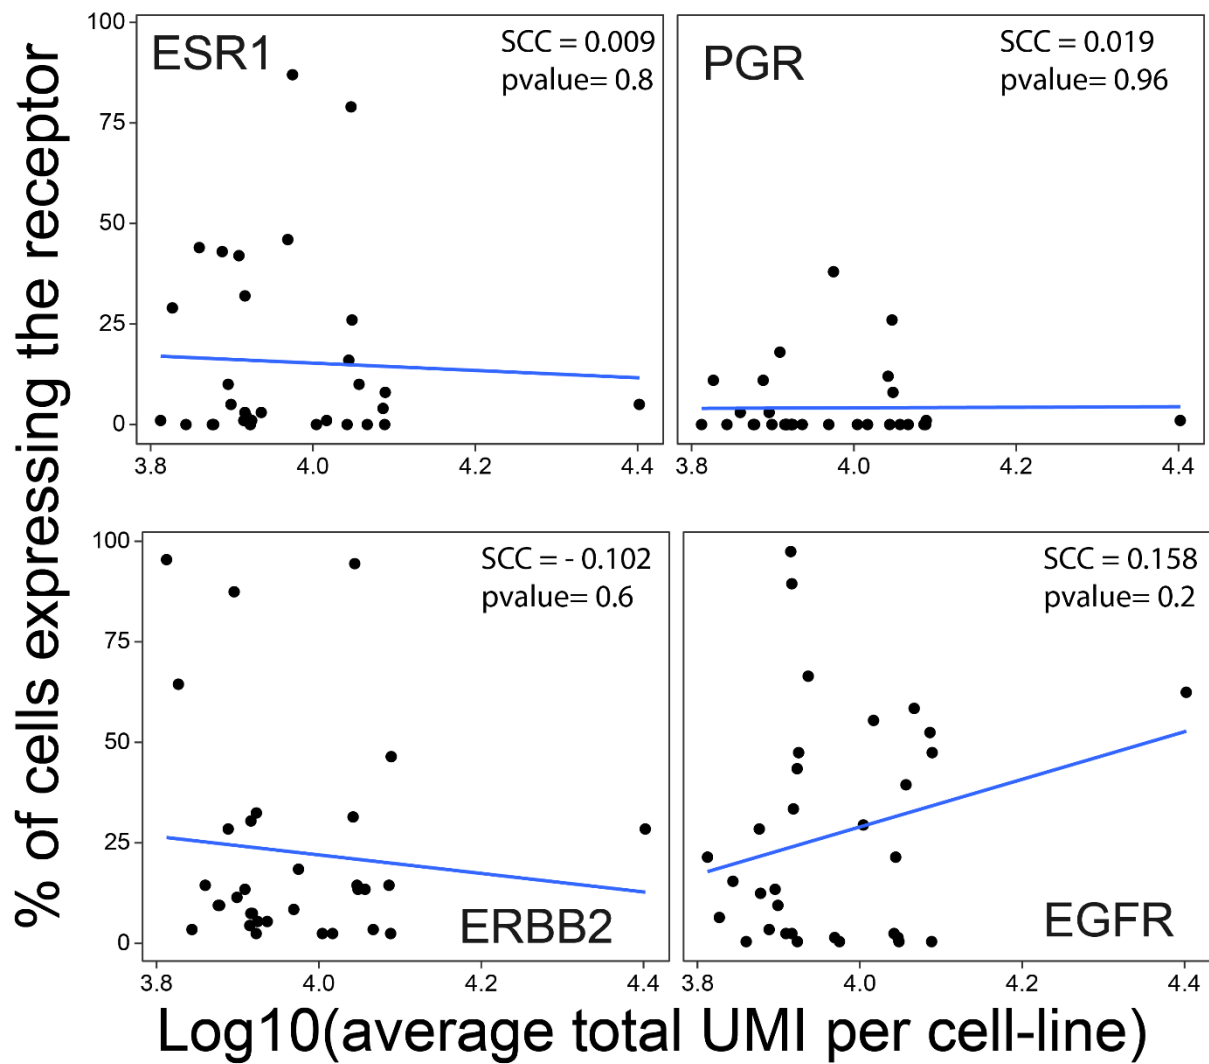

Supplementary Figure 14 –BC receptor heterogeneity in each cell-line is not correlated to sequencing depth. Spearman correlation coefficient (SCC) between percentage of cells across cell-lines expressing the indicated breast cancer receptor and average sequencing depth. For each cell-line, the percentage of cell-expressing the breast cancer receptor was estimated as the number of cells expressing the receptor (UMI>0) over the total number of sequenced cells, while average cell depth was estimated as the average number of UMI of cells in the cell-line.

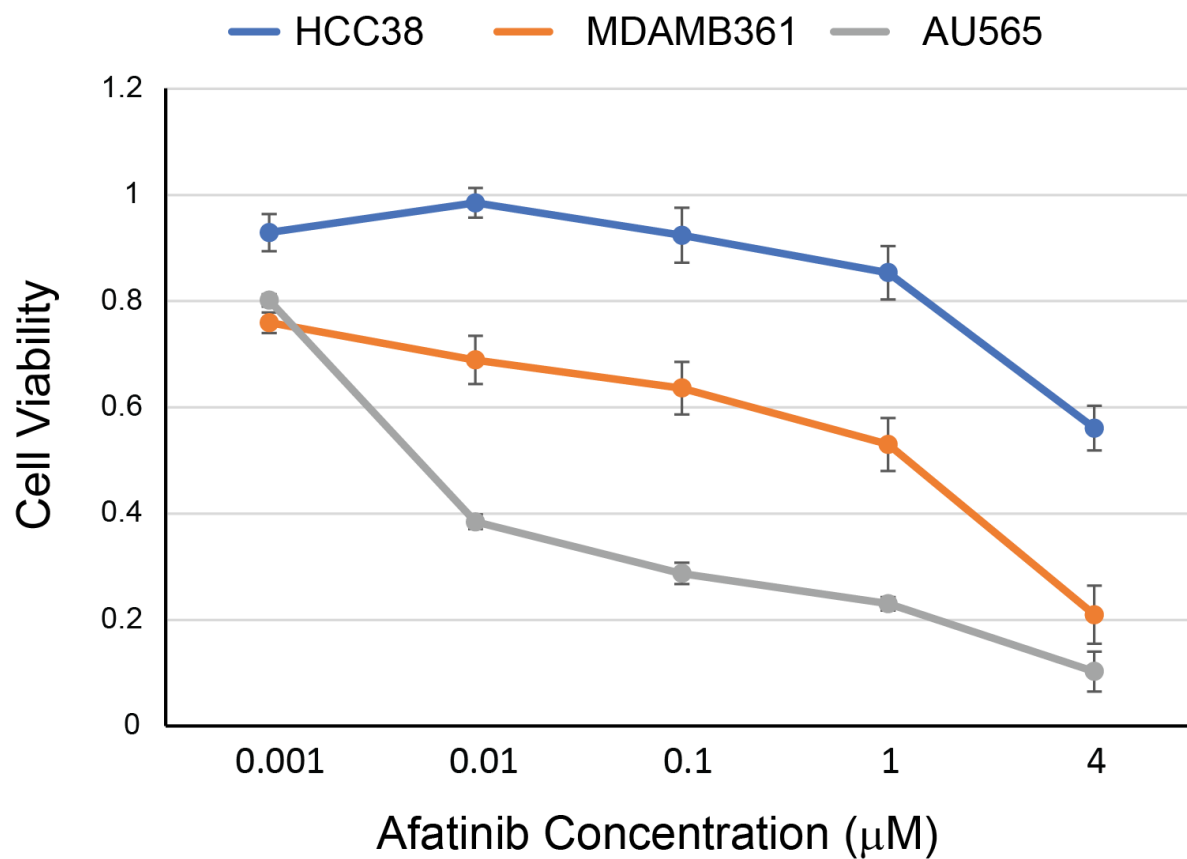

Supplementary Figure 15 – Sensitivity of the BC cell-lines to HER2 inhibitors was highly correlated with the percentage of cells in the cell line expressing *ERBB2*. Cell viability as a function of afatinib treatment for cell-lines expressing ERBB2 receptor in different proportion (i.e. high AU565, middle MDAMB361, low HCC38). Experiment was performed in triplicate for each concentration and viability was measured after 72h of treatment. Source data are provided in a Source data file.

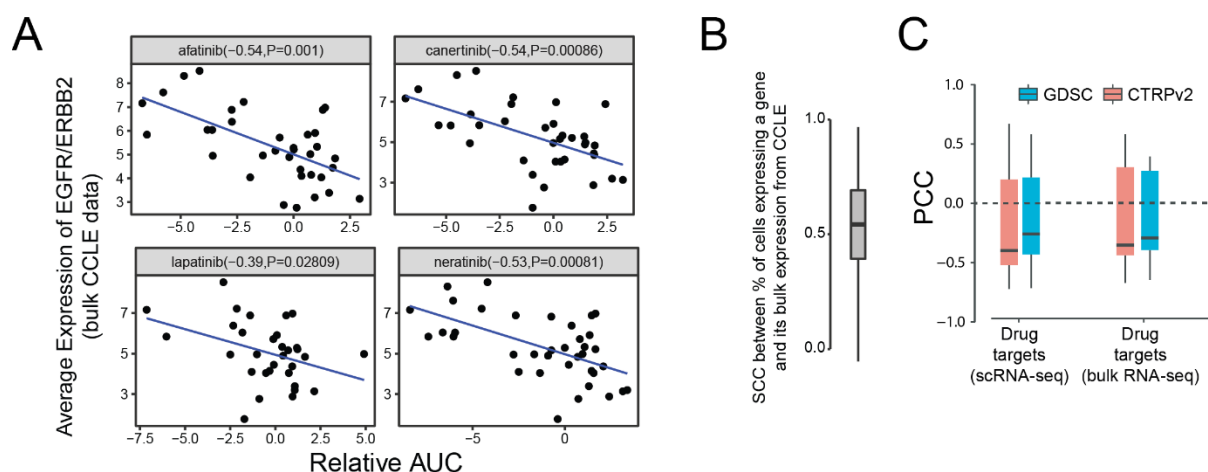

Supplementary Figure 16 – Correlation between bulk expression, single-cell expression and drug potency. (A) Relationship between gene expression and drug potency for four anti-HER2 drugs. Each dot corresponds to a BC cell line reporting the percentage of cells expressing ERBB2 or EGFR in the cell line [y-axis] and the experimental drug potency from the CTRPv2 database2 measured as the Area Under the Curve (AUC) of the dose response curve [x-axis]. Bulk expression was retrieved from CCLE. PCC (Pearson correlation coefficient) and p-value are also shown. (B) Spearman Correlation Coefficient (SCC) distribution between bulk gene expression and single-cell gene expression measured as percentage of gene expressing cells. Bulk gene expression was retrieved from CCLE, single cell expression from the atlas. Correlation coefficient was estimated across 29 cell-lines for which both single cell and bulk data were available. In the boxplot, $n=9,756$. (C) Box-plots reporting the distribution of PCCs between the cognate drug target expression and the potency of the drug (AUC from the CTRPv2 database, or IC50 from the GDSC dataset) across BC cell lines for 66 drugs. The cognate drug target expression was measured either as the percentage of cells in the cell line expressing it (scRNA-seq), or from the bulk gene expression profile of the cell line (bulk RNA-seq). Boxplots containing PCC distribution between a random gene and drug $n=1000$, while $n=66$ for boxplot containing PCC distribution between a drug and its cognate target gene.

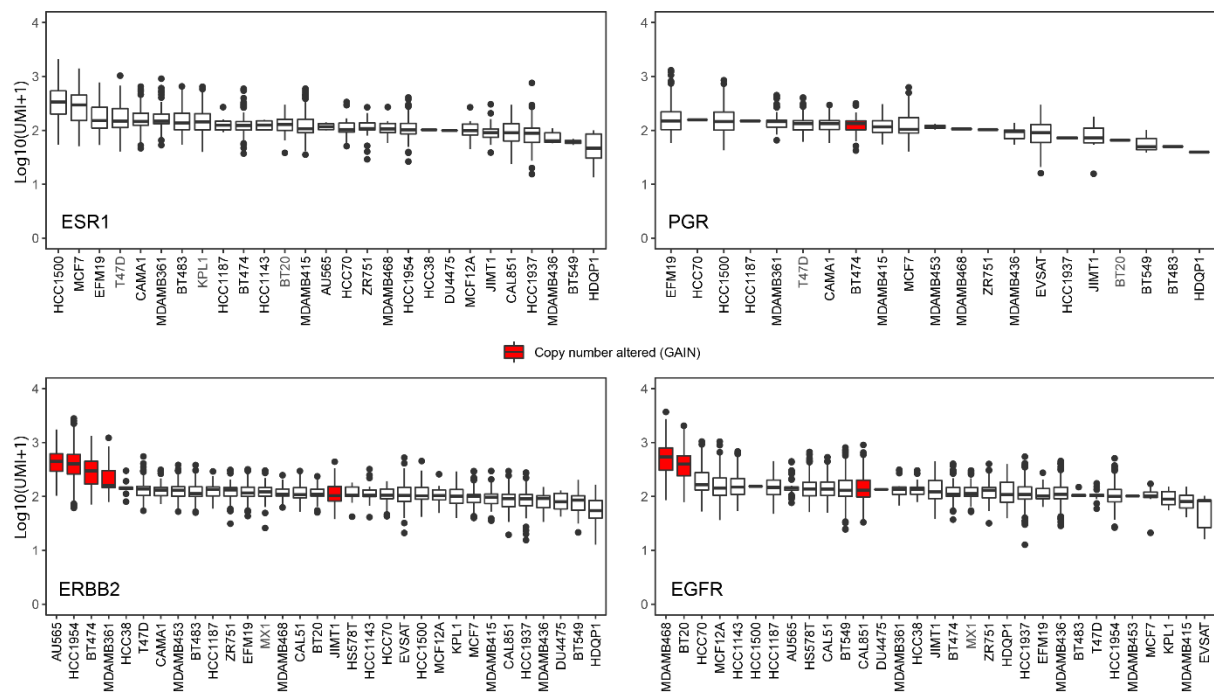

Supplementary Figure 17 – BC receptor expression level is substantially the same across cells expressing it. For each cell-line, the average expression of the indicated biomarker was estimated only among the cells expressing it. In red we highlighted those cell-lines with a copy number gain of the biomarker as reported in the COSMIC database.

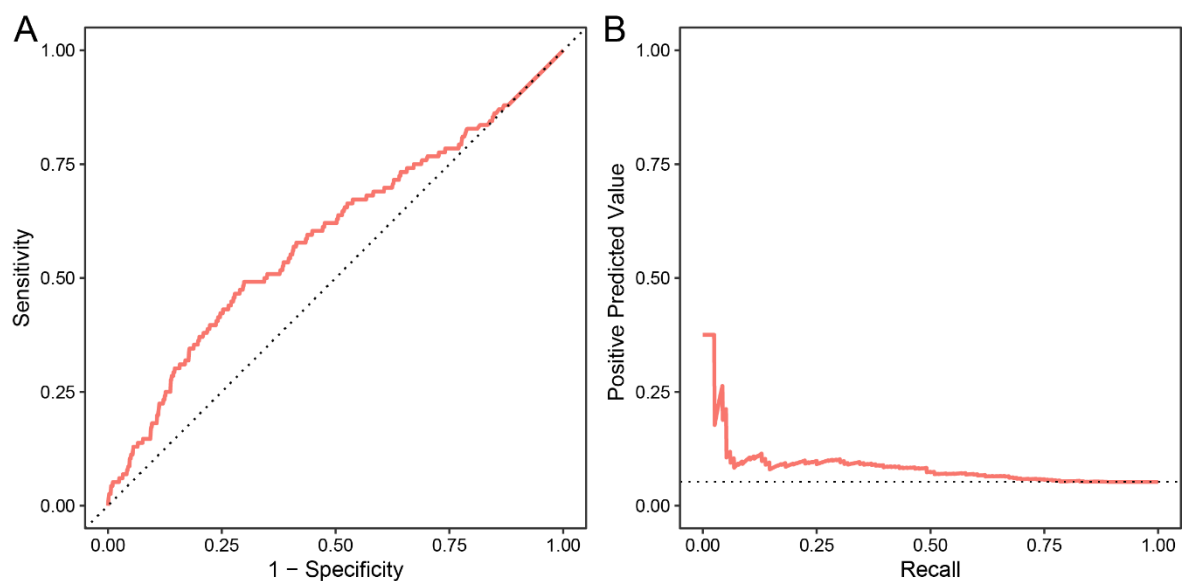

Supplementary Figure 18 – DREEP validation using GDSC golden standard. Performance of DREEP in predicting drug sensitivity of 32 cell lines in the atlas to 86 drugs whose drug potency was estimated in the GDSC study in terms of IC₅₀. **(A)** ROC-curve ; **(B)** PPV (Positive Predicted Value) – Recall curve. Dashed line represents the performance of a random algorithm.

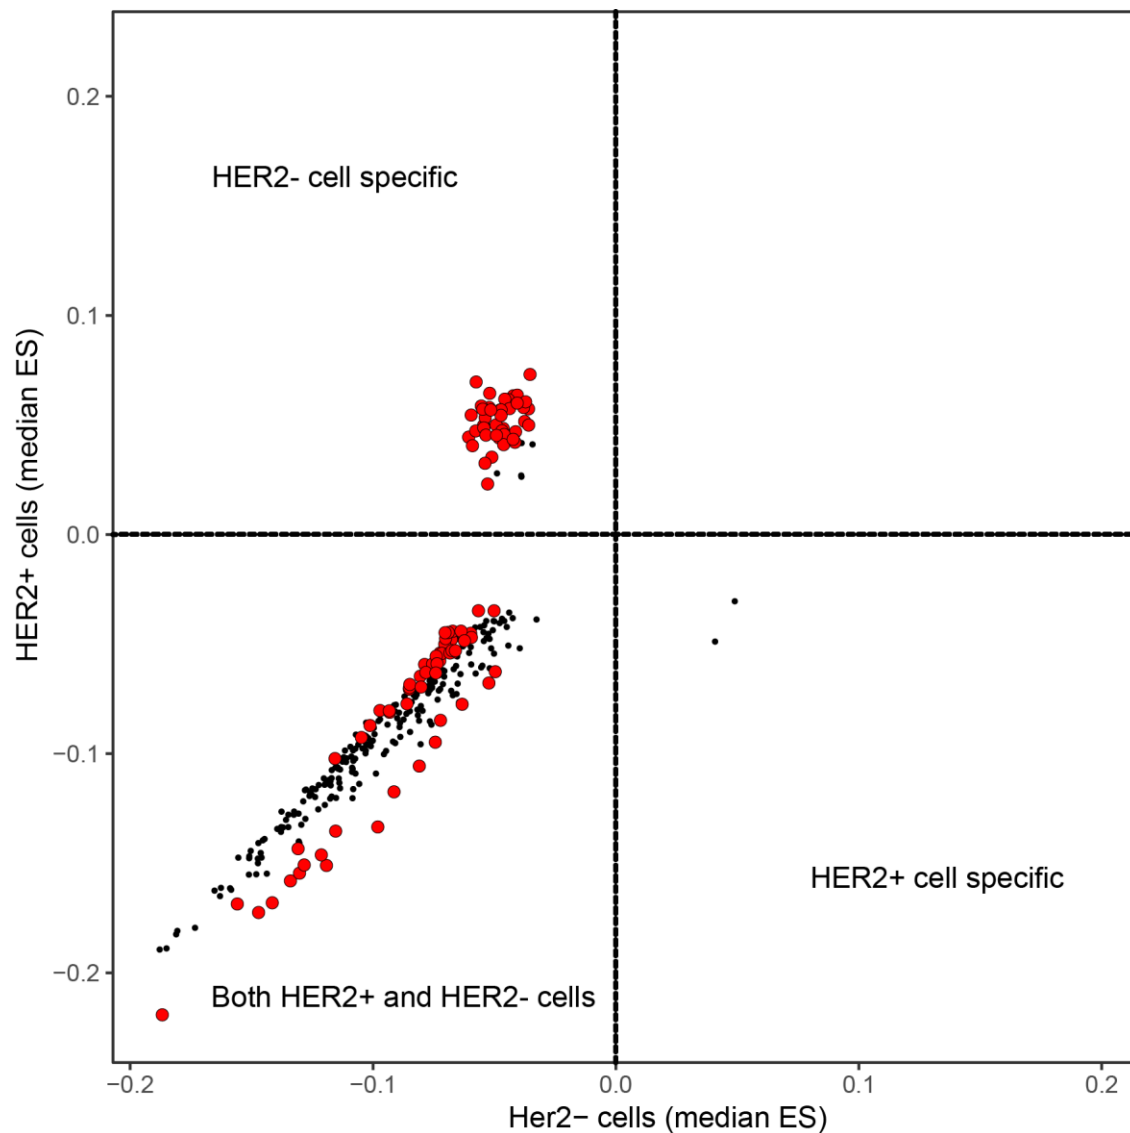

Supplementary Figure 19 – Drug sensitivity prediction using DREEP on HER2+ and HER2- cells in the MDAMB361 cell-line. Each point represents one drug whose coordinates are the median enrichment score predicted by DREEP for the drug in ERBB2 deficient cells (HER2-) [*x-axis*] and in ERBB2 expressing cells (HER2+) [*y-axis*]. The more negative the value of the enrichment score, the more potent is the predicted drug effect. The drugs with a significant enrichment score in at least one of the two subpopulations (FDR<0.01) are indicated in red. Source data are provided in a Source data file.

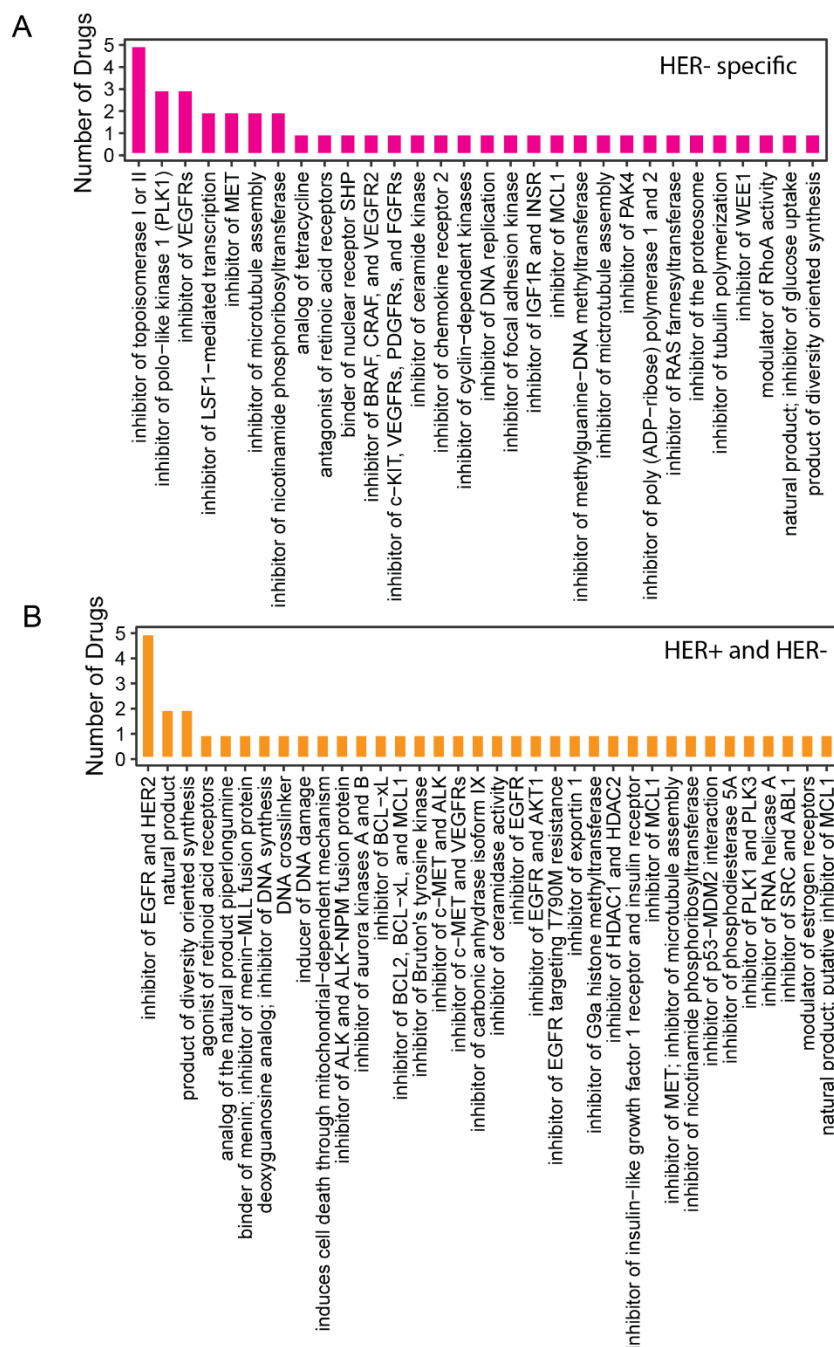

Supplementary Figure 20 – Classification of drugs predicted by the DREEP algorithm to specifically inhibit growth of the HER2- subpopulation or both HER2+ and HER2- cell populations in MDAMB361 cells. (A) Drugs predicted to significantly inhibit the growth of HER2- cells in the MDAMB361 cells were grouped according to their cognate targets. **(B)** Drugs predicted to significantly inhibit the growth of both HER2- and HER2+ cells in the MDAMB361 cells were grouped according to their cognate targets.

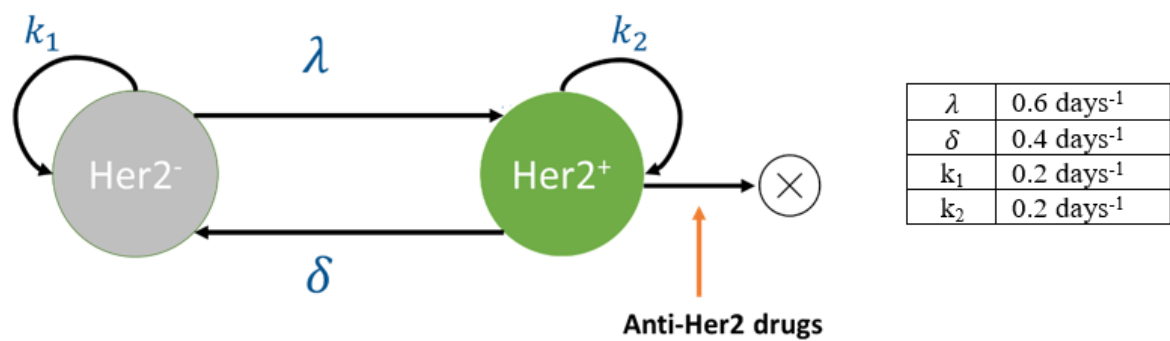

Supplementary Figure 21 – A two state model of interconversion of MDAMB361 cells.
 A two-state model of interconversion of MDAMB361 cells with arrows indicating reactions occurring at the rates reported on the arrow with values in the table.

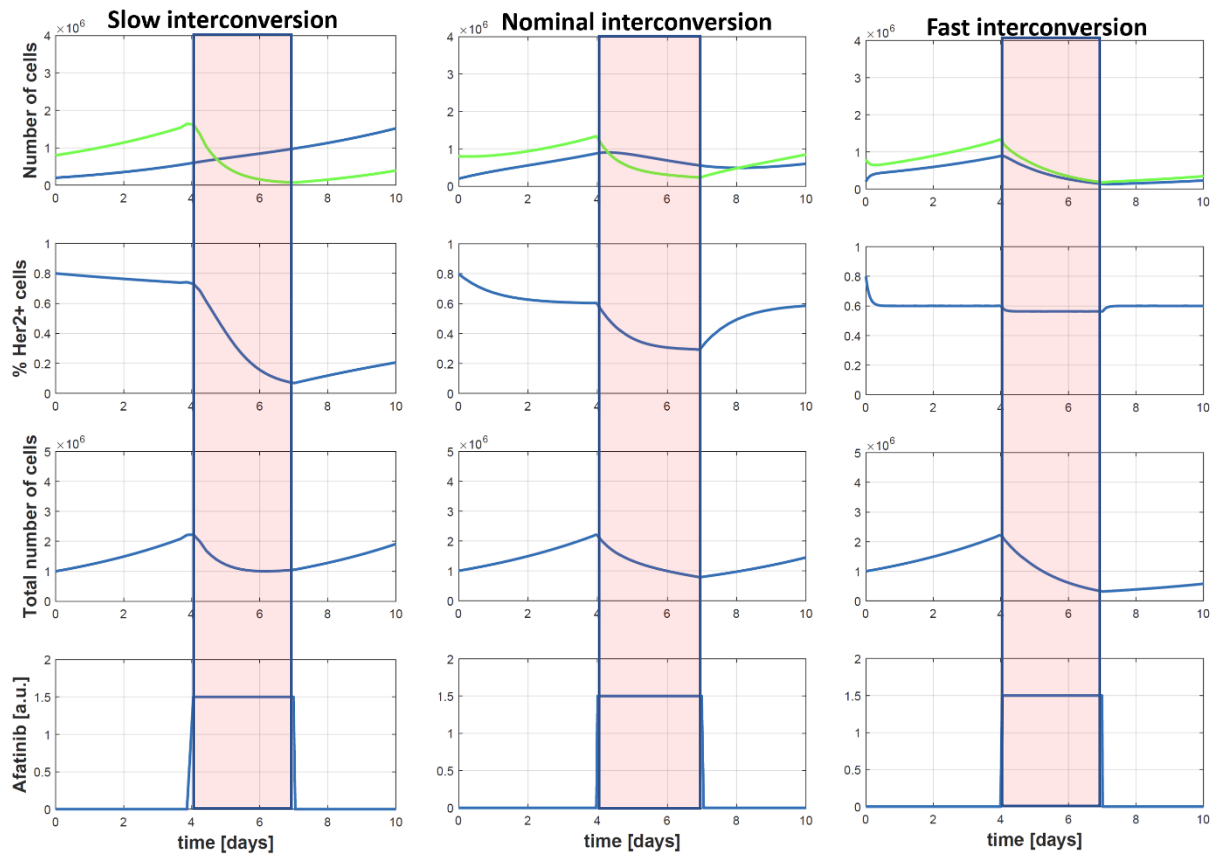

Supplementary Figure 22 – Numerical simulations of the effect of Afatinib on MDAMB361 cell line. Three different sets of parameters' values were used to investigate the effect of changing the interconversion rate on the response of MDMA261 cells to afatinib treatment. Simulations start with a total of 1 million cells, of which 0.8 million Her2+ and 0.2 million Her2-. In the first row, the green line stands for Her2+ cells and the blue line for Her2-cell.

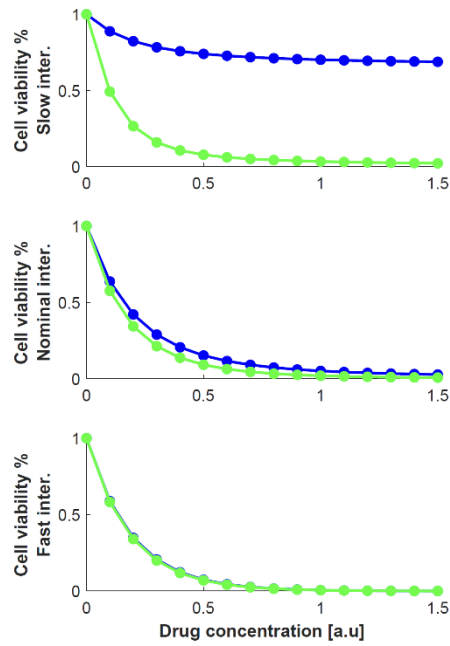

Supplementary Figure 23 – Simulated dose response curve to afatinib for MDAMB361 cells. The simulated cell viability was obtained by setting both the HER2- and HER2+ populations at 5×10^5 cells at simulation time zero and then running the simulation with or without Afatinib at the indicated concentrations for 10 days, and then dividing the resulting number of Her2- cells (resp. Her2+) treated with Afatinib by the number of Her2- cells (resp. Her2+) grown in the absence of Afatinib. Cell viability was simulated for the three different set of parameters' values as in Suppl. Fig. 14. Green line refers to Her2+ cells while the blue line to Her2-cells.

A

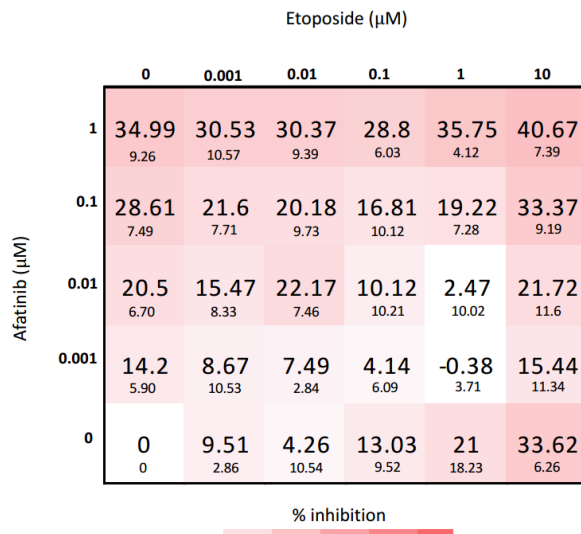

B

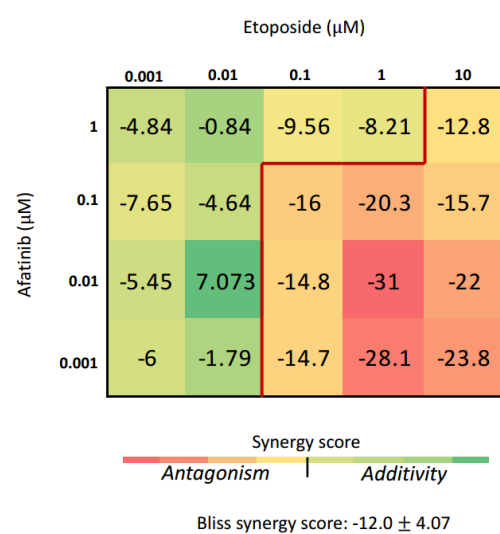

Supplementary Figure 24 - Drug combination assays with the estimated Bliss synergy scores. (A) Grid plot showing the percentage of inhibition (DMSO normalized) of the MDA-MB-361 cells upon 72 hr of either Afatinib or Etoposide treatment as single agent, and in all possible dose combinations (S.D. is the smaller number). (B) Grid plot with the Bliss synergy score estimation at each Afatinib and Etoposide dose pair. Synergy scores at each dose pair and the overall Bliss synergy score (with 95% CI) were computed by SynergyFinder version 2.0.

Supplementary Table 01 – Characteristics of the breast cancer cell-lines sequenced in this study. (A) Official name of the cell line; (B) ER status; (C) PR status; (D) HER2 status (E) BRCA1 mutational status; (F) BC

CCLs	ER	PR	HER2	BRCA1	Subtype	Growth.medium	COSMIC ID	derivation	site	# cell
AU565	-	-	+	WT	H	RPMI 2mM L-<br>Glutamine, 10 %FBS	COSM910704	metastatic<br>site: malignant<br>pleural<br>effusion	ATCC	596
BT20	-	-	-	WT	TNA	MEM 2mM L-Glutamine,<br>10 %FBS	COSM906801	mammary<br>gland/breast	ATCC	638
BT474	+	+	+	WT	LB	DMEM 2mM L-<br>Glutamine, 10 %FBS	COSM946359	mammary<br>gland;<br>breast/duct	ATCC	2158
BT483	+	+/-	-	WT	LA	RPMI 2mM L-<br>Glutamine, 0.01 mg/mL<br>bovine insulin, 20 %FBS	COSM949093	mammary<br>gland; breast	ATCC	385
BT549	-	-	-	WT	TNB	RPMI 2mM L-<br>Glutamine, 10 %FBS	COSM905951	mammary<br>gland; breast	ATCC	2296
CAL51	-	-	-	WT	TNB	DMEM 2mM L-<br>Glutamine, 10 %FBS	COSM910927	metastatic<br>site: pleural<br>effusion	DSMZ	1260
CAL851	-	-	-	WT	TNB	DMEM 2mM L-<br>Glutamine, 10 %FBS,<br>1mM sodium pyruvate	COSM910852	relapsing<br>invasive<br>galactophoric<br>breast<br>adenocarcino<br>ma	DSMZ	995
CAMA1	+	+/-	-	WT	LA	MEM 2mM L-Glutamine,<br>10 %FBS, 1% NEAA	COSM946382	metastatic<br>site: pleural<br>effusion	ATCC	823
DU4475	-	-	-	WT	TNA	RPMI 2mM L-<br>Glutamine, 20 %FBS	COSM906844	metastatic<br>site: skin<br>carcinoma	ATCC	415
EFM19	+	+	-	ND	LA	RPMI 2mM L-<br>Glutamine, 10 %FBS	COSM906851	metastatic<br>site: pleural<br>effusion	DSMZ	1316
EVSAT	-	+/-	+	ND	H	MEM 2mM L-Glutamine,<br>10 %FBS, 25 mM<br>HEPES	NA	metastatic<br>site: malignant<br>ascitic<br>effusion	DSMZ	441
HCC1143	-	-	-	ND	TNA	RPMI 2mM L-<br>Glutamine, 20 %FBS	COSM749710	mammary<br>gland;<br>breast/duct	ATCC	1280
HCC1187	-	-	-	ND	TNA	RPMI 2mM L-<br>Glutamine, 10 %FBS	COSM749711	mammary<br>gland; breast	ATCC	1147
HCC1500	+	+/-	-	ND	LA	RPMI 2mM L-<br>Glutamine, 10 %FBS	NA	mammary<br>gland;<br>breast/duct	ATCC	615
HCC1937	-	-	-	MU	TNA	RPMI 2mM L-<br>Glutamine, 10 %FBS	COSM749714	mammary<br>gland;<br>breast/duct	ATCC	1028
HCC1954	-	-	+	WT	H	RPMI 2mM L-<br>Glutamine, 10 %FBS	COSM749709	mammary<br>gland;<br>breast/duct	ATCC	1623
HCC38	-	-	-	ND	TNB	RPMI 2mM L-<br>Glutamine, 10 %FBS	COSM749717	mammary<br>gland;<br>breast/duct	ATCC	629
HCC70	-	-	-	WT	TNA	RPMI 2mM L-<br>Glutamine, 10 %FBS	COSM907048	mammary<br>gland;<br>breast/duct	ATCC	2818

HDQP1	-	-	-	MU	TNB	DMEM 2mM L-<br>Glutamine, 10 %FBS	NA	primary ductal<br>infiltrating<br>breast<br>carcinoma	DSMZ	110
HS578T	-	-	-	WT	TNB	RPMI 2mM L-<br>Glutamine, 10 %FBS	COSM905957	mammary<br>gland/breast	ATCC	879
JIMT1	-	-	+	ND	H	DMEM 2mM L-<br>Glutamine, 10 %FBS	NA	metastatic<br>site: pleural<br>effusion	DSMZ	568
KPL1	+	-	-	ND	LA	DMEM 2mM L-<br>Glutamine, 10 %FBS	NA	metastatic<br>site: pleural<br>fluid	DSMZ	942
MCF12A	-	-	-	ND	Basal-like	DMEM/F12 - 1:1 mixture<br>of Dulbecco's Modified<br>Eagle Medium and<br>Nutrient Mixture F-12,<br>20 ng/mL EGF, 0.03 µM<br>ITS, 10% FBS	NA	mammary<br>gland; non-<br>tumorigenic,<br>fibrocystic<br>breast<br>disease	ATCC	1744
MCF7	+	+	-	WT	LA	MEM 2mM L-Glutamine,<br>10 %FBS, 1% NEAA	COSM905946	metastatic<br>site: pleural<br>effusion	ATCC	839
MDAMB361	+	+/-	+	WT	LB	RPMI 2mM L-<br>Glutamine, 20 %FBS	COSM908121	metastatic<br>site: brain	ATCC	753
MDAMB415	+	+/-	-	WT	LA	RPMI 2mM L-<br>Glutamine, 10 %FBS,<br>10 µg/mL insulin, 10<br>µg/mL glutathione, 15%<br>FBS	COSM924240	metastatic<br>site: pleural<br>effusion	ATCC	877
MDAMB436	-	-	-	MU	TNA	RPMI 2mM L-<br>Glutamine, 10 %FBS	COSM1240172	metastatic<br>site: pleural<br>effusion	ATCC	2821
MDAMB453	-	-	+	WT	H	RPMI 2mM L-<br>Glutamine, 10 %FBS	COSM908122	metastatic<br>site:<br>pericardial<br>effusion	ATCC	1119
MDAMB468	-	-	-	WT	TNA	RPMI 2mM L-<br>Glutamine, 10 %FBS	COSM908123	metastatic<br>site: pleural<br>effusion	ATCC	1573
MX1	-	-	-	WT	TNB	DMEM/F12 - 1:1 mixture<br>of Dulbecco's Modified<br>Eagle Medium and<br>Nutrient Mixture F-12, 2<br>mM L-Glutamine, 10%<br>FBS	NA	originated<br>from primary<br>breast cancer.<br>Primary<br>xenotransplan<br>t from an<br>infiltrating duct<br>carcinoma	NIH-DCTD	820
T47D	+	+	-	WT	LA	RPMI 2mM L-<br>Glutamine, 10 %FBS, 1<br>mM sodium pyruvate, 10<br>mM HEPES	COSM905945	metastatic<br>site: pleural<br>effusion	ATCC	825
ZR751	+	+/-	-	WT	LA	RPMI 2mM L-<br>Glutamine, 10 %FBS	NA	metastatic<br>site: ascites	ATCC	943

Supplementary Table 02 – STR profiling by means of the AmpFISTR Identifier Plus PCR Amplification kit (Applied Biosystems). (A) official name of the cell line; (B) ER status; (C)-(T) markers analyzed with the AmpFISTR Identifier Plus PCR Amplification kit; (U) markers used for cell line profiling and (V) the similarity score obtained.

CELL LINE	External Reference	AMEL	CSF1PO	D13S317	D16S539	D18S51	D19S433	D21S11	D2S1338	D3S1358	D5S818	D7S820	D8S1179	FGA	TH01	TPOX	VWA	PENTAD	PENTAE	Loci used for comparison	Similarity Score
AU-565		20 20	12 12	11 12	9 9	10 13	14 14	30 30.2	20 25	17 17	9 12	9 12	12 12	20 20	8 9	8 11	17 17				
	GNE_1	20 20	12 12	11 11	9 9	10 13		30 30.2		17 17	9 12	9 12	12 12	20 20	8 9	8 11	17 17	9 12	10 11	14	96.4
	GNE_2	20 20	12 12	11 12	9 9	10 13		30 30.2		17 17	9 12	9 12	11 12	20 20	8 9	8 11	17 17	9 12	10 11	14	96.4
BT-20		20 20	12 12	11 11	11 14	17 17	15 15	28 29	19 19	17 17	12 12	10 10	12 12	22 24	7 9.3	11 11	16 17				
	ATCC_DB	20 20	12 12	11 11	11 14					12 12	10 10			7 9.3	11 11	16 17				9	100
	GNE	20 20	12 12	11 11	11 11	17 17		28 29		17 17	12 12	10 10	12 12	22 24	7 9.3	11 11	16 17	10 11	11 13	14	96.4
BT-474		20 20	10 11	11 11	9 11	13 18	14 14.2	28 32.2	19 19	17 17	11 13	9 12	10 12	22 25	7 7	8 8	15 16				
	GNE	20 20	10 11	11 11	9 11	13 18	14 17	28 32.2	19 19	17 17	11 13	9 12	10 12	22 25	7 7	8 8	15 16	9 14	5 5	16	96.9
BT-483		20 20	9 12	8 12	11 12	13 15	14 15	30 30.2	17 23	14 17	11 11	9 10	15 15	23 26	5 9.3	11 11	17 17				
	ATCC_db	20 20	9 12	8 12	11 12					11 11	9 10			5 9.3	11 11	17 17				9	100
	GNE	20 20	9 12	8 12	11 12	13 15		30 30.2		14 17	11 11	9 10	15 15	23 26	5 9.3	8 11	17 17	9 11	14 20	14	96.4
BT-549		20 20	10 12	11 11	8 8	15 15	15.2 15.2	32.2 32.2	17 17	18 18	11 11	9 10	14 16	19 19	9.3 9.3	8 8	15 15				
	CLS_DB	20 20	10 12	11 11	8 8	15 15	15.2 15.2	32.2 32.2	17 17	18 18	11 11	9 10	14 16	19 19	9.3 9.3	8 8	15 15			16	100
	GNE	20 20	10 12	11 11	8 8	15 15		32.2 32.2		18 18	11 11	9 10	14 16	19 19	9.3 9.3	8 8	15 15	13 13	14	14	100
CAL-51		20 20	11 12	11 13	11 13	15 16 17	12 14	31 32	23 24	16 17	12 13	7 12	14 14	22 23	7 7	8 9	18 18				
	GNE	20 20	11 12	11 13	11 13	15 17		31 32		16 17	12 13	7 12	14 14	22 23	7 7	8 9	18 18	10 14	7 12	14	98.2
CAL-85-1		20 20	12 12	11 11	11 13	14 14	14.2 15	30.2 32.2	20 20	16 16	11 11	9 10	15 15	24 24	6 6	8 11	18 18				
	GNE	20 20	12 12	11 11	11 13	14 14		30.2 32.2		16 16	11 11	9 10	15 15	24 24	6 6	8 11	18 18	9 9	11 11	14	100
CAMA-1		20 20	10 12	12 12	11 11	14 15	13 13	32.2 32.2	17 21	18 18	12 13	8 11	12 13	19 25	8 9.3	8 8	15 15				
	GNE	20 20	10 12	12 12	11 11	14 15		32.2 32.2		18 18	12 13	8 11	12 13	19 25	8 9.3	8 8	15 15	10 11	12 14	14	100
DU-4475		20 20	9 12	11 14	11 12	14 16	14 14	29 31.2	20 25	14 16	11 11	9 10	10 13	22 25	6 8	8 8	17 17				
	GNE	20 20	9 12	11 14	11 12	14 16		29 31.2		14 16	11 11	9 10	10 13	22 25	6 8	8 8	17 17	13 14	7 13	14	100
EFM-19		20 20	9 9	8 12	11 12	13 13	12 14	28 28	19 20	18 18	11 11	9 9	13 14	22 22	7 8	8 12	14 14				
	GNE	20 20	9 9	8 12	11 12	13 13		28 28		18 18	11 11	9 9	13 14	22 22	7 8	8 12	14 14	9 13	13 14	14	100
EVSA-T		20 20	11 12	11 12	9 9	12 17	13 13	30 31.2	24 24	14 17	12 13	10 12	16 16	21 24 25	6 6	8 8	15 16				
	DSMZ_DB	20 20	11 12	11 12	9 9					12 13	10 12			6 6	8 8	15 16				9	100
	GNE	20 20	11 12	12 12	9 9	12 17		30 31.2		14 17	12 13	10 12	16 16	21 24 25	6 6	8 8	15 16	12 14	12 16	14	96.6
HCC-1143		20 20	10 10	12 12	11 13	14 17	13 16.2	30.2 30.2	20 23	16 16	11 11	12 12	13 13	21 21	9.3 9.3	12 12	16 16				
	GNE	20 20	10 10	12 12	11 13	14 14		30.2 30.2		16 16	11 11	12 12	13 13	21 21	9.3 9.3	12 12	16 16	8 8	10 10	14	96.4
HCC1187		20 20	13 13	11 11	10 10	17 17		29 30		15 15	12 12	8 11	11 11	23 23	6 6	8 8	19 19	11 11	16 16		
	GNE	20 20	13 13	11 11	10 10	17 17		29 30		15 15	12 12	8 11	11 11	23 23	6 6	8 8	19 19	11 11	16 16	16	100
HCC1500		20 20	10 10	10 10	9 10	13 16	13 13	27 30	18 23	15 15	11 13	11 11	13 14	23 23	9 9	8 8	13 16				
	GNE	20 20	10 10	10 10	9 10	13 13		27 30		15 15	11 13	11 11	13 14	23 23	9 9	8 8	13 16	2 2 5	7 7	14	96.4
HCC1937		20 20	12 12	13 13	13 14	12 12	14 15	28 28	25 25	18 18	12 12	9 10	12 13	20 22	6 6	11 11	16 17				
	GNE	20 20	12 12	13 13	13 14	12 12		28 28		18 18	12 12	9 10	12 13	20 22	6 6	11 11	16 17	9 9	13 13	14	100
HCC1954		20 20	10 10	8 9	9 11	14 18		28 32.2		15 16	11 11	10 11	12 15	22 23	6 7	8 9	18 19	9 12	12 16		
	GNE	20 20	10 10	8 9	9 11	14 18		28 32.2		15 16	11 11	10 11	12 15	22 23	6 7	8 9	18 19	9 12	12 16	16	100
HCC38		20 20	12 12	12 14	10 14	15 15	13 15	27 28	17 19	18 18	9 9	10 10	8 10	24 24	9.3 9.3	9 12	16 17				
	GNE	20 20	12 12	12 14	10 14	15 15		27 28		18 18	9 9	10 10	8 10	24 24	9.3 9.3	9 12	16 17	9 9	5 11	14	100
HCC70		20 20	10 14	12 12	9 13	13 16		30 30		16 17	12 13	10 11	13 13	19.2 24	9 9	10 10	13 15	10 10	9 16		
	ATCC_DB	20 20	10 14	12 12	9 13					12 13	10 11			9 9	10 10	13 15				9	100
	GNE	20 20	10 14	12 12	13 13	13 16		30 30		16 17	13 13	10 11	13 13	19.2 24	9 9	9 10	13 15	10 10	9 16	16	90.6
HDQ-P1		20 20	11 11	12 12	11 11	13 13	13 13	29 29	17 17	15 15	11 11	11 12	12 15	22 22	9.3 9.3	8 8	16 18				
	GNE	20 20	11 11	12 12	11 11	13 13		29 29		15 15	11 11	11 12	12 15	22 22	9.3 9.3	8 8	16 18	11 11	11 13	14	96.4
Hs-578-T		20 20	13 13	11 11	9 12	16 16	14 15	29 32.2	17 26	16 17	11 11	10 10	13 13	23 24	9 9.3	8 8	17 17				
	GNE	20 20	13 13	11 11	9 12	16 16		29 32.2		16 17	11 11	10 10	13 13	23 24	9 9.3	8 8	17 17	8 13	13 14	14	100
	Lorenzi_paper	20 20	13 13	11 11	9 12	16 16	14 15	29 32.2	17 26	16 17	11 11	10 10	13 13	23 24	9 9.3	8 8	17 17			16	100

JIMT-1		20 20	12 13	8 13	11 11	10 10	12 13	27 31.2	24 24	18 18	12 13 14	12 12	10 13	21 23	7 7	8 8	18 18					
	GNE	20 20	12 13	8 13	11 11	10 10		27 31.2		18 18	12 13 14	12 12	10 13	21 23	7 7	8 8	18 18	9 12	7 19		14	100
KPL-1		20 20	10 10	11 11	11 12	14 14	13 14	30 30	21 23	16 16	11 12	8 9	10 14	23 25	6 6	9 12	14 15					
	DSMZ_DB	20 20	10 10	10 11	11 12						11 12	8 9			6 6	9 12	14 15				9	94.4
MCF-12A		20 20	10 11	9 11	9 12	18 18	13 15	28 30	19 19	16 18	11 13	8 11	10 13	23 26	7 7	8 8	18 18					
	DSMZ_DB	20 20	10 11	9 11	9 12						11 13	8 11			7 7	8 8	18 18				9	100
MCF7		20 20	10 10	11 11	11 12	14 14	13 14	30 30	21 23	16 16	11 12	8 9	10 14	23 25	6 6	9 12	14 15					
	GNE	20 20	10 10	11 11	11 12	14 14		30 30		16 16	11 12	8 9	10 14	23 25	6 6	9 12	14 15	12 12	7 12		14	100
	Lorenzi_paper	20 20	10 10	11 11	11 12	14 14	13 14	30 30	21 23	16 16	11 12	8 9	10 14	23 25	6 6	9 12	14 15				16	100
MDA-MB-361		20 20	12 12	11 11	11 12	12 15	12.2 14	30 32.2	19 20	16 16	10 11	9 12	15 15	20 24	9.3 9.3	8 11	17 17					
	GNE	20 20	12 12	11 11	11 12	12 15		30 32.2		16 16	10 11	9 12	15 15	20 24	9.3 9.3	8 11	17 17	12 13	8 14		14	100
MDA-MB-415		20 20	10 12	11 13	12 13	13 13		27 28		17 17	11 13	9 10	8 12	22 22	7 9.3	8 8	17 17	9 10	7 16			
	GNE	20 20	10 12	11 13	13 13	13 13		27 28		17 17	11 13	9 10	8 12	22 22	7 9.3	8 8	17 17	9 10	7 16		16	96.9
MDA-MB-436		20 20	12 12	10 10	9 11	12 12	13 13	30 31.2	23 23	18 18	13 13	10 10	10 14	24 24	9.3 9.3	8 8	14 20					
	ATCC_DB	20 20	12 12	10 10	9 11						13 13	10 10			9.3 9.3	8 8	14 20				9	100
	GNE	20 20	12 12	10 10	9 9	12 12		30 31.2		18 18	13 13	10 10	10 14	24 24	9.3 9.3	8 8	14 20	9 9	10 12		14	96.4
MDA-MB-453		20 20	10 12	12 12	9 9	15 20	13 14	29 31	23 24	15 15	11 11	10 10	10 12	18 23	6 6	10 10	17 18					
	GNE	20 20	10 12	12 12	9 9	15 20		29 31		15 15	11 11	10 10	10 12	18 23	6 6	10 10	17 18	9 10	11 11		14	100
MDA-MB-468		20 20	12 12	12 12	9 9	17 17		27 28		15 15	12 12	8 8	13 13	23 23	7 7	8 9 10	18 18	8 10	5 5			
	GNE	20 20	12 12	12 12	9 9	17 17		27 28		15 15	12 12	8 8	13 13	23 23	7 7	8 9	18 18	8 10	5 5		16	98.5
MX-1		20 20	11 11	11 11	12 12	12 16		29 32		15 15	12 12	11 11	11 11	20 20	7 9	8 8	17 17	9 11	14 14			
	GNE	20 20	11 11	11 11	12 12	12 16		29 32		15 15	12 12	11 11	11 11	20 20	7 9	8 8	17 17	6 9 11	14 14		16	98.5
T47D		20 20	11 13	12 12	10 10	17 17	14 14	28 31	24 24	15 17	12 12	11 11	13 13	23 23	6 6	11 11	14 14					
	GNE	20 20	11 13	12 12	10 10	17 17		28 31		15 17	12 12	11 11	13 13	23 23	6 6	11 11	14 14	10 12	7 14		14	100
	Lorenzi_paper	20 20	11 13	12 12	10 10	17 17	14 14	28 31	24 24	15 17	12 12	11 11	13 13	23 23	6 6	11 11	14 14				16	100

Supplementary Table 03 – Gene Set Enrichment Analysis (GSEA) for the basal gene signature across sequenced cell-lines. (A) Official name of the cell line; (B) Breast cancer subtype; (C) p-value of the Enrichment Score as reported by GSEA (D) False Discovery Rate (Benjamini-Hochberg); (E) Enrichment score reported by GSEA.

ccl	type	pval	FDR	ES
MCF12A	Basal-like	1E-10	3.2E-09	0.779692
HCC70	TNA	2.76E-09	4.41E-08	0.757287
HCC1500	LA	2.67E-08	2.84E-07	-0.70047
MDAMB46	TNA	5.38E-06	4.31E-05	0.644507
EVSAT	H	0.000101	0.000645	-0.58903
MDAMB45	H	0.000173	0.000925	-0.59646
CAL851	TNB	0.000583	0.002666	0.594522
BT549	TNB	0.000938	0.003751	-0.5503
HCC1143	TNA	0.001419	0.005044	0.55508
HCC1937	TNA	0.003336	0.010676	0.550628
MDAMB36	LB	0.006185	0.017992	-0.51439
BT483	LA	0.009575	0.025532	-0.50704
CAMA1	LA	0.011446	0.025907	-0.50594
MCF7	LA	0.010899	0.025907	-0.48215
MX1	TNB	0.012144	0.025907	0.465368
BT20	TNA	0.022318	0.044636	0.459129
HCC1187	TNA	0.024195	0.045543	0.43431
T47D	LA	0.03517	0.062525	-0.43532
HCC1954	H	0.037147	0.062564	0.467783
KPL1	LA	0.03974	0.063585	-0.43366
BT474	LB	0.049505	0.075436	-0.44929
EFM19	LA	0.100939	0.14682	-0.3772
CAL51	TNB	0.141491	0.196858	-0.38661
DU4475	TNA	0.218147	0.290862	-0.35029
ZR751	LA	0.24238	0.310247	-0.34939
MDAMB43	TNA	0.414286	0.50989	-0.2988
JIMT1	H	0.497561	0.589702	0.323361
HDQP1	TNB	0.606591	0.67931	0.319407
HS578T	TNB	0.615625	0.67931	-0.26047
MDAMB41	LA	0.90843	0.968992	0.202724
AU565	H	0.990333	1	-0.1597
HCC38	TNB	1	1	0.118846

Supplementary Table 04 – ANOVA test for each of the 22 scRNA-seq biomarker genes across 937 TCGA patients as reported in Figure 2D. (A) Official gene symbol; (B) p-value of the ANOVA test for each of the 22 cluster biomarkers across the 937 TCGA patients as reported in Figure 2D; (C) False Discovery Rate [Benjamini-Hochberg]

Official Gene Symbol	p-value	FDR
TCF7	2.72099E-19	3.74136E-19
DHRS2	1.15188E-39	3.6202E-39
CCL2	1.13187E-13	1.31059E-13
HSD17B1	1.99142E-10	2.19056E-10
SCGB2A2	3.61171E-46	1.32429E-45
H2BC11	1.10001E-36	3.02503E-36
KLK10	2.80751E-63	2.05884E-62
CLCA2	5.53541E-54	3.04447E-53
BCAS3	3.19593E-28	5.8592E-28
MAGEA4	1.20041E-34	2.40083E-34
XAGE2	6.74841E-35	1.48465E-34
SPON2	2.62598E-14	3.20953E-14
PIP	1.05237E-53	4.63042E-53
PDPN	1.65105E-08	1.72967E-08
ACTG2	1.23233E-35	3.01237E-35
COL1A2	6.82624E-22	1.00118E-21
PLCXD3	1.29093E-22	2.0286E-22
IRS2	9.69104E-17	1.25413E-16
APOD	1.06139E-24	1.79621E-24
S100A2	1.56758E-65	1.72434E-64
PSPHP1	0.000116267	0.000116267
DRAIC	2.54488E-98	5.59873E-97

Supplementary Table 05 – MX-1 and Hs578T sensitivity to cisplatin: (A) Assayed cell line name, or background well; (B) Biological replicate number; (C) Drug used for treatment or DMSO negative control; (D) Drug concentration or DMSO %; (E) Measured luminescence intensity following 72h treatment. Luminescence level is a measured of cell viability as assessed by Promega CellTiter-Glo® Luminescent Cell Viability Assay and measured by the GloMax® Discover instrument from Promega.

Sample	Replicate	Treatment	Concentration_	Luminescence_intensity
Hs578T	1	DMSO	DMSO 0.2%	200200
Hs578T	2	DMSO	DMSO 0.2%	170800
Hs578T	3	DMSO	DMSO 0.2%	188600
Hs578T	1	cisplatin	20	2920
Hs578T	2	cisplatin	20	3531
Hs578T	3	cisplatin	20	3310
Hs578T	1	cisplatin	10	6452
Hs578T	2	cisplatin	10	5481
Hs578T	3	cisplatin	10	5872
Hs578T	1	cisplatin	1	84680
Hs578T	2	cisplatin	1	87150
Hs578T	3	cisplatin	1	99280
Hs578T	1	cisplatin	0.1	102100
Hs578T	2	cisplatin	0.1	101400
Hs578T	3	cisplatin	0.1	107300
Hs578T	1	cisplatin	1	108300
Hs578T	2	cisplatin	1	103100
Hs578T	3	cisplatin	1	98860
MX-1	1	DMSO	DMSO 0.2%	288300
MX-1	2	DMSO	DMSO 0.2%	277600
MX-1	3	DMSO	DMSO 0.2%	278400
MX-1	1	cisplatin	20	135800
MX-1	2	cisplatin	20	192200
MX-1	3	cisplatin	20	176100
MX-1	1	cisplatin	10	224800
MX-1	2	cisplatin	10	218800
MX-1	3	cisplatin	10	180100
MX-1	1	cisplatin	1	267500
MX-1	2	cisplatin	1	283600
MX-1	3	cisplatin	1	276300
MX-1	1	cisplatin	0.1	263700
MX-1	2	cisplatin	0.1	267300
MX-1	3	cisplatin	0.1	273500
MX-1	1	cisplatin	1	268700
MX-1	2	cisplatin	1	248800
MX-1	3	cisplatin	1	285800
background	1	no	no	40

background	2	no	no	60
background	3	no	no	50

Supplementary Table 06 – PAM50 classification of pseudobulk of 5 TNBC patients. (A) Patient identifier; (B-D) Probability according to PAM50 of the sample to be of the Basal Breast Cancer subtype [B], HER2-enriched [C], Luminal A [D] and Luminal B [E]. in red the highest probability for each patient

Patient ID	BRCA_Basal	BRCA_Her2	BRCA_LumA	BRCA_LumB
TNBC1	0.9944	0.0005	0.0049	0.0002
TNBC2	0.9925	0.0005	0.0065	0.0005
TNBC3	0.9969	0.0004	0.0018	0.0009
TNBC4	0.9874	0.0004	0.0118	0.0003
TNBC5	0.0422	0.4750	0.2296	0.2532

Supplementary Table 07 – Expected heterogeneity in the expression of the 4 Breast Cancer biomarker genes assuming a Poisson sampling of single cell sequencing data. For each cell line, we computed an empirical p-value for each of the four biomarkers, by randomly sampling from N (number of cells in the cell line) Poisson distributions using the estimated lambdas as described in the Methods. We obtained a “simulated” vector of counts, from which we computed the proportion of zero counts. This process was repeated 10,000 times to obtain an empirical distribution of the proportion of zero counts, which we then used to compute the empirical p-value. (A) Official name of the cell line; (B) ESR1 p-value; (C) PGR p-value; (D) ERBB2 p-value (E) EGFR p-value.

ccl	ESR1.pval	PGR.pval	ERBB2.pval	EGFR.pval
CAL51	0	0	0.4221	0.0004
HS578T	0	0	0.3459	0.1145
EFM19	0	0	0.3818	0.155
MX1	0	0	0.4071	0.2169
HCC1500	0	0	0.5949	0.3689
KPL1	0.0025	0	0.2875	0.4424
HCC1954	0.1349	0	0.0017	0.0693
CAL851	0.3116	0	0.2654	0.0001
HCC38	0.366	0	0.3184	0.3954
DU4475	0.378	0	0.463	0.3671
MCF12A	0.3932	0	0.4401	0.0009
AU565	0.4357	0	0.1025	0.3805
HCC1143	0.4606	0	0.3826	0.0061
MCF7	0	0.0001	0.4122	0.3593
T47D	0	0.03	0.2166	0.4109
MDAMB361	0.0077	0.0357	0.0072	0.4217
MDAMB415	0.0009	0.0663	0.324	0.4321
BT474	0.026	0.1206	0.002	0.1014
EVSAT	0	0.1781	0.3659	0.4796
CAMA1	0.0741	0.2519	0.3151	0
JIMT1	0.2124	0.3299	0.4211	0.0021
BT483	0	0.3611	0.2603	0.3347
MDAMB468	0.4116	0.3684	0.4634	0
ZR751	0.4194	0.3707	0.3085	0.1429
HCC70	0.3912	0.3709	0.4841	0.0724
HDQP1	0.4929	0.3731	0.7233	0.0083
BT20	0.1466	0.3736	0.2018	0
HCC1187	0.3141	0.4089	0.4323	0.0134
MDAMB453	0	0.4091	0.4773	0.3695
HCC1937	0.0808	0.4092	0.459	0.0329
BT549	0.4081	0.4249	0.4408	0.1796
MDAMB436	0.4412	0.4645	0.5501	0.0217

Supplementary Table 08 – Drug sensitivity curves of MDAMB361, HCC38 and AU565 cell-lines: (A) Assayed cell line or background well. In background wells no cells were seeded in ; (B) Biological replicate number; (C) Drug used for treatment or DMSO negative control; (D) Drug concentration or DMSO %. The DMSO % of the negative control was standardized to the DMSO % of the highest drug concentration of each drug treatment; (E) Measured luminescence intensity following 72h treatment. Luminescence level is a measure of cell viability as assessed by Promega CellTiter-Glo® Luminescent Cell Viability Assay and measured by the GloMax® Discover instrument from Promega.

CCL	replicate	treatment	concentration	intensity
HCC38	1	DMSO	0.10%	225400
HCC38	2	DMSO	0.10%	237500
HCC38	3	DMSO	0.10%	228900
HCC38	1	afatinib	0.001µM	122300
HCC38	2	afatinib	0.001µM	136500
HCC38	3	afatinib	0.001µM	131300
HCC38	1	afatinib	0.01µM	193100
HCC38	2	afatinib	0.01µM	199800
HCC38	3	afatinib	0.01µM	198300
HCC38	1	afatinib	0.1µM	216500
HCC38	2	afatinib	0.1µM	221500
HCC38	3	afatinib	0.1µM	201600
HCC38	1	afatinib	1µM	230300
HCC38	2	afatinib	1µM	234900
HCC38	3	afatinib	1µM	216300
HCC38	1	afatinib	4µM	211100
HCC38	2	afatinib	4µM	223100
HCC38	3	afatinib	4µM	208900
background_for_HCC38	1	no	no	1380
background_for_HCC38	2	no	no	2230
background_for_HCC38	3	no	no	1040
AU565	1	DMSO	0.10%	216000
AU565	2	DMSO	0.10%	204500
AU565	3	DMSO	0.10%	205900
AU565	1	afatinib	0.001µM	24600
AU565	2	afatinib	0.001µM	20590
AU565	3	afatinib	0.001µM	20470
AU565	1	afatinib	0.01µM	50620
AU565	2	afatinib	0.01µM	49000
AU565	3	afatinib	0.01µM	45810
AU565	1	afatinib	0.1µM	63440
AU565	2	afatinib	0.1µM	61510
AU565	3	afatinib	0.1µM	56110
AU565	1	afatinib	1µM	80700
AU565	2	afatinib	1µM	79400

AU565	3	afatinib	1μM	81640
AU565	1	afatinib	4μM	165400
AU565	2	afatinib	4μM	174100
AU565	3	afatinib	4μM	162800
background_for_AU565	1	no	no	520
background_for_AU565	2	no	no	620
background_for_AU565	3	no	no	450
MDA-MB-361	1	DMSO	0.10%	168100
MDA-MB-361	2	DMSO	0.10%	155900
MDA-MB-361	3	DMSO	0.10%	146400
MDA-MB-361	1	afatinib	0.001μM	35610
MDA-MB-361	2	afatinib	0.001μM	31690
MDA-MB-361	3	afatinib	0.001μM	32980
MDA-MB-361	1	afatinib	0.01μM	86210
MDA-MB-361	2	afatinib	0.01μM	85490
MDA-MB-361	3	afatinib	0.01μM	78680
MDA-MB-361	1	afatinib	0.1μM	103600
MDA-MB-361	2	afatinib	0.1μM	99920
MDA-MB-361	3	afatinib	0.1μM	96510
MDA-MB-361	1	afatinib	1μM	109300
MDA-MB-361	2	afatinib	1μM	105700
MDA-MB-361	3	afatinib	1μM	109900
MDA-MB-361	1	afatinib	4μM	116900
MDA-MB-361	2	afatinib	4μM	121100
MDA-MB-361	3	afatinib	4μM	119800
background_for_MDA-MB-361	1	no	no	540
background_for_MDA-MB-361	2	no	no	580
background_for_MDA-MB-361	3	no	no	1070

Supplementary Table 09 – Dose response covers of HER2+ and HER2- FACS-sorted cell subpopulations of MDAMB361 cell-line against etoposide and afatinib: (A) Status of HER2 expression; (B) Biological replicate number; (C) Drug treatment or DMSO negative control ; (D) Drug concentration or DMSO %. The DMSO % of the negative control was standardized to the DMSO % of the highest drug concentration of each drug treatment; (E) Total number of nuclei counted in the well; (F) nuclei count after filtering for artefacts in the image analysis pipeline.

MDA-MB-361 subpopulation	replicate	treatment	conc.	nuclei count	nuclei count filtered
HER2_negative	1	DMSO (negative control for afatinib treatment)	0.10%	630	452
HER2_negative	2	DMSO (negative control for afatinib treatment)	0.10%	1799	1159
HER2_negative	1	afatinib	4µM	943	643
HER2_negative	2	afatinib	4µM	794	519
HER2_negative	3	afatinib	4µM	799	518
HER2_negative	1	afatinib	1µM	860	543
HER2_negative	2	afatinib	1µM	681	489
HER2_negative	3	afatinib	1µM	579	363
HER2_negative	1	afatinib	0.25µM	2414	1095
HER2_negative	2	afatinib	0.25µM	954	646
HER2_negative	3	afatinib	0.25µM	655	435
HER2_negative	1	afatinib	0.06µM	805	434
HER2_negative	2	afatinib	0.06µM	1018	635
HER2_negative	1	afatinib	0.016µM	464	210
HER2_negative	2	afatinib	0.016µM	440	188
HER2_negative	1	DMSO (negative control for etoposide treatment)	0.10%	1177	785
HER2_negative	2	DMSO (negative control for etoposide treatment)	0.10%	1133	733
HER2_negative	3	DMSO (negative control for etoposide treatment)	0.10%	1151	732
HER2_negative	1	etoposide	40µM	1378	744
HER2_negative	2	etoposide	40µM	717	405
HER2_negative	3	etoposide	40µM	443	316
HER2_negative	1	etoposide	10µM	537	338
HER2_negative	2	etoposide	10µM	394	264
HER2_negative	3	etoposide	10µM	420	218
HER2_negative	1	etoposide	2.5µM	467	207

HER2_negative	2	etoposide	2.5µM	728	447
HER2_negative	3	etoposide	2.5µM	487	267
HER2_negative	1	etoposide	0.6µM	429	236
HER2_negative	2	etoposide	0.6µM	639	339
HER2_negative	3	etoposide	0.6µM	559	287
HER2_negative	1	etoposide	0.16µM	500	185
HER2_negative	2	etoposide	0.16µM	420	219
HER2_negative	3	etoposide	0.16µM	322	116
HER2_positive	1	afatinib	0.016µM	1860	588
HER2_positive	2	afatinib	0.016µM	2037	745
HER2_positive	3	afatinib	0.016µM	2401	920
HER2_positive	1	afatinib	0.06µM	3082	1549
HER2_positive	2	afatinib	0.06µM	4000	1971
HER2_positive	3	afatinib	0.06µM	3703	1791
HER2_positive	1	afatinib	0.25µM	4027	2188
HER2_positive	2	afatinib	0.25µM	3816	1881
HER2_positive	3	afatinib	0.25µM	4309	1886
HER2_positive	1	afatinib	1µM	3899	2086
HER2_positive	2	afatinib	1µM	4009	2176
HER2_positive	3	afatinib	1µM	2620	1375
HER2_positive	1	afatinib	4µM	2314	1261
HER2_positive	2	afatinib	4µM	3392	2005
HER2_positive	3	afatinib	4µM	4171	2219
HER2_positive	1	DMSO (negative control for afatinib treatment)	0.10%	5190	2847
HER2_positive	2	DMSO (negative control for afatinib treatment)	0.10%	4133	2305
HER2_positive	3	DMSO (negative control for afatinib treatment)	0.10%	4009	2196
HER2_positive	1	etoposide	0.16µM	2089	791
HER2_positive	2	etoposide	0.16µM	2609	1124
HER2_positive	3	etoposide	0.16µM	2803	1220
HER2_positive	1	etoposide	0.6µM	2349	965
HER2_positive	2	etoposide	0.6µM	2488	939
HER2_positive	3	etoposide	0.6µM	2891	1265
HER2_positive	1	etoposide	2.5µM	3411	1621
HER2_positive	2	etoposide	2.5µM	3843	2020
HER2_positive	3	etoposide	2.5µM	4281	1797
HER2_positive	1	etoposide	10µM	4658	2541
HER2_positive	2	etoposide	10µM	4025	2267
HER2_positive	3	etoposide	10µM	3842	1408
HER2_positive	1	etoposide	40µM	3472	1966
HER2_positive	2	etoposide	40µM	3998	2359

HER2_positive	3	etoposide	40μM	3607	2073
HER2_positive	1	DMSO (negative control for etoposide treatment)	0.10%	3193	1820
HER2_positive	2	DMSO (negative control for etoposide treatment)	0.10%	3197	1832
HER2_positive	3	DMSO (negative control for etoposide treatment)	0.10%	4250	2311

Supplementary Table 10 – Flow cytometry analysis of HER2 expression in MDAMB361 cell line enrichment following treatment with either afatinib or etoposide. (A) Assayed cell line name, or background well; (B) Biological replicate number; (C) Drug used for treatment or DMSO negative control; (D) Drug concentration or DMSO %; (E) % of mouse anti-human HER2 Ab positive cells measured with flow cytometry.

CCL	replicate	treatment	concentration	%_HER2_positive_cells
MDA-MB-361	1	DMSO	0.10%	72.09%
MDA-MB-361	2	DMSO	0.10%	47.62%
MDA-MB-361	3	DMSO	0.10%	72.50%
MDA-MB-361	4	DMSO	0.10%	66.15%
MDA-MB-361	5	DMSO	0.10%	52.41%
MDA-MB-361	6	DMSO	0.10%	83.29%
MDA-MB-361	1	afatinib	1μM	6.05%
MDA-MB-361	2	afatinib	1μM	21.21%
MDA-MB-361	3	afatinib	1μM	21.13%
MDA-MB-361	4	afatinib	1μM	21.53%
MDA-MB-361	5	afatinib	1μM	46.93%
MDA-MB-361	6	afatinib	1μM	45.05%
MDA-MB-361	1	etoposide	10μM	83.15%
MDA-MB-361	2	etoposide	10μM	95.94%
MDA-MB-361	3	etoposide	10μM	78.02%
MDA-MB-361	4	etoposide	10μM	96.90%
HCC38	1	no	no	2.77%
HCC38	2	no	no	4.84%
HCC38	3	no	no	0.78%
HCC38	4	no	no	4.85%
HCC38	5	no	no	5.48%
HCC38	6	no	no	8.15%
AU565	1	no	no	97.71%
AU565	2	no	no	70.13%
AU565	3	no	no	68.07%
AU565	4	no	no	90.67%
AU565	5	no	no	90.25%
AU565	6	no	no	98.78%

Supplementary Table 11 – MDAMB361 sensitivity to afatinib and etoposide: (A) Assayed cell line name, or background well; (B) Biological replicate number; (C) Drug used for treatment or DMSO negative control; (D) Drug concentration or DMSO %; (E) Measured luminescence intensity following 72h treatment. Luminescence level is a measured of cell viability as assessed by Promega CellTiter-Glo® Luminescent Cell Viability Assay and measured by the GloMax® Discover instrument from Promega.

CCL	replicate	treatment	concentration	luminescence_intensity
MDA-MB-361	1	DMSO	0.10%	134000
MDA-MB-361	2	DMSO	0.10%	133000
MDA-MB-361	3	DMSO	0.10%	167800
MDA-MB-361	1	afatinib	1µM	65370
MDA-MB-361	2	afatinib	1µM	65160
MDA-MB-361	3	afatinib	1µM	64740
MDA-MB-361	1	etoposide	10µM	58500
MDA-MB-361	2	etoposide	10µM	62700
MDA-MB-361	3	etoposide	10µM	62460
background	1	no	no	99
background	2	no	no	109
background	3	no	no	101

How the deposited data were processed for this re-analysis (not part of the article)

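Single-cell RNA sequencing (Drop-seq) of 31 breast cancer cell lines and the non-cancer line MCF12A was analysed from 1 table of counts that the authors deposited, with 47096 genes and 35276 cells in 34 libraries of 32 lines. The authors aligned the reads to the human genome with STAR, assigned them to genes and cells with Drop-seq tools, and counted UMIs with UMI-tools; they kept cells with at least 2500 UMIs, more than 1000 genes and under 50% mitochondrial UMIs, and left out cells above a Tukey fence with k of 3 as putative multiplets. No further search for doublets was made here. The values were checked to be whole UMI counts, not normalized, with 114572483 entries above 0. Cell names carry the line only, so that the pair of libraries of MCF7 and that of MDAMB436 were each taken as 1 sum. The paper shows the flow cell and sequencer of each line in Supplementary Fig. 01B, where the lines are not named, and states that no major batch effect was seen; which line was on which flow cell is not in the files held here, and batch was not analysed here. Gene IDs are Ensembl IDs; 46919 have a symbol in the reference and 177 do not, and those are not named. Places of genes are those of the reference annotation on GRCh38. Flow cytometry, bulk expression of tumours, drug response, copy number, spatial and tumour single-cell data were not analysed here.

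Summed over lines the depth was 372883637 UMIs, from 3580668 to 33280572 per line (median 10206661.5). A gene at 1 CPM thus has between 4 and 33 UMIs in a line; a count of 0 is given with the upper limit of 3 UMIs or cells that it allows. Shares of cells are the cells with at least 1 UMI, with 95% Clopper-Pearson intervals; levels per line are CPM of the summed cells with exact Poisson intervals. Ratios of 2 groups of cells have exact binomial intervals on the split of their UMIs, which leave out the spread between cells. Differences of shares have Newcombe intervals. Depth was evened out where named by drawing 2500 UMIs per cell without replacement (thinning). Lines were grouped by the subtype and receptor status of Supplementary Table 01, with a weak PR status taken as positive.

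Receptor levels were compared between lines of different status by two-sided permutation tests with 100000 resamples on log2(CPM + 1), adjusted over the 4 genes, and receptor shares were set against depth by Pearson's r and Spearman's rho with permutation p-values. Genes were tested on line sums with edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr) and limma 3.58.1 in R 4.3.3, 10 luminal against 15 triple-negative lines and 7 TNB against 8 TNA lines; KPL1 was left out because the paper states that it is the same line as MCF7, and HER2-enriched lines and MCF12A because they are not part of these comparisons. Alternatives were DESeq2 1.42.0, RLE size factors, no filter on counts, at least 10 CPM in 3 lines, 110 cells per line thinned to 2500 UMIs, the sums without HDQP1 or with KPL1, and each line left out in turn. Gene lists (30, among them the 48 literature biomarkers in 6 lists and the 22 cluster biomarkers) were tested with camera at a preset correlation of 0.01 and with an estimated one. The edgeR tests were tested on simulated data, drawn from negative binomial distributions with the means, dispersions and depths of these lines and with 100 genes changed at each of log2 fold changes of 2 and 3. As a test of chance, lines were split at random 100 times into groups of the same sizes.

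Clustering and neighbours used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and python-igraph 0.11.9: GF-ICF weights of 10812 genes with a UMI in at least 5% of cells, 10 principal components, 50 nearest cells by Manhattan distance, Jaccard weights and Louvain communities at a resolution of 0.25. Alternatives were 30 components, 20 neighbours, resolutions of 0.1 and 0.5, the 2000 most variable genes, and at most 110 cells per line. Mapping used 75% of the cells of each line for training and 100 neighbours, with 10 and 300 as alternatives. A cluster was taken as that of 1 line at 90% of its cells.

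The zero share test drew the zeros of 10000 sets of Poisson counts per line and gene and was tested on simulated data; genes of like UMI total were set against the Poisson expectation with a normal approximation. Phases were called with Seurat 5.3.0 for each line by itself. In MDAMB361, cells with and without an ERBB2 UMI were compared over 11764 genes; lists were ranked among 10000 random lists of genes of like expression and called below the 2.5th or above the 97.5th percentile, with members of at least 20 UMIs. The G1 difference was compared with that of 200 control genes, and over lines with at least 50 (alternative 20) cells in both groups with an exact sign-flip test. Phase calls also read free RNA, and no correction for it was made. Figures were drawn with matplotlib 3.10.9.

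Named are every gene the paper names among its biomarkers, MKI67 and TOP2A; in each edgeR comparison the 10 genes of smallest p among those higher and the 10 among those lower; up to 4 members of smallest p of each list named; and in MDAMB361 the 10 highest and 10 lowest ratios among genes with at least 200 UMIs and the first 10 genes after ERBB2 of Supplementary Data 1, whose values had been seen. Of Supplementary Data 1 only the first part was held, and no overlap or enrichment was computed from it. Other genes are named in the observations only, chosen after their values were seen.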

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

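The tests of the patterns weighed in the last 3 paragraphs were chosen only after the result was seen; the rest were set before. Tests of lines that stand apart from their own subtype covered 44 groups and measures. A line stood apart in 9 of them, which fall on 6 lines; about 1 in 20 groups would by chance alone. HDQP1 had a PGR level of 0.34 on the log2(CPM + 1) scale (next TNB line 0.13), a median of 25673.5 UMIs per cell (next 10979), an own-line neighbour share of 15.6% (next 83.3%) and 0% of test cells given to it (next 86.7%). DU4475 had the lowest EGFR level of the TNA lines, 0.22 (next 5.14), and CAL851 the lowest VIM level of the TNB lines, 2.47 (next 9.10). MCF7 had the highest ACTG2 level of the Luminal A lines without KPL1, 5.91 (next 2.45). After thinning, BT483 had the lowest share of cells called G1 of the Luminal A lines, 33.0% (next 49.4%), and HCC1187 the highest of the TNA lines, 54.5% (next 41.6%). Phases are scored within each line, so that these shares do not rank lines by cycling: BT483 had the fewest UMIs of S and G2M genes (982 and 1280 CPM) of all lines, and the lowest shares of cells with MKI67 (0.779%) and TOP2A (2.60%). The HDQP1 PGR value is 1 UMI-bearing cell of 110.

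Splits of the same lines at random, 100 for each comparison, tell whether chance can be excluded. For the 2272 genes between luminal and triple-negative lines it can: the highest other split gave 5 genes, and 1 of 100, the real one, reached 2272. For the 16 gene lists between them it cannot: the highest other split gave 18, and 5 of 100 reached 16. For the 10 lists between TNB and TNA lines it cannot: the highest other split gave 15, and 28 of 100 reached 10. The 0 genes that edgeR called between them (856 at an unadjusted p under 0.05, 38 by DESeq2) say nothing here, since every split reaches 0 (100 of 100; highest other 3).

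The excess of zeros of a receptor over Poisson draws may come from a spread of counts that most genes of that level share. At or above the 95th percentile of 100 genes of like UMI total in the same line were 4 of 20 pairs for ESR1 (5.73 to 43.7%) and 6 of 10 for PGR (26.2 to 87.8%), where 5% are expected. This argues against it for PGR, where the interval stays above 5% with any 1 line left out (from 21.2%), and only narrowly for ESR1: without BT20, BT483, EFM19 or MCF7 it was 3 of 19 pairs (3.38 to 39.6%), which holds 5%. For ERBB2 it was 0 of 31 pairs (0 to 11.2%) and for EGFR 0 of 24 (0 to 14.2%), so that this spread could account for their excess. Over all 85 pairs it was 10 where 4.25 were expected. Among these 10 are pairs that the draws did not count as an excess. They are ESR1 in BT20 (share of draws 0.200) and PGR in BT474 (0.143) and CAMA1 (0.312). The counts for both genes thus rest partly on pairs with no excess to explain, and were not repeated without them. What sets PGR apart, and ESR1 if it does, such as bursts of transcription or lasting states of cells, stays open, and no biological explanation was tested.

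The larger share of G1 calls among MDAMB361 cells with an ERBB2 UMI could come from deeper cells, from grouping by any gene, or from ERBB2 RNA being higher in G1 in other lines too. After thinning to 2500 UMIs the difference was 18.9 percentage points, against depth. At full depth it stood at percentile 99 of 200 genes of like detection, against a shift towards G1 from grouping by any gene. This holds for that direction only: the 5th percentile of these genes was -22.7, so that shifts as large away from G1 were more frequent. Without MDAMB361 the difference over the other lines had an exact sign-flip p of 0.0469, so that a relation shared by lines may be part of it. Free RNA and the direction between phase and ERBB2 stay open.

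The lower own-line neighbour share of luminal lines could come from unequal numbers of cells or from the few principal components kept. With at most 110 cells per line and 10 in place of 50 neighbours, changed together, the difference was -15.2 percentage points, which argues against unequal cell numbers in the search for neighbours; the components were still those of all cells. With 30 components it was -2.57, which decides nothing on the components: 13 of 15 triple-negative lines then had at least 95% own neighbours, so that the measure is near its ceiling. The difference shrank without HDQP1 too (-6.39, against -18.9 with 10 components). As a ratio of geometric means, neighbours from other lines were 3.76-fold in luminal over triple-negative lines with 10 components and 4.99-fold with 30. For MCF7, neighbours from KPL1 counted as another line here too, which raises the luminal side. With the 2000 most variable genes, where gene set and weighting changed together, the difference was -6.24 and the ratio 7.85-fold. The part of the components, the genes and their weighting stays open, the difference itself did not pass its permutation test over all lines (permutation p = 0.0979), and no biological explanation was tested.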

How the results depend on the processing

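Beside the settings chosen before the data were examined, these tests were chosen only after a result was seen: the own-line neighbour difference without HDQP1 (with 10 and 30 components and with the 2000 most variable genes), its ratio scale, and that difference with each line left out in turn, the G1 difference over lines without MDAMB361, the level among expressing cells without HDQP1, the fold changes and the zero-count controls with each line left out in turn, and the tests of the 3 weighed patterns. No paired analysis was possible because cell names carry only the line, so that replicate libraries of MCF7 and of MDAMB436 cannot be told apart; this holds for pairs of libraries, while cells of the same line were compared with each other for the G1 share and for depth. Of 69 results with 238 alternatives, 177 alternatives gave the same, 3 weaker, 4 stronger, 52 moved and 2 reversed values; among the 31 that answer a comparison the 168 alternatives gave 137 same, 4 stronger, 26 moved and 1 reversed, and among the 38 of single genes and lists 70 gave 40 same, 3 weaker, 26 moved and 1 reversed. Reversed were the G1 difference in MDAMB361, -0.656 as the median of other genes of like detection in place of ERBB2, which is a control by construction, and the median adipogenesis ratio, -0.0254 after thinning. Asking for 2 UMIs or thinning moved the median share of positive lines to 15.7 and 15.7% for ESR1, 31.1 and 34.9% for ERBB2 and 14.2 and 12.7% for EGFR; fewer UMIs lower a share by construction. The ratio over the highest other line by share of cells was 2.42 for HS578T and 3.23 for MX1 (ACTG2). Thinning took the highest over the lowest level among expressing cells to 1.70 (ESR1), 1.26 (PGR), 1.89 (ERBB2) and 2.08 (EGFR), and leaving out HDQP1 to 7.95 (ERBB2) and 6.25 (EGFR). Between luminal and triple-negative lines 3673 genes passed without a filter and 580 with 110 thinned cells per line, DESeq2 found 3231, and 1866 (without BT483) to 2385 (without DU4475) passed with 1 line left out; 4 lists passed with an estimated correlation. Between TNB and TNA lines DESeq2 found 38 genes, and 0 lists passed with an estimated correlation, against 10 with the preset one, which were 7 (without MX1) to 12 (without CAL851, DU4475 or MDAMB436) with 1 line left out. The own-line difference was -2.57 with 30 components (-6.39 without HDQP1), -6.24 with the 2000 most variable genes (-10.3 without HDQP1), -15.2 with at most 110 cells per line and 10 neighbours, -13.6 with KPL1, -18.9 without HDQP1, and -10.1 (without BT483) to -16.3 (without ZR751) with any other single line left out. Clusters numbered 28 with 30 components. Mapping gave 94.4% with 10 neighbours, 86.0% with 300, 97.4% with 30 components and 79.1% with at most 110 training cells. Receptor pairs with excess zeros numbered 45 with strictly more zeros and 5 after thinning, where the shares of draws in MDAMB361 were 0.319, 0.464 and 0.294. Thinning leaves fewer UMIs in which an excess of zeros can be seen. The G1 difference was 31.2 with at least 2 ERBB2 UMIs, and 6.63 over lines without MDAMB361 (exact p = 0.0469). Apart from changes by construction, the cause was not tested.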

Differences from the paper's values

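Supplementary Table 07 marks 45 pairs of a line and a receptor, and the test here, which counts draws with at least as many zeros, found 28. Counting only draws with strictly more zeros gave 45, the same pairs as in the table; the 17 others have 0 UMIs of the gene. With at least 10 UMIs asked for 28 pairs were found, and after thinning, which leaves fewer UMIs to show an excess, 5. The table holds 3 lines without any marked gene, BT549, HCC70 and ZR751, where the text names ZR751 and BT549. Here 21 lines had at least 1 gene, and 29 by the strict count.

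Other values stood near the stated ones or depend on settings. The paper states 22 clusters, and 18 were found here (22 with 20 neighbours). It states a basal-like phenotype in 9 of 15 triple-negative lines, and in its Methods 11, from an enrichment test of a basal signature on summed profiles; here lines with a UMI of a basal keratin in a set share of cells were counted, which is another measure, and they numbered 11 at 10% of cells and 10 at 50%. It states that 28 lines passed the mapping test, against 27 here, and a mean of 1069 cells per line, against 1102. The paper's legend for the mapping test names a positive predictive value, while the share of a line's own test cells was counted here. The text gives more than 90% of cells with ERBB2 for a line written BT574; for BT474, taken as that line, the share was 86.8%. Fig. 3D shows about 57% of HER2-positive and about 37% of HER2-negative MDAMB361 cells in G1, read by eye, against 53.4% and 34.2% here.

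The log2 ratios of the first 10 genes after ERBB2 in Supplementary Data 1 all lay within the intervals found here (largest gap 0.0736). After thinning KRT7, CYB561 and HMGB2 did not (0.24 against 0.38, 0.24 against 0.33, and -0.74 against -0.52). These intervals leave out the spread between cells. VIM, COL6A1, COL6A2 and COL6A3 did not pass a test between TNB and TNA lines. The paper states that TNB lines express them, from a figure, and reports no such test. On simulated counts the test found 22% of genes at a log2 fold change of 2, so that this is no evidence against the paper's statement. In MDAMB361, adipogenesis was higher in ERBB2-positive cells at full depth and not after thinning, which also regroups the cells and weakens the contrast. Myogenesis and oxidative phosphorylation did not leave the range of random lists. The paper used another test and other lists.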

Other observations

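All comparisons of lists here were set before the data were examined; genes named by line, and MCF7 beside KPL1, were chosen after their values were seen. HCC1187, a TNA line, carried the strongest interferon and antigen presentation programme. Summed over the list, its interferon response genes had 9489 CPM (HCC70 6508, HCC1937 4946, median line 1283) and its class I antigen presentation genes 18870 CPM (HCC70 9652, HCC38 7087, median 3365). HLA-B, which presents peptides to T cells, had 5654 CPM in HCC1187 and 1569 CPM in the next line, HCC70, and IFI27, an interferon-induced mitochondrial protein, 3719 CPM (HCC70 2136). EVSAT, a HER2-enriched line, was lowest in both lists, with 52.6 and 382 CPM. HCC70 also had the most CPM of the immune list (1159), from CD74, the chaperone of class II molecules (879 CPM in 95.0% of cells; T47D 567), and CD14, a receptor of bacterial lipids (279.5 CPM in 79.2%; MDAMB415 259).

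MCF7 and KPL1, which the paper states are the same line, were closest to each other among 31 lines (r = 0.859 across genes, with BT474 next at 0.812; genes are not independent replicates), yet 1394 of 8019 genes (17.4%) differed over 2-fold. FGF4, a growth factor silent in most adult tissues, had 2061 UMIs in KPL1, in 69.5% of cells, and 0 in MCF7, at least 731-fold. PGR had 344 UMIs in MCF7 and 0 in KPL1, at least 108-fold, ASCL1, a neuroendocrine transcription factor, 549 and 0, at least 172-fold, and AGR3, a secretory protein, 1975 and 1. Higher in MCF7 were also the transporter SLC6A14 (log2 ratio 8.36), NECAB1 (7.96), ACTG2 (5.80), ESR1 (1.74) and CDH1 (1.43), and higher in KPL1 ITGB6 (-6.16), LIMCH1 (-6.15), BST2 (-5.95), VTCN1 (-5.78), COL6A3 (-2.94) and AR (-1.56), while BCAS3 (-0.40) and GATA3 (0.03) were near equal. MCF7 is the sum of a pair of libraries and KPL1 is 1, and the values have no error between cultures.

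Cancer-testis antigens were carried by single lines: MDAMB436 had 1463 CPM over the list, of which MAGEA4 was 1139 CPM in 99.7% of cells, AU565 921 CPM with XAGE2 at 422 CPM, and HDQP1 794 CPM with PAGE2 at 480 CPM; the median line had 118. The 17q12 amplicon genes had 8740 CPM in HCC1954, 7253 in BT474 and 3732 in JIMT1 (median 427). Collagen and matrix genes had 31387 CPM in HS578T and 2193 in MDAMB415, a luminal line with 2089 CPM of SPARC (median 219). Neuronal genes were highest in HCC38 (1280 CPM, median 62.3), oxidative phosphorylation in DU4475 (53346, lowest HS578T 19239), ribosomal proteins in MCF12A (292565, median 162756), cholesterol synthesis in EVSAT (4624), hypoxia and glycolysis in JIMT1 (8087), unfolded protein stress in HS578T (6733), heat shock in MCF7 (8236), adipogenesis in AU565 (6049), myogenesis in MX1 (3034), luminal progenitor in HCC1187 (314) and endothelial genes in BT20 (165). S and G2M genes were lowest in BT483 (982 and 1280 CPM) and highest in MDAMB453 (6574) and HCC38 (16003). Cells called G1, scored within each line, made up 14.3% of HCC38 and 69.7% of BT474.

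Between luminal and triple-negative lines, further lists were called by camera; counts are genes that passed edgeR over all genes, and adjusted over the list alone in brackets. Higher in luminal lines were oestrogen response, 16 of 20 (18; adjusted p = 8.87e-14, 0.00355 with an estimated correlation; TFF1 by 10.05 and GREB1 by 5.79), apocrine and androgen response, 5 of 12 (6; 8.7e-05, 0.0165; SPDEF by 5.38, FASN by 1.85), 17q12 amplicon, 9 of 12 (10; 0.000179, 0.255; PGAP3 by 3.23, ORMDL3 by 2.35, MIEN1 by 2.19) and tight junction and epithelial splicing, 4 of 15 (4; 1.25e-05, 0.255; CLDN3 by 3.27, TJP3 by 2.29, ESRP2 by 1.88, MARVELD2 by 1.44). Lower were collagen and matrix, 14 of 18 (17; 6.14e-08, 0.111; COL4A1 by -10.37, SERPINE1 by -9.69, LOXL2 by -6.85, COL4A2 by -5.27), basal keratins and desmosome, 5 of 12 (8; 0.00105, 0.255; DSC3 by -7.42, LAMC2 by -4.29), interferon response, 13 of 32 (17; 1.76e-05, 0.255; IFI44 by -4.66, GBP1 by -4.54, ISG15 by -2.46, PSMB9 by -2.45), antigen presentation, 6 of 15 (10; 8.7e-05, 0.255; TAP2 by -2.08, NLRC5 by -1.70, TAP1 by -1.59), S phase, 9 of 43 (12; 1.23e-07, 0.255; USP1 by -1.30, NASP by -1.14, TIPIN by -1.09, MSH2 by -0.99), G2M phase, 24 lower and 1 higher of 54 (35 and 1; 8.45e-15, 0.255; CDC20 by -2.12, NDC80 by -2.05, CDCA2 by -1.82, ANP32E by -1.65) and ribosomal proteins, 3 of 71 (0; 0.00105, 0.585). MKI67 (-0.91, adjusted p = 0.176) and TOP2A (-0.74, 0.193; 0.0392 without EFM19) did not pass.

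Not called were cluster biomarkers, 5 higher and 6 lower of 16 (5 and 8; adjusted p = 0.452; median -2.40, mean 0.58), cancer-testis antigens, 0 of 4 (0; 0.444), oxidative phosphorylation, 4 higher and 2 lower of 73 (3 and 0; 0.172), hypoxia and glycolysis, 5 lower of 22 (5; 0.160), unfolded protein stress, 2 higher and 1 lower of 18 (2 and 2; 0.943, median -0.18 and direction up), heat shock, 1 of 16 (1; 0.452), cholesterol synthesis, 1 of 21 (1; 0.172), adipogenesis, 1 higher and 2 lower of 23 (1 and 1; 0.647), myogenesis, 1 higher and 3 lower of 12 (1 and 5; 0.0777) and neuronal genes, 1 lower of 4 (2; 0.453). Immune and endothelial lists had 2 tested genes each, and luminal progenitor and mitochondrially encoded lists none. The paper chose the cluster biomarkers from clusters of these same cells, so that their p-values are no separate evidence. Among the cluster biomarkers APOD (10.78) was higher in luminal lines, and TCF7 (-6.12), KLK10 (-5.85) and S100A2 (-4.86) lower; CCL2 (-5.67, adjusted p = 0.0306), SPON2 (-4.02, 0.0383) and IRS2 (-2.87, 0.0357) rest on single lines, with p up to 0.203, 0.635 and 0.0868 when 1 line is left out (over 0.05 for CCL2 without BT483, T47D or HCC1187; for IRS2 without BT474, CAMA1, EFM19, MDAMB361, T47D or HCC1143; for SPON2 without BT483, CAMA1, EFM19, HCC1500, MCF7, MDAMB361, MDAMB415, T47D, ZR751 or BT549). With 1 line left out the log2 fold change fell to 7.35 for APOD (without ZR751) and to -2.67 for TCF7 (DU4475), -2.22 for CCL2 (HCC1187), -0.58 for SPON2 (BT549) and -0.34 for COL1A1 (HS578T). In the stroma list COL1A1 (-4.30, 0.0372) and FBLN1 (-2.07, 0.0382) likewise reached 0.781 and 0.0645 with 1 line left out (over 0.05 for COL1A1 without BT474, BT483, CAMA1, EFM19, HCC1500, MCF7, MDAMB361, MDAMB415, ZR751 or HS578T, and for FBLN1 without BT474, BT483, CAMA1, HCC1500, MCF7, MDAMB361, T47D, ZR751, BT20, HCC1143, HCC1187, MDAMB468, CAL51 or HS578T). The lowest p among genes lower in luminal lines were those of ETS1, a transcription factor of invasive growth (ENSG00000134954, chromosome 11, 128458761 to 128587558; -9.34, SE 1.01, adjusted p = 2.23e-06), MIR222HG (-6.68), CCDC82 (-4.45), FSCN1 (-4.75), SKP2 (-1.92), H1-1 (-8.40), NCOA7 (-2.83), CD83 (-2.90), KIRREL1 (-5.69) and UPP1 (-4.16).

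Between TNB and TNA lines edgeR called 0 genes (856 at an unadjusted p under 0.05, 38 by DESeq2), and no list call held with an estimated correlation. Higher in TNB lines were collagen and matrix, 0 of 20 genes (10 adjusted over the list alone; camera adjusted p = 1.11e-14, 0.135 with an estimated correlation; SPARC by 8.43, LOXL2 by 2.82), G2M phase, 0 of 54 (0; 0.00332, 0.648) and hypoxia and glycolysis, 0 of 22 (0; 0.00199, 0.375). Lower were luminal epithelial, 0 of 7 (0; 0.0273, 0.496), tight junction, 0 of 15 (0; 1.9e-06, 0.495), interferon response, 0 of 32 (0; 0.000365, 0.496), antigen presentation, 0 of 15 (0; 0.0106, 0.500) and heat shock, 0 of 16 (0; 0.0139, 0.495). The other lists were not called: epithelial 0.217, basal epithelial 0.699 (median 0.08, direction down), cluster biomarkers 0.258 (median -1.60, mean 0.35, direction up), oestrogen response 0.320, apocrine 0.234, 17q12 0.691 (median -0.17, direction up), basal keratins 0.192, cancer-testis 0.926, S phase 0.939 (median 0.04, mean -0.02), oxidative phosphorylation 0.258, ribosomal 0.521, unfolded protein 0.926, cholesterol 0.939, adipogenesis 0.939 (median -0.02, direction up), myogenesis 0.0988, endothelial 0.0958 and neuronal 0.939 (median 0.06, mean -0.43).

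In MDAMB361 the other lists stayed within the range of random lists, as median log2 ratios of cells with over cells without an ERBB2 UMI with their percentiles: epithelial 0.09 (86.94), oestrogen response 0.00 (40.23), 17q12 0.11 (91.29), basal keratins -0.23 (8.04), interferon 0.03 (66.84), antigen presentation 0.03 (67.05), hypoxia 0.08 (92.16), unfolded protein 0.06 (87.03), heat shock -0.01 (43.85), and neuronal -0.04 (35.91). Over lines, the G1 difference by ERBB2 was 3.56 percentage points without thinning (25 lines, permutation p = 0.00759) and 7.28 with at least 20 cells per group (21 lines, p = 1e-05, the smallest that 100000 resamples can give).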
